# Natural Variation in a Dendritic Scaffold Protein Remodels Experience-Dependent Plasticity by Altering Neuropeptide Expression

**DOI:** 10.1016/j.neuron.2019.10.001

**Published:** 2020-01-08

**Authors:** Isabel Beets, Gaotian Zhang, Lorenz A. Fenk, Changchun Chen, Geoffrey M. Nelson, Marie-Anne Félix, Mario de Bono

**Keywords:** experience-dependent plasticity, natural variation, neuropeptide, genetic accommodation, *Caenorhabditis elegans,* carbon dioxide sensing, oxygen sensing

## Abstract

The extent to which behavior is shaped by experience varies between individuals. Genetic differences contribute to this variation, but the neural mechanisms are not understood. Here, we dissect natural variation in the behavioral flexibility of two *Caenorhabditis elegans* wild strains. In one strain, a memory of exposure to 21% O_2_ suppresses CO_2_-evoked locomotory arousal; in the other, CO_2_ evokes arousal regardless of previous O_2_ experience. We map that variation to a polymorphic dendritic scaffold protein, ARCP-1, expressed in sensory neurons. ARCP-1 binds the Ca^2+^-dependent phosphodiesterase PDE-1 and co-localizes PDE-1 with molecular sensors for CO_2_ at dendritic ends. Reducing ARCP-1 or PDE-1 activity promotes CO_2_ escape by altering neuropeptide expression in the BAG CO_2_ sensors. Variation in ARCP-1 alters behavioral plasticity in multiple paradigms. Our findings are reminiscent of genetic accommodation, an evolutionary process by which phenotypic flexibility in response to environmental variation is reset by genetic change.

## Highlights

• Behavioral flexibility varies across *Caenorhabditis* and *C. elegans* wild isolates
• A natural polymorphism in ARCP-1 underpins inter-individual variation in plasticity
• ARCP-1 is a dendritic scaffold protein localizing cGMP signaling machinery to cilia
• Disrupting ARCP-1 alters behavioral plasticity by changing neuropeptide expression

## Introduction

Animals reconfigure their behavior and physiology in response to experience, and many studies highlight mechanisms underlying such plasticity (Bargmann, 2012, Owen and Brenner, 2012). While plasticity is presumed crucial for evolutionary success, it has costs and often varies across species and between individuals (Coppens et al., 2010, Dewitt et al., 1998, Mery, 2013, Niemelä et al., 2013). Variation in behavioral flexibility is thought to underlie inter-individual differences in cognitive ability and capacity to cope with environmental challenges (Coppens et al., 2010, Niemelä et al., 2013). The genetic and cellular basis of inter-individual variation in experience-dependent plasticity is, however, poorly understood.

Genetic accommodation and assimilation are concepts used to describe variation in plasticity on an evolutionary timescale. Waddington and Schmalhausen suggested genetic assimilation occurs when a phenotype initially responsive to the environment becomes fixed in a specific state (Renn and Schumer, 2013, Schmalhausen, 1949, Waddington, 1942, Waddington, 1953). This loss of plasticity may reflect genetic drift or selection against the costs of expressing adaptive behaviors (Niemelä et al., 2013). Studies of genetic assimilation led to the broader concept of genetic accommodation, referring to evolutionary genetic variation leading to any change in the environmental regulation of a phenotype (Crispo, 2007, West-Eberhard, 2005). Many studies in insects, fish, rodents, and primates highlight inter-individual variation in behavioral plasticity; in some cases this has been shown to be heritable (Dingemanse and Wolf, 2013, Izquierdo et al., 2007, Mery et al., 2007), but the mechanisms responsible for these differences remain enigmatic.

Many animals use gradients of respiratory gases to help locate prey, mates, or predators and have evolved sophisticated behavioral responses to environmental changes in oxygen (O_2_) and carbon dioxide (CO_2_) levels (Carrillo and Hallem, 2015, Cummins et al., 2014, Guerenstein and Hildebrand, 2008, Prabhakar and Semenza, 2015). Where studied, behavioral responses to CO_2_ have been shown to depend on environmental context, past experience, and life stage (Carrillo et al., 2013, Fenk and de Bono, 2017, Guillermin et al., 2017, Hallem and Sternberg, 2008, Sachse et al., 2007, Vulesevic et al., 2006). This flexibility makes CO_2_-sensing an attractive paradigm to study natural variation in behavioral plasticity.

CO_2_ responses in *Caenorhabditis elegans* are sculpted by previous O_2_ experience (Carrillo et al., 2013, Fenk and de Bono, 2017, Kodama-Namba et al., 2013). Acclimation to surface O_2_ levels (i.e., 21%) generates a memory that suppresses aversion of high CO_2_. The O_2_ memory is written over hours by O_2_ sensors, called URX, AQR, and PQR, whose activity is tonically stimulated by 21% O_2_ (Busch et al., 2012, Fenk and de Bono, 2017). 21% O_2_ is itself aversive to *C. elegans*, most likely because it signals surface exposure (Gray et al., 2004, Persson et al., 2009). By suppressing CO_2_ aversiveness, *C. elegans* acclimated to 21% O_2_ may increase their chance of escaping the surface into buried environments with elevated CO_2_ (Fenk and de Bono, 2017).

Here, we show that the impact of O_2_ experience on CO_2_ aversion varies across *Caenorhabditis* species and between wild *C. elegans* isolates. By characterizing differences between *C. elegans* isolates, we identify a polymorphism in a dendritic ankyrin-repeat scaffold protein, ARCP-1, that alters plasticity in one strain. ARCP-1 biochemically interacts with the conserved cyclic nucleotide phosphodiesterase PDE-1 and localizes it with molecular sensors for CO_2_ to the dendritic ends of BAG sensory neurons. Disrupting ARCP-1 resets CO_2_ sensitivity and experience-dependent plasticity of CO_2_ escape, in part by altering neuropeptide expression and conferring strong aversion to CO_2_.

## Results

### Natural Variation in Experience-Dependent Plasticity in *Caenorhabditis*

In *C. elegans*, a memory of recent O_2_ levels reprograms aversive responses to CO_2_ (Fenk and de Bono, 2017). We hypothesized this experience-dependent plasticity is evolutionarily variable. To investigate this, we compared the CO_2_ responses of different *Caenorhabditis* species grown at 21% or 7% O_2_ (Figure S1A). Animals were transferred to a thin bacterial lawn in a microfluidic chamber kept at 7% O_2_, stimulated with 3% CO_2_, and their behavioral responses quantified. We used a background level of 7% O_2_ in all assays because *C. elegans* dwell locally at this O_2_ concentration, making locomotory arousal by CO_2_ prominent. By contrast, 21% O_2_ evokes sustained rapid movement, making CO_2_ responses above this high baseline proportionally small. As a representative *C. elegans* strain, we used LSJ1, a wild-type (N2-like) laboratory strain bearing natural alleles of the neuropeptide receptor *npr-1*(*215F*) and the neuroglobin *glb-5*(*Haw*). We did not use the standard N2 strain, because it has acquired mutations in *npr-1* and *glb-5* that confer gas-sensing defects (McGrath et al., 2009, Persson et al., 2009). As expected, *C. elegans* was aroused more strongly by CO_2_ when acclimated to 7% O_2_ (Figure S1B). By contrast, O_2_ experience did not alter the absolute speed of representative strains of *C. latens* and *C. angaria* at 3% CO_2_ (Figure S1B). Because *C. angaria* was not aroused by 3% CO_2_, we tested its response to 5% and 10% CO_2_. These levels evoked locomotory arousal that, as in *C. elegans*, was stronger in animals acclimated to 7% O_2_ (Figure S1C). Thus, *C. angaria* is less sensitive to CO_2_ than *C. elegans*, but its arousal by CO_2_ remains dependent on O_2_ experience. By contrast, CO_2_ responses of *C. latens* were unaffected by previous O_2_ experience at any concentration tested (Figure S1D). Unexpectedly, acclimation to 7% O_2_ suppressed rather than enhanced the locomotory response of *C. nigoni* to CO_2_ (Figure S1B). Thus, the effect of O_2_ memory on CO_2_-evoked behavioral responses is evolutionarily variable.

### Effect of O_2_ Memory on CO_2_ Responses Varies between *C. elegans* Wild Isolates

Our findings prompted us to seek intra-species variation in how O_2_ experience influences CO_2_ responses, by studying a genetically diverse collection of wild *C. elegans* isolates (Figure S2A). Most strains responded like the reference strain (Figures 1A–1C and S2A). However, two isolates, the French JU1249 and German MY16 strains, responded more strongly than other isolates to a rise in CO_2_ regardless of O_2_ experience (Figures 1B and 1D). For MY16 CO_2_ aversion was stronger when animals were acclimated to 7% O_2_, recapitulating the cross-modulation of CO_2_ responses observed in most strains (Figures 1C and 1E). By contrast, JU1249 animals acclimated to 21% O_2_ further enhanced rather than suppressed CO_2_ escape (Figures 1C and 1F). To probe further if the O_2_-dependent plasticity of CO_2_ escape had changed in JU1249, we quantified escape responses at different CO_2_ concentrations. *npr-1; glb-5* control animals always responded more strongly to CO_2_ when acclimated to 7% O_2_, but this was not the case for JU1249 at any CO_2_ concentration tested (Figure 1G). CO-evoked arousal was stronger in JU1249 animals acclimated to 21% O_2_ than in those acclimated to 7% O_2_ (Figure 1H), suggesting that JU1249 fails to suppress CO_2_ escape at 21% O_2_.

**Figure 1:**
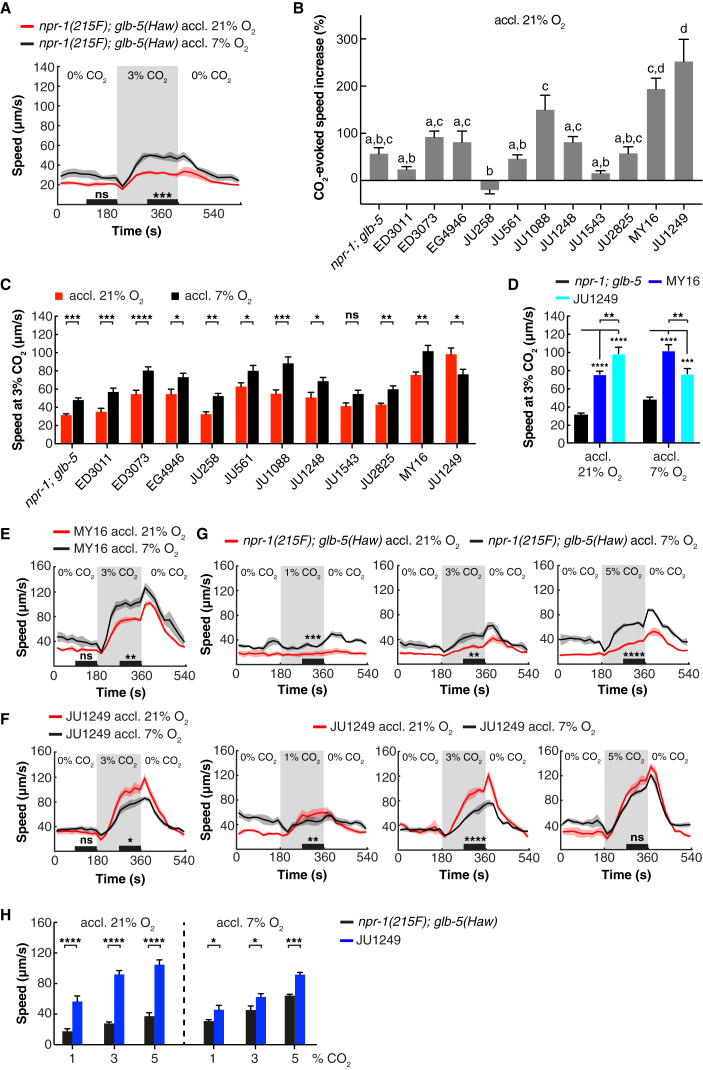
Natural Variation in the Regulation of CO_2_ Escape by Previous O_2_ Experience (A) A *C. elegans* reference strain is more strongly aroused by CO_2_ when acclimated to 7% rather than 21% O_2_. Two-way ANOVA with Šidák test; n = 6 assays. In this, and all subsequent figures, the background O_2_ level in the assay is 7%. (B) Natural variation in the CO_2_ response of *C. elegans* wild isolates acclimated to 21% O_2_. Bars represent average increase in speed ± SEM when CO_2_ rises from 0% to 3%. The CO_2_-evoked speed increase is significantly different (p < 0.05) between isolates labeled with different letters (a–d). One-way ANOVA with Tukey test; n = 6 assays. (C) The effect of O_2_ memory on CO_2_ responses in wild *C. elegans* isolates. Bars show mean ± SEM for time intervals indicated in (A) and Figure S2A. Two-way ANOVA with Šidák test; n = 6 assays. (D) JU1249 and MY16 are more strongly aroused by CO_2_, regardless of previous O_2_ experience. Bars plot mean ± SEM. Two-way ANOVA with Tukey test; n = 6 assays. (E and F) CO_2_ responses of MY16 (E) and JU1249 (F) animals acclimated to 21% or 7% O_2_. Two-way ANOVA with Šidák test; n = 6 assays. (G) Acclimation to 21% O_2_ in JU1249, unlike the reference strain LSJ1, enhances rather than suppresses locomotory arousal at different CO_2_ concentrations. n = 30–61 animals for *npr-1; glb-5*, n = 59–66 animals for JU1249. Mann-Whitney U test. (H) CO_2_ arousal is increased more strongly in JU1249 animals acclimated to 21% rather than 7% O_2_. Bars plot mean ± SEM for time intervals indicated in (G). Two-way ANOVA with Šidák test. n = 4 assays. For (A), (E), and (F), solid lines plot mean and shaded areas show SEM. Black bars indicate time intervals used for statistical comparisons. For (A)–(H), 20–30 animals were assayed in at least 4 trials for each condition. ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.001; ^∗∗∗∗^p < 0.0001; ns, not significant. See also Figures S1 and S2.

The increased locomotory arousal of JU1249 and MY16 in response to CO_2_ could reflect reduced inhibitory input from the neural circuit signaling 21% O_2_. To probe this, we asked if these isolates show altered behavioral responses to 21% O_2_. All isolates we tested responded similarly when we switched O_2_ from 7% to 21% (Figure S2B), suggesting they retained a functional O_2_-sensing circuit.

In our assays, we exposed animals acclimated to 21% O_2_ to a downshift to 7% O_2_ 3 min before the CO_2_ stimulus. To ask if this drop in O_2_, rather than O_2_ experience, altered the CO_2_ response in JU1249, we extended the time animals spent at 7% O_2_ prior to receiving the CO_2_ stimulus to 24 min. JU1249 was still more strongly aroused by CO_2_ when acclimated to 21% rather than 7% O_2_; as expected, O_2_ experience had the opposite effect on plasticity in *npr-1; glb-5* controls (Figure S2C). We also compared the behavioral responses of JU1249 and *npr-1; glb-5* animals to a 21% to 7% O_2_ stimulus and found no significant differences (Figure S2D). Thus, the ability of an O_2_ memory to modify CO_2_ escape appears to be altered in JU1249, recapitulating the phenotype observed in *C. nigoni*.

### Natural Variation in the Ankyrin Repeat Protein ARCP-1 Alters Plasticity of CO_2_ Responses

We sought the genetic changes conferring altered plasticity of CO_2_ responses in JU1249. Besides altering this phenotype, JU1249 exhibited reduced aggregation and bordering behavior on an *E. coli* food lawn compared to other *C. elegans* wild isolates (Figures 2A and 2B). We speculated JU1249 aggregated poorly because increased avoidance of CO_2_ shifted the balance between attraction and repulsion as aerobic animals come together. In this model, the aggregation phenotype, which is easy to score, is linked to altered JU1249 CO_2_ responses.

**Figure 2:**
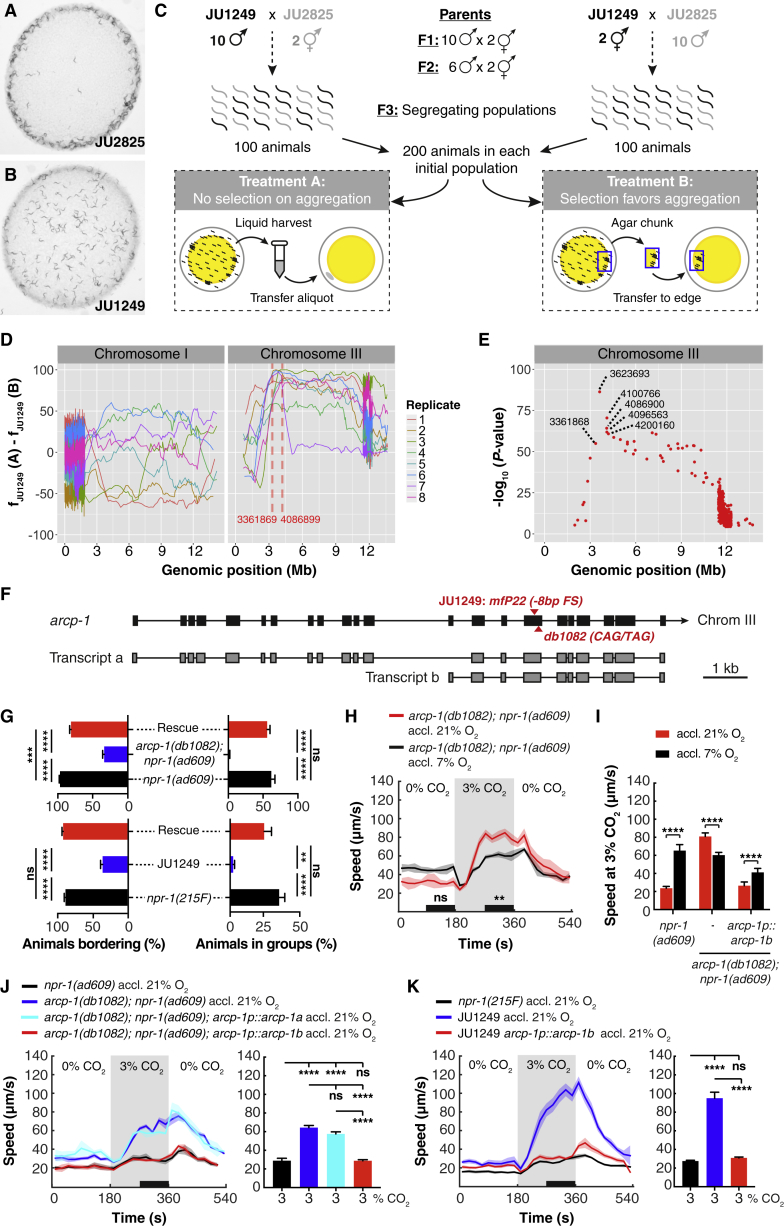
Natural Variation in ARCP-1 Alters CO_2_ Responses (A and B) Individuals of JU2825, like most *C. elegans* wild isolates, aggregate at the border of an *E. coli* lawn (A). By contrast, JU1249 animals disperse across the lawn (B). (C) Selection-based QTL mapping approach to establish the genetic basis of solitary behavior in JU1249. (D) Line plots showing differences in JU1249 allele frequencies between treatment A and B for each replicate pair, using a sliding window 5 single-nucleotide polymorphisms (SNPs) wide and a step size of one SNP. Replicates are indicated by different colors. Chromosome I shows little consistent deviations from equal frequencies in the two treatments, whereas chromosome III shows a strong enrichment at the 3–4 Mb interval. (E) Read-count frequency differences between treatment A and B analyzed for consistency across eight replicates using the Cochran-Mantel-Haenszel test. Only chromosome III is shown. p values are shown as –log_10_ (p value) adjusted by the Bonferroni correction. (F) Gene structure of *arcp-1* (F34D10.6). Boxes represent exons and lines indicate introns. The wild isolate JU1249 has an 8 bp deletion that introduces a frameshift. The *db1082* allele, isolated in a genetic screen for aggregation-defective mutants, replaces a Gln codon with a premature stop codon. (G) Wild-type *arcp-1b* rescues bordering and aggregation phenotypes of JU1249 and *db1082* animals. For each assay, 50–60 animals were transferred to a bacterial lawn and behaviors were scored after 6 h. One-way ANOVA with Tukey test. n ≥ 6 assays. (H) *arcp-1*(*db1082*) animals, like JU1249, fail to suppress CO_2_ responses when acclimated to 21% O_2_. n = 5–6 assays. Two-way ANOVA with Šidák test. (I) Expressing wild-type *arcp-1* restores the O_2_-dependent modulation of CO_2_ responses in *arcp-1; npr-1* mutants. n = 67–105 animals. Mann-Whitney U test. (J) An *arcp-1b* transgene, but not *arcp-1a*, rescues the enhanced locomotory arousal evoked by CO_2_ in *arcp-1; npr-1* animals acclimated to 21% O_2_. n ≥ 4 assays for all genotypes. One-way ANOVA with Tukey test. (K) An *arcp-1b* transgene rescues the enhanced CO_2_ response of JU1249 animals acclimated to 21% O_2_. n = 6 assays. One-way ANOVA with Tukey test. For (H)–(K), each genotype was tested in at least 4 assays with 20–30 animals per trial. Solid lines plot mean; shaded areas show SEM; horizontal black bars indicate time intervals for statistical comparisons; vertical bars plot mean ± SEM. ^∗∗^p < 0.01; ^∗∗∗^p < 0.001; ^∗∗∗∗^p < 0.0001; ns, not significant. See also Figures S3, S4, and S5 and Data S1 and S2.

Before testing this hypothesis, we ruled out the possibility that JU1249 is genetically contaminated by the non-aggregating N2 lab strain, by genotyping the *npr-1*, *glb-5*, and *nath-10* loci, which have acquired polymorphisms during N2 domestication (Duveau and Félix, 2012, McGrath et al., 2009, Persson et al., 2009, Weber et al., 2010). JU1249 exhibited the natural alleles found in other wild isolates at all three loci (Figure S3).

To map the JU1249 aggregation defect, we used a selection-based quantitative trait locus (QTL) mapping approach in which we crossed JU1249 to the aggregating *C. elegans* wild isolate JU2825 (Figure 2A). To find conditions for selection-based QTL mapping, we first defined two treatments that differentially selected for aggregating and solitary animals and performed competition tests between JU1249 and JU2825 under these treatments. Starting with a 50:50% mix of each strain, JU1249 (solitary) outcompeted JU2825 (aggregating) when the populations were transferred by liquid harvest and aliquot (Figure S4A, treatment A), indicating that JU1249 has higher fitness in these conditions than JU2825. When cultivated by transferring an agar chunk from the border of the food lawn, where aggregating animals accumulate (Figure S4A, treatment B), JU2825 outcompeted JU1249, which indicates the aggregation trait in *C. elegans* is selectable. We used treatments A and B as selection regimes on populations of cross-progenies of JU1249 and JU2825 (Figure 2C), sequenced their genomes, and compared allele frequencies of paired replicate populations under the two treatments (Data S1; STAR Methods). Populations selected for aggregation (treatment B) were expected to have higher frequencies of JU2825 alleles at the QTL that affect the variation in aggregation behavior compared to the paired populations (treatment A). Our analysis showed large variation in allele frequencies among replicates, suggesting founder effects due to the moderate population sizes in the first crosses (Figures 2D and S4B). We used two criteria to identify candidate QTL regions associated with the aggregation phenotype. First, we identified regions that show consistent differences in allele frequencies among all replicate pairs for the two treatments (Figures S4B and S4C). Second, we narrowed down these regions by examining replicates for the position of the closest recombination event that was selected (Figure S4D). Based on these criteria, we identified a genomic interval on chromosome III (3361869–4086899 bp) as a candidate region, showing a highly significant difference in allele frequencies among the eight population pairs (Figures 2E and S4C).

The 725 kb QTL region in JU1249 contained 3 polymorphisms in protein-coding genes compared to N2 and JU2825 (Data S1J). An 8 bp deletion (*mfP22*) in the open reading frame of the gene F34D10.6, which we named *arcp-1* (for ankyrin repeat containing protein, see below), stood out as a promising candidate for two reasons. First, *mfP22* is the only polymorphism predicted to abolish protein function (Data S1J and S1K), introducing a frameshift and premature stop codon in both transcripts of the *arcp-1* gene (Figures 2F and S5A). Second, we independently found several alleles of *arcp-1* in a collection of sequenced mutants that suppress aggregation behavior of *npr-1*(*null*) animals, including two that introduced premature stop codons. The number and kind of these alleles made it likely that disrupting *arcp-1* caused an aggregation defect. Consistent with this hypothesis, the aggregation defect of one strain (*db1082* allele) mapped to a 1 Mb interval on chromosome III, centered on *arcp-1* (Figures 2F and S5A). Two mutants from the million mutation project (Thompson et al., 2013), harboring *arcp-1* alleles (*gk856856* and *gk863317*) that introduce premature stop codons, were also defective in aggregation and bordering (Figures S5B and S5C). To show conclusively that mutations in *arcp-1* disrupt aggregation, we performed transgenic rescue experiments. Expressing wild-type *arcp-1* in JU1249 or in *arcp-1*(*db1082*)*; npr-1*(*null*) mutants restored aggregation and bordering behavior (Figure 2G).

To gain insight into the distribution of the *arcp-1*(*mfP22*) polymorphism in *C. elegans*, we examined other wild isolates. Our analysis suggests *mfP22* is a rare allele, because we did not find it in a set of 151 worldwide *C. elegans* isolates, including MY16 (Data S2).

Does disrupting *arcp-1* alter responses to CO_2_? *arcp-1*(*db1082*)*; npr-1*(*null*) animals behaved like JU1249: they showed no overt defect in their response to a 21%-to-7% O_2_ downshift (Figure S5D) but failed to suppress escape from different CO_2_ concentrations when acclimated to 21% O_2_ (Figures 2H, S5E, and S5F). A wild-type *arcp-1* transgene rescued this CO_2_ plasticity defect (Figure 2I). *arcp-1* is thus required for animals acclimated to 21% O_2_ to suppress escape from high CO_2_ environments.

Gene predictions and cDNA cloning revealed *arcp-1a* and *arcp-1b* transcripts that overlap at their 3′ end (Figure 2F; Wormbase WS265). The *db1082* and *mfP22* alleles affect both *arcp-1* transcripts (Figure 2F). Expressing *arcp-1b* fully rescued the heightened CO_2_ response of these animals, whereas a transgene for the longer *arcp-1a* transcript did not (Figures 2J and 2K). A mutation that only disrupted *arcp-1a* also failed to recapitulate the enhanced CO_2_ response and aggregation phenotype of mutants defective in both *arcp-1* transcripts (Figures S5C and S5G). Thus *arcp-1*, and more specifically the product of its *b* transcript, is required for animals to suppress CO_2_ escape following acclimation to 21% O_2_.

### ARCP-1 Acts in BAG Sensory Neurons to Suppress CO_2_ Escape Behavior

*arcp-1* encodes an ankyrin repeat protein (Figure 3A) homologous to *C. elegans* ankyrin UNC-44 and vertebrate ankyrins (Otsuka et al., 1995). These proteins are important for the subcellular localization of neural signaling complexes (e.g., anchoring components of the axon initial segment and allowing cyclic nucleotide-gated channels to accumulate in photoreceptor cilia) (Kizhatil et al., 2009, Leterrier et al., 2017, Maniar et al., 2011). Besides ankyrin repeats, ARCP-1 contains a DPY-30 domain (Figure 3A). Both domains are common protein interaction motifs that regulate the function and spatial organization of diverse signaling complexes (Gopal et al., 2012, Jones and Svitkina, 2016, Monteiro and Feng, 2017, Sivadas et al., 2012). ARCP-1’s domain structure suggests it serves a similar role trafficking or localizing signaling proteins in the nervous system.

**Figure 3:**
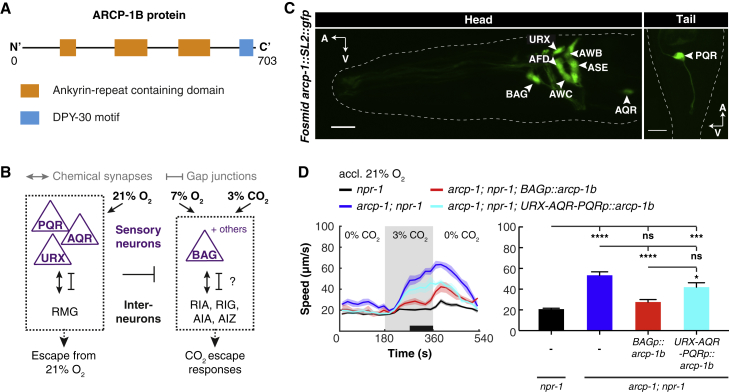
ARCP-1B Acts in BAG Sensors to Suppress CO_2_ Escape Behavior (A) Protein domain architecture of ARCP-1B. (B) Schematic model of the core neural circuits for O_2_ and CO_2_ responses in *C. elegans* (Fenk and de Bono, 2017, Guillermin et al., 2017, Laurent et al., 2015). O_2_-sensing neurons URX, AQR, and PQR tonically signal 21% O_2_. CO_2_ stimuli and O_2_ downshifts are detected by BAG and other neurons. The O_2_ sensors cross-modulate the neural circuit underlying CO_2_ escape. The role of RIA, RIG, AIA, and AIZ in the CO_2_ circuit is hypothesized based on their function in CO_2_ aerotaxis (Guillermin et al., 2017). (C) A fosmid reporter transgene for *arcp-1* is expressed in all major O_2_ and CO_2_ sensors, and other sensory neurons. Scale bar, 10 μm; A, anterior; V, ventral. (D) Cell-specific expression of *arcp-1b* in BAG, using the *flp-17* promoter (*BAGp*), rescues locomotory arousal by CO_2_, whereas expression in URX, AQR, and PQR, using the *gcy-32* promoter (*URX-AQR-PQRp*), does not. One-way ANOVA with Tukey test. n ≥ 5 assays with 20–30 animals per trial. ^∗^p < 0.05; ^∗∗∗^p < 0.001; ^∗∗∗∗^p < 0.0001; ns, not significant. See also Figures S5 and S6.

A fosmid-based bicistronic transgene that co-expressed *arcp-1* and free GFP was expressed in the main CO_2_ and O_2_ sensors: the URX, AQR, PQR, and BAG neurons (Figures 3B and 3C). We also observed expression in a subset of other sensory neurons (i.e., AFD, ASE, AWC, and AWB) (Figure 3C). This raised the possibility that disrupting *arcp-1* modifies plasticity in multiple paradigms. To test this, we assayed *arcp-1* mutants in a salt-based associative learning paradigm (Figure S6A; Beets et al., 2012, Hukema et al., 2008). *arcp-1* mutants were defective in gustatory plasticity: although mock-conditioned animals showed normal attraction to NaCl, upon salt conditioning they failed to downregulate salt chemotaxis behavior (Figure S6B).

To gain insight into *arcp-1* function, we focused on the failure of *arcp-1* mutants to suppress CO_2_ escape when acclimated to 21% O_2_. Because *arcp-1* is expressed in the BAG CO_2_ sensors, we asked if it acts in these neurons to suppress CO_2_ escape. Cell-specific expression of wild-type *arcp-1* in BAG using the *flp-17* promoter (Kim and Li, 2004) rescued the increased locomotory activity of *arcp-1* mutants at 3% CO_2_ (Figure 3D). We also tested if *arcp-1* can act in URX, AQR, and PQR neurons, which sense 21% O_2_, to suppress CO_2_ escape. Expressing *arcp-1* in these neurons, using the *gcy-32* promoter (Yu et al., 1997), did not rescue the CO_2_ phenotype of *arcp-1* mutants (Figure 3D). By contrast, the *arcp-1* aggregation defect could be rescued by expressing *arcp-1* either in BAG or in URX, AQR, and PQR (Figures S5H and S5I). Together, these data show that *arcp-1* functions in gas-sensing neurons and cell-autonomously suppresses CO_2_ escape in the BAG CO_2_ sensors.

### BAG Responses to CO_2_ Are Tuned by ARCP-1

We investigated if the increased behavioral response of *arcp-1* animals to CO_2_ was associated with increased CO_2_-evoked Ca^2+^ responses in BAG neurons. Using the ratiometric sensor YC3.60, we quantified fluorescence changes at the cell body of BAG in response to CO_2_. Animals acclimated to 21% O_2_ were transferred to a microfluidic chamber kept at 7% O_2_ and stimulated with different CO_2_ concentrations. BAG Ca^2+^ responses evoked by 1% and 3% CO_2_ were significantly higher in *arcp-1* mutants compared to controls (Figure 4A). Unlike for CO_2_ escape, expressing *arcp-1* either in BAG or in URX, AQR, and PQR rescued the CO_2_ Ca^2+^ phenotype in BAG (Figure 4B). At 3% CO_2_, animals with *arcp-1* rescued in URX, AQR, and PQR even showed a smaller increase in Ca^2+^ activity compared to *npr-1* controls, which may be due to an overexpression effect of the *gcy-32p::arcp-1b* transgene (Figure 4B). Because BAG neurons exhibit a phasic-tonic response to CO_2_, we also measured Ca^2+^ responses during prolonged CO_2_ stimulation. BAG tonic responses to 3% CO_2_ were reduced in *arcp-1* mutants, although the effect was small (Figure S6C).

**Figure 4:**
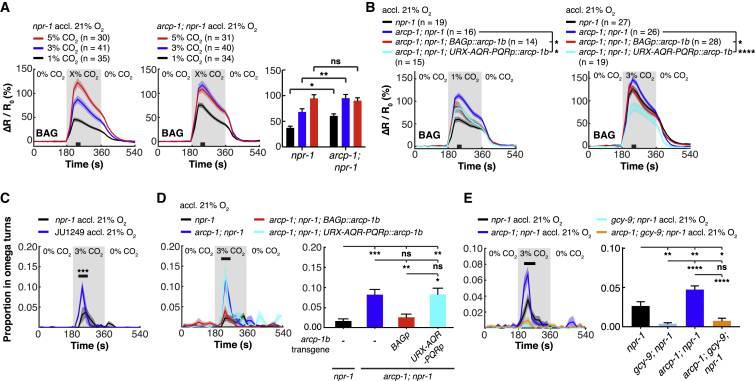
ARCP-1 Suppresses BAG Responses to CO_2_ (A and B) Mean traces of BAG Ca^2+^ activity in *npr-1* and *arcp-1; npr-1* animals in response to different CO_2_ concentrations. Mutants for *arcp-1* show increased Ca^2+^ activity at 1% and 3% CO_2_ (A), which is rescued by expressing *arcp-1* either in BAG (*flp-17p*) or URX, AQR, and PQR (*gcy-32p*) (B). n = number of animals. Two-way ANOVA with Šidák test in (A). One-way ANOVA with Holm-Šidák test in (B). (C–E) CO_2_-evoked turning behavior. (C) Rising CO_2_ levels stimulate stronger turning behavior in JU1249 (n = 85 animals) than in *npr-1*(*215F*) animals (n = 81). Mann-Whitney U test. (D) CO_2_-evoked turning is also increased in *arcp-1*(*db1082*)*; npr-1*(*ad609*) animals. BAG-specific expression of a *flp-17p::arcp-1b* transgene rescues this phenotype, whereas expression of *arcp-1b* in URX, AQR, and PQR (*gcy-32p*) does not. One-way ANOVA with Tukey test. n ≥ 5 assays with 20–30 animals per trial. (E) The increased turning of *arcp-1; npr-1* animals in response to CO_2_ requires the GCY-9 CO_2_ receptor. One-way ANOVA with Tukey test. n = 9 assays with 20–30 animals per trial. For (A)–(E), solid lines plot mean; shaded areas show SEM; black bars indicate time intervals for statistical comparisons; bar graphs plot mean ± SEM for these intervals. ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.001; ^∗∗∗∗^p < 0.0001; ns, not significant. See also Figure S6.

BAG neurons respond not only to a rise in CO_2_, but also to a fall in O_2_ (Zimmer et al., 2009). We asked if the CO_2_ phenotypes of *arcp-1* animals could be indirectly linked to changes in BAG’s ability to respond to O_2_. BAG Ca^2+^ activity at 7% O_2_, measured by YC2.60, was similar for *arcp-1* mutants and *npr-1* controls, although *arcp-1* animals displayed higher Ca^2+^ at 21% O_2_ (Figure S6D). Ca^2+^ responses in URX to a 7% to 21% O_2_ stimulus were unaffected in *arcp-1* animals (Figure S6E).

BAG O_2_ responses are mediated by the guanylate cyclases GCY-31/GCY-33 and are abolished in mutants of these genes (Zimmer et al., 2009). Animals lacking *gcy-33* and *gcy-31*, like *arcp-1* mutants, were aroused more strongly by CO_2_, but the effects on CO_2_ escape were additive in an *arcp-1; gcy-33; gcy-31; npr-1* quadruple mutant (Figure S6F). Moreover, in *gcy-33; gcy-31* mutants, CO_2_ arousal was suppressed when animals were acclimated to 21% O_2_—unlike in *arcp-1* animals (Figure S6G). These results indicate that *arcp-1* can act in a separate genetic pathway from *gcy-33* and *gcy-31* to regulate CO_2_ escape. Together with our rescue and Ca^2+^ imaging data, these findings are consistent with *arcp-1* suppressing CO_2_ escape by inhibiting BAG responses to CO_2_.

### ARCP-1 Inhibits BAG-Mediated Turning Downstream of the CO_2_ Receptor GCY-9

*C. elegans* respond to a rise in CO_2_ not only by becoming aroused and moving faster but also by re-orienting their direction of travel and increasing the frequency of sharp (omega) turns. This behavior is also mediated by BAG (Fenk and de Bono, 2015, Hallem and Sternberg, 2008). Because ARCP-1 acts in BAG to suppress CO_2_-evoked Ca^2+^ responses and locomotory arousal, we asked if it also inhibits CO_2_-evoked turning. Both *arcp-1* mutants and JU1249 showed increased turning in response to a rise in CO_2_ compared to controls (Figures 4C and 4D). This phenotype was rescued by expressing *arcp-1* in BAG, but not by expressing it in URX, AQR, and PQR (Figure 4D).

To gain insight into the molecular functions of *arcp-1*, we examined its effect on CO_2_-evoked turns further. This part of the locomotory response to CO_2_ is driven by cGMP signaling from the guanylyl cyclase receptor GCY-9 in BAG neurons (Fenk and de Bono, 2015, Hallem et al., 2011). GCY-9 is a molecular receptor for CO_2_ and appears to be specifically expressed in BAG (Hallem et al., 2011, Smith et al., 2013). To examine if *arcp-1* regulates turning downstream of GCY-9, we measured CO_2_-evoked turns in a *gcy-9; arcp-1* mutant. Disrupting *gcy-9* abolished turning evoked by 3% CO_2_ in both *npr-1* and *arcp-1; npr-1* animals (Figure 4E), which implies that the mutant’s turning phenotype depends on GCY-9, and ARCP-1 antagonizes GCY-9 signaling in BAG.

### ARCP-1 Localizes Phosphodiesterase PDE-1 to BAG Cilia

The ankyrin repeats and DPY-30 motif of ARCP-1 suggest it serves as an interaction partner or scaffold for other proteins. To identify its molecular partners, we took a biochemical approach (Figure 5A). We first made a transgenic strain that expressed GFP-ARCP-1B and showed that it rescued the enhanced CO_2_ response of the *arcp-1* mutant (Figure S7A). We then used anti-GFP nanobodies to pull down GFP-ARCP-1B fusion proteins from *C. elegans* lysates and identified putative interacting proteins by mass spectrometry (Figure 5A; Data S3). As a negative control, we immunoprecipitated other GFP-tagged cytoplasmic proteins in parallel. Across two independent experiments, we identified phosphodiesterase 1 (PDE-1) as the top specific hit (i.e., the protein having the highest number of spectral counts in ARCP-1B immunoprecipitates [IPs] while having none in control IPs) (Figure 5B; Data S3).

**Figure 5:**
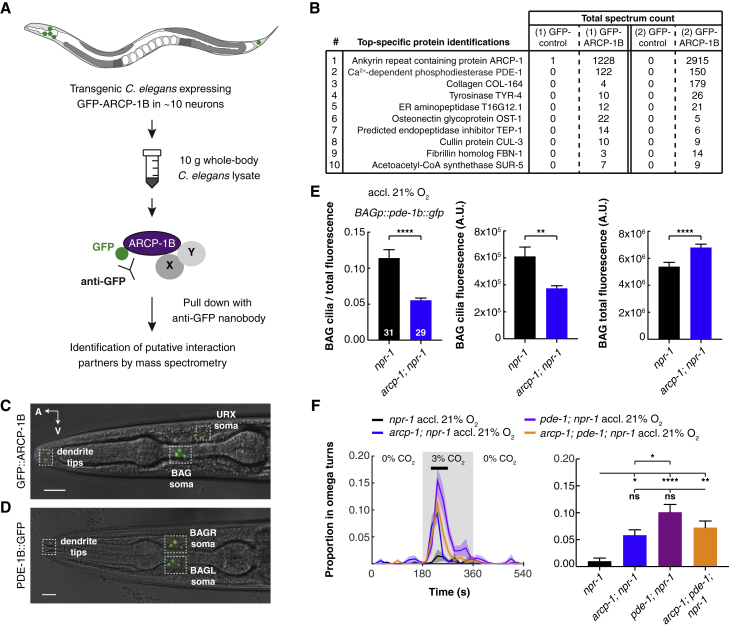
ARCP-1 Is a Scaffolding Protein that Localizes Phosphodiesterase PDE-1 to Dendritic Endings (A) Schematic of coimmunoprecipitation (coIP) approach to identify ARCP-1B interactors, by pull-down of an N-terminal GFP tag. (B) Top ten specific putative interactors of GFP-ARCP-1B identified in two independent coIPs. IPs of other cytoplasmic GFP-tagged proteins provide negative controls. (C and D) GFP-tagged ARCP-1B and PDE-1B proteins are both enriched at the sensory endings of BAG. Scale bar, 10 μm; A, anterior; V, ventral. (E) Disrupting *arcp-1* reduces enrichment of PDE-1, expressed from the *flp-17p*, at BAG cilia. Bars plot mean ± SEM n (in bars) = number of animals. Mann-Whitney U test. (F) *pde-1* mutants phenocopy the increased turning frequency of *arcp-1* mutants in response to CO_2_. *pde-1; arcp-1* double mutants do not show an additive phenotype. Solid lines plot mean; shaded areas show SEM; black bars indicate time intervals for statistical comparisons; bar graphs plot mean ± SEM for these intervals. One-way ANOVA with Tukey test. n ≥ 8 assays with 20–30 animals per trial. ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗∗^p < 0.0001; ns, not significant. See also Figure S7 and Data S3.

PDE-1 is a Ca^2+^-activated cyclic guanosine monophosphate (cGMP)/cyclic AMP (cAMP) phosphodiesterase orthologous to mammalian Ca^2+^/calmodulin-dependent PDE1 and is expressed in many neurons, including BAG (Couto et al., 2013, Hallem et al., 2011). As expected from our biochemical data, PDE-1 and ARCP-1 localize to similar compartments in BAG. GFP-tagged ARCP-1B was enriched at sensory endings (Figure 5C), similar to what we observe and what has been reported for PDE-1 (Martínez-Velázquez and Ringstad, 2018; Figure 5D).

The biochemical interaction of ARCP-1 and PDE-1, and their co-localization at dendritic endings, led us to hypothesize that ARCP-1 regulates PDE-1 localization. To test this, we compared enrichment of PDE-1 at BAG cilia in *arcp-1* and control animals. Overall, PDE-1 expression was slightly higher in *arcp-1* mutants, but enrichment of PDE-1 at the cilia was reduced by more than half in these animals (Figure 5E). To extend this observation, we investigated the subcellular localization of other signaling components of the gas-sensing neurons in *arcp-1* mutants. We observed a reduction of GCY-9 levels in BAG cilia, as well as reduced levels of the O_2_-sensing guanylate cyclase GCY-35 at the sensory endings of URX (Figures S7B and S7C). These phenotypes were not due to a general defect in dendritic localization, because *arcp-1* mutants showed normal levels of the cGMP-gated channel subunit TAX-4 and the O_2_-sensing guanylate cyclase GCY-33 in BAG cilia (Figures S7D and S7E). *arcp-1* mutants did not exhibit overt defects in dendritic morphology, based on expression of a *flp-17p::gfp* transgene and DiI filling of amphid sensory neurons (Figures S7F and S7G). Together, our data suggest that ARCP-1 acts as a scaffold that helps co-localize signal transduction components at sensory endings of some neurons.

Our behavioral, Ca^2+^ imaging and cell biological results led us to speculate that ARCP-1 promotes a Ca^2+^-dependent feedback mechanism mediated by PDE-1, which keeps BAG CO_2_ responses in check by degrading cGMP following activation of the CO_2_ receptor GCY-9. If this is correct, disrupting *pde-1* should phenocopy *arcp-1* and increase the frequency of CO_2_-evoked turns. Moreover, the *arcp-1* and *pde-1* phenotypes should not be additive. As predicted, *pde-1* mutants turned more in response to 3% CO_2_ than controls and even *arcp-1* mutants, likely because *pde-1* is more widely expressed and serves broader functions than *arcp-1*. The turning phenotype was comparable for *pde-1*, *arcp-1*, and *pde-1; arcp-1* mutants (Figure 5F). These results are consistent with *pde-1* and *arcp-1* acting in the same genetic pathway to keep CO_2_ responses in check.

### PDE-1 and ARCP-1 Inhibit Expression of FLP-19 Neuropeptides

To investigate further how disrupting *arcp-1* alters BAG function, we specifically labeled these neurons with GFP, used fluorescence-activated cell sorting (FACS) to isolate the fluorescent cells from acutely dissociated *arcp-1;npr-1* and *npr-1* control animals, and profiled their gene expression using RNA sequencing (RNA-seq) (see STAR Methods). 

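RNA was sequenced from sorted BAG neurons, the ciliated head neurons that sense CO_2_, of 2 genotypes. The controls were *npr-1(ad609)* animals, which lack the neuropeptide receptor NPR-1. The *arcp-1* mutants were *arcp-1(db1082); npr-1(ad609)* animals, in which a premature stop codon interrupts *arcp-1*. Both strains carried the *flp-17p::gfp* transgene that marks BAG. For each genotype, 6 biological replicates were prepared from day 1 adults grown at 20°C, with about 4000 GFP-positive events sorted per replicate. The 12 libraries were made with Smart-seq2, which amplifies full-length cDNA from few cells and does not tag single RNA molecules, so copies made by PCR count as separate reads. The authors removed ribosomal reads, mapped the remainder with STAR to the WS255 release of the *C. elegans* genome, counted reads per gene with HTSeq without regard to strand, and divided the counts of each library by a DESeq2 size factor. These normalized counts were deposited for 22542 genes, together with TPM (which corrects for gene length) for 46766 genes and a table of DESeq2 results. All normalized counts of a library were whole multiples of its smallest value above 0, so the reads could be recovered, and 100% of the values came out as whole reads. The recovered reads summed to between 374550 and 8683395 per *arcp-1* mutant library, with a median of 4029926.5, and to between 540884 and 7594719 per control library, with a median of 5335269. For the comparison of the genotypes, log2(normalized count + 1) was fitted with limma (lmFit, and eBayes with a mean-variance trend) over all 12 libraries. The fit covered the 12096 genes with a CPM of at least 1 in 6 or more libraries, and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Fold changes are on the log2(normalized count + 1) scale, which understates the change of genes with low counts.

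The mutated gene, *arcp-1* (WBGene00009375, listed in the files as F34D10.6), lies on chromosome III of WS255 from position 3747560 to 3759412. Its normalized count in *arcp-1* mutant replicates 1 to 6 was 704, 1854, 3027, 2126, 4277 and 2875, and in control replicates 1 to 6 it was 3288, 6049, 7631, 9630, 12360 and 8723. The mean was 2477 ± 1213 (SD, n = 6) in *arcp-1* mutants and 7947 ± 3109 (SD, n = 6) in controls, a log2 fold change of -1.76 (standard error 0.40, adjusted p = 0.0308 from limma with Benjamini-Hochberg adjustment). In 5 of the 6 *arcp-1* mutant libraries the value was below the lowest control library (two-sided exact permutation test on the log2 values, p = 0.00433). When each library was left out in turn, the log2 fold change stayed between -1.99 and -1.44, while the adjusted p from the same test ranged from 0.00995 to 0.0834 and was under the threshold in 4 of the 12 fits. Exons of *arcp-1* overlap those of *lin-48*, and counting without strand cannot separate the reads of overlapping genes. Transcripts of *npr-1*, which is mutated in both genotypes, were near the detection limit, at 1.43 ± 1.91 normalized counts (SD, n = 6) in *arcp-1* mutants and 1.13 ± 1.29 (SD, n = 6) in controls.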

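All 46766 annotated genes were ranked by their mean TPM over the 6 control libraries. With 1241 ± 548 TPM (SD, n = 6), *arcp-1* took rank 91. Its rank in single control libraries ran from 53 to 246 and was within the first 100 in 3 of the 6. In the *arcp-1* mutant libraries, where its transcript was reduced, it took rank 311. The phosphodiesterase gene *pde-1* (WBGene00011433, chromosome I) had 857 ± 325 TPM (SD, n = 6) and rank 141. The neuropeptide gene *flp-17* (WBGene00001460, chromosome IV) had 730 ± 307 TPM (SD, n = 6) and rank 159. Cells were sorted by the *flp-17p::gfp* transgene, so a high rank of *flp-17* was favoured by the sort itself. The transcription factor gene *ets-5* (WBGene00016600, chromosome X) had 626 ± 188 TPM (SD, n = 6) and rank 186. The guanylyl cyclase gene *gcy-9* (WBGene00001536, chromosome X) had 502 ± 273 TPM (SD, n = 6) and rank 217, with ranks from 147 to 770 in single libraries. Each of the *pde-1*, *flp-17*, *ets-5* and *gcy-9* ranks lies within the first 0.464% of the annotated genes. This percentage counts many genes with little or no RNA in these libraries. Normalized counts cover 22542 genes, and 12096 passed the filter for testing. Ranking by normalized counts, which are not corrected for gene length, moved *arcp-1* to rank 24. Leaving out control replicate 5 moved it out of the first 100. The other genes were also ranked by median TPM, by normalized counts and in *arcp-1* mutants. Over these rankings *gcy-9* ran from 69 to 270, *pde-1* from 65 to 134, *flp-17* from 109 to 301 and *ets-5* from 159 to 360. Exons of *gcy-9* overlap *npr-9*, exons of *ets-5* overlap *C42D8.10*, *C42D8.12* and *cal-5*, and exons of *flp-17* overlap the small RNA gene *21ur-13915*. No library of other cells was analysed here, so these ranks describe abundance in the sorted cells and not enrichment over other tissues.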

Genes that are hallmarks of BAG, such as those involved in CO_2_ signaling (*gcy-9*, *pde-1*, *flp-17*) and BAG cell fate determination (*ets-5*) (Guillermin et al., 2011, Hallem et al., 2011), were among the top enriched genes in our dataset (Data S4). *arcp-1* itself was among the 100 most highly expressed genes in BAG. The BAG profiles highlighted significant gene expression differences between *arcp-1* mutants and controls, notably changes in the abundance of mRNAs encoding neuropeptides, genes involved in ciliary intraflagellar transport, ion channels, and gap junction subunits (see Discussion; Data S4D). These data suggest that loss of ARCP-1 leads to altered gene expression.

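Of the 12096 genes tested, 201 differed between the genotypes, with 161 higher and 40 lower in *arcp-1* mutants. In 147 of the 201 genes, every library of a genotype lay above every library of the other. Chance separates 6 libraries from 6 in this way for 0.216% of genes, or 26.2 of the genes tested, and 236 of the genes tested were separated. Without adjustment, 1255 genes had a p-value under 0.05. The authors' deposited table lists 389 genes at a q-value under 0.05, of which 293 are higher and 96 lower in *arcp-1* mutants, and 198 of the 201 genes are among them. The number of genes moved most when limma estimated a weight for each library (arrayWeights), which gave 484 genes, 200 of them shared with the 201. It also rested on single libraries, with 329 genes when *arcp-1* mutant replicate 1 was left out and 124 when *arcp-1* mutant replicate 6 was left out.

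Among the 201 genes, 17 belong to neuropeptide, intraflagellar transport, ion channel or gap junction families, as defined by lists of gene names. The lists hold 91, 40, 170 and 19 of the genes tested, respectively. Neuropeptide genes account for 5 of the 17, intraflagellar transport genes for 3, ion channel genes for 8 and gap junction genes for 1. With p-values adjusted over the list alone, 8 neuropeptide, 15 intraflagellar transport, 15 ion channel and 1 gap junction gene passed the threshold. The authors' deposited table calls 10, 14, 15 and 1 genes of these lists. Of the 8 ion channel genes, 7 were higher and 1 was lower in *arcp-1* mutants. The potassium channel gene *shk-1* (WBGene00014261, chromosome II from 9758234 to 9768265) had 1227 ± 500 normalized counts (SD, n = 6) in *arcp-1* mutants and 202 ± 45.3 (SD, n = 6) in controls, a log2 fold change of 2.50 (standard error 0.28, limma adjusted p = 8.25e-05). The mechanosensitive channel gene *pezo-1* (WBGene00007505, chromosome IV from 9343358 to 9366506) rose by 1.65 on the log2 scale (standard error 0.22, limma adjusted p = 0.000508). The ligand-gated channel gene *lgc-44* (WBGene00009790, chromosome V from 11669348 to 11672594), whose exons overlap *F46F3.3*, rose by 4.22 (standard error 0.64, limma adjusted p = 0.00149) from a control level of 8.05 ± 5.93 normalized counts (SD, n = 6). The most abundant ion channel genes, *exp-2*, *kvs-2* and *kcnl-4*, did not pass the threshold, with log2 fold changes of -0.87, -0.10 and -0.26. Ion channel genes as a set had a median log2 fold change of -0.03 (camera with a preset inter-gene correlation of 0.01, adjusted p = 0.888 over the 4 lists), with 82 of 170 genes higher. This median was -0.25 over genes with a mean of at least 100 normalized counts, -0.20 with DESeq2 and -0.16 with no filter on low counts, and it ran from -0.13 to 0.03 with 1 library left out at a time, above 0 without control replicate 3 or 4. The innexin gene *inx-18* (WBGene00002140, chromosome IV from 606355 to 614021) had 717 ± 355 normalized counts (SD, n = 6) in *arcp-1* mutants and a mean of 22.5 in controls, where it ranged from 13.9 to 46.9, a log2 fold change of 4.87 (standard error 0.39, limma adjusted p = 2.38e-06). The other 2 of the most abundant gap junction genes, *unc-7* and *che-7*, had log2 fold changes of -0.19 and -0.23, smaller than their standard errors of 0.27 and 0.31. Gap junction genes as a set had a median log2 fold change of -0.23 (limma's camera, adjusted p = 0.645), with 5 of 19 genes higher, and of -0.45 without *arcp-1* mutant replicate 1. Neither set was called by fry, which estimates the correlation between genes (adjusted p = 0.855 for both).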

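Together with *inx-18* and *nlp-1*, the following genes had the 5 largest changes in each direction. They were taken from the genes past the threshold with a mean of at least 100 normalized counts and no overlap between the genotypes. *F14D7.8* (WBGene00008795, chromosome V from 14311882 to 14312788) rose from 7.01 ± 4.34 normalized counts (SD, n = 6) in controls to 784 ± 308 (SD, n = 6) in *arcp-1* mutants, a log2 fold change of 6.88 (standard error 0.52, limma adjusted p = 2.05e-06). *F25B3.2* (WBGene00009099, chromosome V) rose by 4.83 on the log2 scale (standard error 0.48, limma adjusted p = 2.74e-05), although its exons overlap *rtfo-1*. *ZC455.1* (WBGene00013902, chromosome V), which overlaps *sre-20*, rose by 4.74 and the cytochrome P450 gene *cyp-34A8* (WBGene00015043, chromosome V), which overlaps *B0213.18*, by 3.90. The strongest decrease among them was in *irld-15* (WBGene00021232, chromosome V from 2301743 to 2303868), from 331 ± 93.6 (SD, n = 6) to 39.2 ± 20.2 (SD, n = 6) normalized counts, a log2 fold change of -3.19 (standard error 0.36, limma adjusted p = 8.60e-05). The kinase gene *nimk-1* (WBGene00009867), the phosphoenolpyruvate carboxykinase gene *pck-1* (WBGene00021043) and *Y71G10AR.4* (WBGene00044650) had log2 fold changes of -1.84, -1.58 and -1.12. Separation of the genotypes was part of how these genes were chosen. The call of *Y71G10AR.4* (limma adjusted p = 0.0409) depended on the processing, since it passed the threshold in 7 of the 23 alternatives and in 2 of the 12 fits that left out 1 library, with log2 fold changes from -1.22 to -0.86 and limma, edgeR or DESeq2 adjusted p from 0.0123 to 0.106. From differences in the BAG profiles, the paper proposes that losing ARCP-1 changes gene expression. It points to neuropeptide, intraflagellar transport, ion channel and gap junction genes, and its text does not name the genes listed here.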

One of the most abundant transcripts expressed in BAG whose expression was significantly altered by defects in *arcp-1* was the neuropeptide *flp-19*. *flp-19* expression was upregulated 2.4-fold in *arcp-1* animals, which would be consistent with increased BAG signaling. 

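The *flp-19* gene (WBGene00001462) lies on chromosome X of WS255 from position 10604686 to 10605828 and encodes FMRFamide-like neuropeptides. By mean TPM it took rank 92 in controls, at 1233 ± 572 TPM (SD, n = 6), and rank 37 in *arcp-1* mutants, at 2939 ± 1507 TPM (SD, n = 6). Its normalized count was 3188 ± 1612 (SD, n = 6) in *arcp-1* mutants and 1333 ± 599 (SD, n = 6) in controls, a ratio of means of 2.39. The fitted log2 fold change was 1.22 (standard error 0.34), or 2.33-fold. All 6 *arcp-1* mutant libraries were above the control median and 5 were above the highest control library (two-sided exact permutation test on the log2 values, p = 0.0152). Across all genes tested, the adjusted p was 0.103 (limma with Benjamini-Hochberg adjustment), which did not pass the threshold. The authors' deposited table gives a log2 fold change of 1.26 with a q-value of 0.02495 from DESeq2. Over the 23 alternatives set before the data were examined, the log2 fold change stayed between 1.00 and 1.57, and the adjusted p ranged from 0.00319 to 0.238, under the threshold in 4 of them. *arcp-1* mutant replicate 1 had the lowest value of its genotype, 1241 normalized counts. Without that library the log2 fold change was 1.46 (limma adjusted p = 0.00965). In the reference annotation, exons of *flp-19* overlap *abl-1*.

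**Figure D1:**
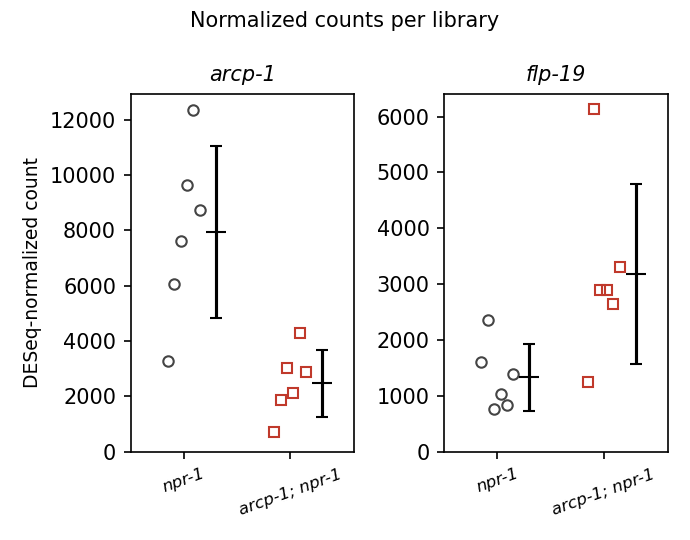
Normalized counts of *arcp-1* (left) and *flp-19* (right) in each library of controls (circles) and *arcp-1* mutants (squares), with replicates 1 to 6 from left to right; the bar beside each group marks the mean and the SD (n = 6). The *arcp-1* mutant libraries run from 704 to 4277 for *arcp-1*, against 3288 to 12360 in controls, and from 1241 to 6142 for *flp-19*, against 771 to 2364.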

Previous work has shown that GCY-9, PDE-1, and the cGMP-gated Ca^2+^ channel TAX-4 control *flp-19* expression in BAG (Romanos et al., 2017), making it an interesting candidate for altering CO_2_ responses in the *arcp-1* mutant. To confirm that defects in *arcp-1* increased expression of *flp-19*, we introduced a *flp-19p::gfp* reporter transgene (Kim and Li, 2004) into *arcp-1* mutants and quantified fluorescence in BAG neurons. Disrupting *arcp-1* significantly increased BAG expression of the neuropeptide reporter (Figure 6A). This phenotype was rescued by expressing wild-type *arcp-1* in BAG, but not in the O_2_ sensors URX, AQR, and PQR (Figure 6A). Thus, *arcp-1* controls *flp-19* expression cell-autonomously in BAG. We observed a similar increase in expression of the *flp-19* reporter when *pde-1* was mutated (Figure 6A). BAG expression of *flp-19* in mutants lacking both *arcp-1* and *pde-1* was similar to that of the single mutants (Figure S7H). These data suggest that ARCP-1 and PDE-1 together reduce BAG signaling by lowering the expression of some neuropeptides. However, disrupting *arcp-1* does not generally increase BAG neuropeptide expression as judged from our BAG profiling experiments (Data S4) and analysis of a *flp-17* neuropeptide reporter in BAG (Figure S7I).

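The neuropeptide list covered insulin-like, FMRFamide-like and other neuropeptide genes, of which 91 were expressed at a testable level. Their median log2 fold change was -0.12, with 41 of 91 genes higher in *arcp-1* mutants. The list did not move as a set in limma (camera adjusted p = 0.583, fry adjusted p = 0.855). The mean log2 value of the list was 4.64 ± 0.24 (SD, n = 6) in *arcp-1* mutants and 4.81 ± 0.45 (SD, n = 6) in controls, a difference smaller than the spread between replicates (two-sided exact permutation test, p = 0.450). The median depended on the genes included and was 0.13 over genes with a mean of at least 100 normalized counts, again without a shift as a set (limma's camera, adjusted p = 0.520). Over the alternatives set before the data were examined, the adjusted p of the set (camera or fry) ranged from 0.160 to 0.992. With the alternatives chosen later included, the lowest was 0.0635. Of the 5 neuropeptide genes past the threshold, 2 were higher and 3 were lower. *nlp-58* (WBGene00077775, chromosome V from 9946322 to 9948940) rose from 344 ± 79.7 (SD, n = 6) to 2288 ± 761 (SD, n = 6) normalized counts, a log2 fold change of 2.67 (standard error 0.27, limma adjusted p = 3.06e-05). *nlp-1* (WBGene00003739, chromosome X from 3727553 to 3728446) fell from 1603 ± 294 (SD, n = 6) to 329 ± 149 (SD, n = 6) normalized counts, a log2 fold change of -2.38 (standard error 0.27, limma adjusted p = 8.25e-05). *ins-35* (WBGene00002118, chromosome V) had at most 3 reads in any *arcp-1* mutant library and up to 126 in controls, and was at least 6.01-fold lower, or at least 3.73-fold lower without control replicate 1. The remaining genes, *ins-1* (log2 fold change 1.57, limma adjusted p = 0.0466) and *flp-6* (log2 fold change -2.05, limma adjusted p = 0.00197), were singled out after their values were seen. *flp-17* had 1331 ± 474 normalized counts (SD, n = 6) in *arcp-1* mutants and 861 ± 332 (SD, n = 6) in controls, a log2 fold change of 0.64 (standard error 0.34, limma adjusted p = 0.559; two-sided exact permutation test, p = 0.134). It passed the threshold in 1 of the 23 alternatives set before the data were examined, the fit with the replicate number as a block (limma adjusted p = 0.0335). At every replicate number the *arcp-1* mutant library was above the control library. The mean of 6 BAG markers, *flp-17* among them, followed the replicate number (Pearson r = 0.95, exact permutation p = 0.00278). The unpaired tests ignore this, so they do not show that *flp-17* was unchanged.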

**Figure 6:**
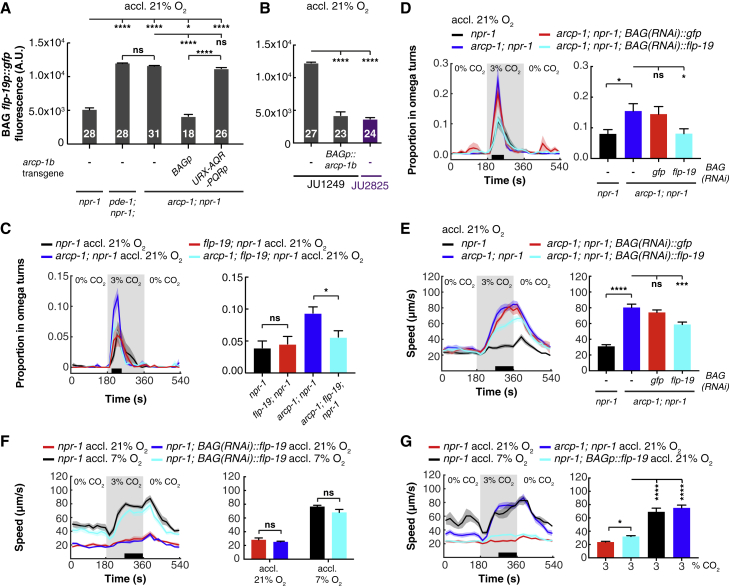
PDE-1 and ARCP-1 Inhibit BAG Expression of FLP-19 Neuropeptides that Potentiate Behavioral Responses to CO_2_ (A) Mean fluorescence ± SEM of a *flp-19* neuropeptide reporter (*flp-19p::gfp*) in BAG, indicating that PDE-1 and ARCP-1 inhibit *flp-19* expression. BAG-specific expression of *arcp-1b*, using the *flp-17* promoter (*BAGp*), rescues this phenotype, whereas expression in URX, AQR and PQR, using the *gcy-32* promoter (*URX-AQR-PQRp*), does not. n (in bars) = number of animals. One-way ANOVA with Tukey test. (B) Mean fluorescence ± SEM of *flp-19* neuropeptide reporter in BAG neurons of JU1249 and JU2825. Increased expression of *flp-19* in JU1249 is rescued by expressing *arcp-1b* from the BAG-specific *flp-17* promoter (*BAGp*). n (in bars) = number of animals. Kruskal-Wallis with Dunn test. (C) Disrupting *flp-19* suppresses the potentiated turning phenotype of *arcp-1; npr-1* animals in response to 3% CO_2_. One-way ANOVA with Holm Šidák test. n = 9 assays. (D) CO_2_-evoked turning of *arcp-1; npr-1* mutants following cell-specific knock down of *flp-19* expression in BAG. Knock down of *flp-19* in the mutant background suppresses turning at 3% CO_2_, whereas knock down of *gfp* does not. One-way ANOVA with Dunnett’s test. n ≥ 7 assays. (E) Knock down of *flp-19* expression in BAG partially rescues the increased arousal phenotype of *arcp-1; npr-1* animals at 3% CO_2_. One-way ANOVA with Dunnett’s test. n ≥ 7 assays with 20–30 animals per trial. (F) BAG-specific knock down of *flp-19* in *npr-1* animals does not affect the plasticity of CO_2_ escape in response to previous O_2_ experience. Two-way ANOVA with Šidák test. n = 7–8 assays. (G) Animals overexpressing *flp-19* in BAG move significantly faster at 3% CO_2_ compared to *npr-1* controls, although their response is still lower than *npr-1* animals grown at 7% O_2_ and *arcp-1* mutants. n ≥ 3 assays. One-way ANOVA with Tukey test. For (C)–(G), 20–30 animals were tested per assay. Solid lines plot mean; shaded areas show SEM; black bars indicate time intervals for statistical comparisons; bars plot mean ± SEM for these intervals. ^∗^p < 0.05; ^∗∗∗^p < 0.001; ^∗∗∗∗^p < 0.0001; ns, not significant. See also Figure S7 and Data S4.

To ask if *flp-19* expression was elevated in JU1249, we backcrossed the *flp-19p::gfp* transgene ten times to this isolate. We did the same for JU2825 that, unlike JU1249, suppressed CO_2_ escape when acclimated to 21% O_2_ (Figure S2A). BAG expression of *flp-19* was low in JU2825 and high in JU1249 (Figure 6B). Restoring *arcp-1* in BAG significantly reduced *flp-19* expression (Figure 6B). Thus, disrupting *arcp-1* also increases *flp-19* expression in JU1249.

### FLP-19 Neuropeptide Signaling from BAG Potentiates Behavioral Responses to CO_2_

Does increased BAG expression of *flp-19* in *arcp-1* mutants enhance the behavioral responses of these animals to CO_2_? If increased *flp-19* expression heightened aversion to CO_2_ in *arcp-1* animals, then disrupting *flp-19* should reverse this phenotype. Consistent with this hypothesis, deleting *flp-19* restored turning at 3% CO_2_ in the *arcp-1* mutant, while it had no effect on this behavior in *npr-1* animals (Figure 6C).

To confirm that FLP-19 release from BAG potentiates CO_2_ responses, we knocked down *flp-19* expression specifically in these neurons by expressing RNAi sense and antisense sequences of *flp-19* from a BAG-specific *gcy-33* promoter (Hallem et al., 2011, Yu et al., 1997). As a negative control, we expressed sense and antisense sequences for *gfp* under the same promoter and found it had no effect on CO_2_ responses (Figures 6D and 6E). By contrast, BAG-specific knockdown of *flp-19* in *arcp-1* mutants restored the frequency of CO_2_-evoked turns (Figure 6D) and reduced CO_2_-evoked locomotory arousal in animals acclimated to 21% O_2_ (Figure 6E). These data suggest increased *flp-19* expression in BAG contributes to the enhanced behavioral responses to CO_2_ in *arcp-1* mutants.

The neuropeptide gene *flp-19* is also expressed in URX. However, knock down of *flp-19* in these neurons, using the *gcy-32* promoter, enhanced rather than reduced locomotory arousal at 3% CO_2_ in *arcp-1* animals and increased baseline locomotion in the absence of CO_2_ (Figure S7K). This result is consistent with previous reports (Carrillo et al., 2013) and suggests that the RNAi effect in BAG is specific to these neurons. We wondered if altered expression of *flp-19* from URX contributes to the enhanced CO_2_ aversion in *arcp-1* animals as well. If this is the case, *flp-19* expression in URX should be reduced in *arcp-1* mutants. Indeed, disrupting *arcp-1* decreased expression of the *flp-19* reporter in URX. This phenotype was rescued by expressing *arcp-1* either in URX or BAG neurons (Figure S7L), suggesting that BAG signaling indirectly influences *flp-19* expression in URX.

Does FLP-19 release from BAG promote escape from CO_2_ in animals that retain functional *arcp-1*? In *npr-1* animals, BAG-specific knock down of *flp-19* did not compromise CO_2_ escape in animals acclimated to 21% O_2_ or 7% O_2_ (Figure 6F). Thus, *flp-19* is not required for the O_2_-dependent modulation of CO_2_ responses. Consistent with this finding, we observed similar expression of the *flp-19* reporter in *npr-1* animals acclimated to 21% or 7% O_2_, suggesting that *flp-19* expression is not regulated by O_2_ experience (Figure S7J).

We next asked if increased *flp-19* expression in BAG is sufficient to boost *C. elegans*’ locomotory arousal by CO_2_. To test this, we overexpressed *flp-19* specifically in the BAG neurons of *npr-1* animals, acclimated these transgenic animals to 21% O_2_, and quantified their speed at 3% CO_2_. Animals overexpressing *flp-19* in BAG moved significantly faster at 3% CO_2_ than *npr-1* controls, although their locomotory arousal was weaker than that of *arcp-1* animals or of *npr-1* animals grown at 7% O_2_ (Figure 6G). Thus, acclimation to 7% O_2_ or disrupting *arcp-1* alters other signals besides *flp-19* to heighten CO_2_ responses. However, in both scenarios—disruption of *arcp-1* or O_2_ acclimation—increasing *flp-19* expression in BAG can potentiate behavioral responses to CO_2_, leading to increased CO_2_ aversion.

## Discussion

Individuals differ in how they respond to altered circumstances in their environment. This is generally ascribed to a combination of genetic variation and different life experiences. How neural circuits encoding behavioral plasticity vary across individuals is, however, poorly understood. Here, we show that *Caenorhabditis* species and wild isolates of *C. elegans* can differ in how past O_2_ experience influences CO_2_ escape behavior. We uncover a genetic variant and neuronal mechanism responsible for this variation in behavioral flexibility in one natural *C. elegans* isolate.

The behavioral phenotypes that we observe are reminiscent of genetic accommodation, when the reaction norm of a flexible phenotype responsive to the environment is altered by genetic change (Figure 7A). Underlying this behavioral change, we find that disrupting ARCP-1 both increases CO_2_ sensitivity and alters the effect of previous O_2_ experience on CO_2_ escape. Animals lacking this dendritic scaffold protein become strongly aroused by CO_2_ regardless of previous O_2_ experience, and acclimation to 21% O_2_ further enhances, rather than suppresses, escape from this aversive cue. We show that loss of *arcp-1* mediates these phenotypes by directly altering CO_2_ responses, rather than by affecting the ability to respond to O_2_.

**Figure 7:**
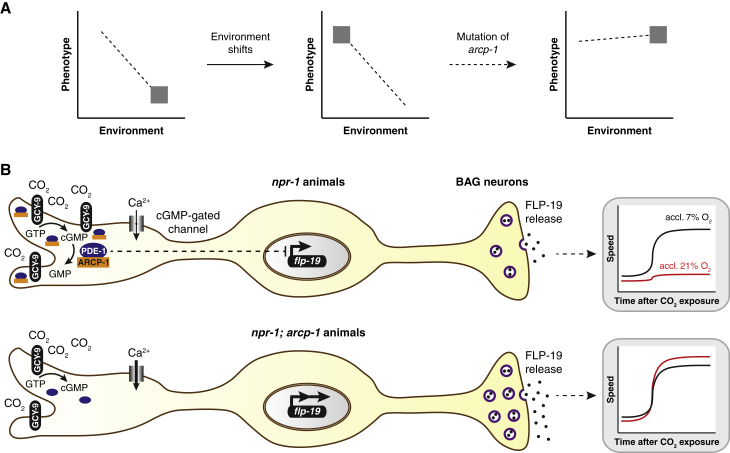
A Model for How Genetic Variation in *arcp-1* Affects CO_2_ Escape Behavior (A) Effect of the natural *arcp-1* allele on experience-dependent plasticity, shown as behavioral reaction norms. *C. elegans* wild isolates acclimated to a high (21%) O_2_ environment suppress their aversion to CO_2_ (left panel). A shift to a low (7%) O_2_ environment results in a heightened CO_2_ response. A mutation in *arcp-1* alters experience-dependent plasticity and genetically fixes a strong aversive response to CO_2_ in part by increasing *flp-19* neuropeptide expression in BAG CO_2_ sensors (right panel). (B) CO_2_ is detected by the receptor guanylate cyclase GCY-9, expressed in BAG cilia. The ankyrin-repeat scaffold protein ARCP-1 is also enriched at dendritic sensory endings, interacts with PDE-1, and localizes this phosphodiesterase to the cilia of BAG CO_2_-sensory neurons. PDE-1 and ARCP-1 inhibit CO_2_-evoked Ca^2+^ activity and expression of FLP-19 neuropeptide messengers in BAG. In the absence of ARCP-1, less GCY-9 and PDE-1 localize to BAG cilia, and *flp-19* is more strongly expressed. Increased FLP-19 expression in BAG contributes to resetting a strong aversive response to CO_2_ in *arcp-1; npr-1* animals regardless of previous O_2_ experience.

We identify the BAG CO_2_ sensors as the main site where ARCP-1 suppresses CO_2_ escape in animals acclimated to 21% O_2_. Together with previous work (Couto et al., 2013, Romanos et al., 2017), our results suggest a model (Figure 7B) in which ARCP-1 binds and co-localizes the Ca^2+^-activated phosphodiesterase PDE-1 with guanylyl cyclase receptors for CO_2_ at the BAG cilia. ARCP-1 and PDE-1 keep signaling from these neurons in check by suppressing CO_2_-evoked Ca^2+^ responses and neuropeptide expression. Natural genetic variation has been found to directly alter sensory systems in other animals (McGrath, 2013, Prieto-Godino et al., 2017). We identify BAG as a major cellular focus for variation in CO_2_ responses, but the possibility remains that loss of *arcp-1* disrupts plasticity in other sensory circuits, which may indirectly promote CO_2_ aversion as well. Some evidence points to changes in URX, but these are not sufficient to explain the heightened CO_2_ escape behavior in *arcp-1* mutants.

Mounting evidence suggests that natural variation in behavioral flexibility is genetically determined (Izquierdo et al., 2007, Mery, 2013, Mery et al., 2007). One well-established example is the natural variation seen at the *foraging* gene in *Drosophila melanogaster*. This polymorphism causes individual variation in learning and memory, among other phenotypes, by altering the activity of cGMP-dependent protein kinase G (Mery et al., 2007). It is notable that, both in flies and worms, genetic variation affecting cGMP signaling underlies inter-individual variation in experience-dependent plasticity. Besides gas sensors, ARCP-1 is expressed in olfactory, gustatory, and thermosensory neurons that all signal using cGMP, and *arcp-1* mutants show reduced plasticity in a gustatory paradigm. Correlated differences in the plasticity of different sensory modalities have been described as coping styles or behavioral syndromes in other animal models (Coppens et al., 2010) and may also reflect a common genetic or molecular basis. Identifying how loss of *arcp-1* compromises plasticity in other sensory circuits should provide a better understanding of such correlated changes in behavioral flexibility.

We have shown that the absence of ARCP-1 alters expression of a range of genes in BAG. One way this influences CO_2_ aversion is by altering the expression of neuropeptide messengers. Neuropeptides are a diverse group of neuromodulators that, both in vertebrates and invertebrates, are involved in circuit plasticity (Jékely et al., 2018, Taghert and Nitabach, 2012). Natural genetic variation in neuropeptide pathways has been linked to individual differences in aging and social behaviors (Donaldson and Young, 2008, Yin et al., 2017). Our results suggest that they also contribute to heritable differences in behavioral plasticity between individuals. In humans and other primates, natural polymorphisms in serotonergic and dopaminergic systems have been associated with individual differences in memory and cognitive ability (Izquierdo et al., 2007, Zhang et al., 2007). Changing the neuromodulatory tone of circuits likely represents a general mechanism by which genetic variation sculpts individual behavioral plasticity.

Disrupting ARCP-1 increases expression of FLP-19 neuropeptides in BAG. This potentiates or disinhibits both CO_2_-evoked turning and locomotory arousal in animals acclimated to 21% O_2_. A FLP-19 receptor is currently unknown; the *C. elegans* genome encodes ∼150 predicted neuropeptide receptors but none have been reported to bind FLP-19 (Peymen et al., 2014). FLP-19 neuropeptides belong to the ancient and conserved family of RFamide neuropeptides (Peymen et al., 2014). Previous work suggested that CO_2_-evoked cGMP and Ca^2+^ signaling promote *flp-19* expression in BAG, and this effect is counterbalanced by PDE-1 (Romanos et al., 2017). In *arcp-1* mutants, the GCY-9 CO_2_ receptor and PDE-1 are less enriched at BAG cilia. Although *gcy-9* expression is slightly reduced, disrupting ARCP-1 increases BAG Ca^2+^ activity in response to CO_2_. This is consistent with proper ciliary localization of PDE-1 keeping BAG Ca^2+^ signaling in check and could explain the increased *flp-19* expression. ARCP-1 and PDE-1 may also orchestrate microdomains of cGMP that can regulate gene expression (Arora et al., 2013, O’Halloran et al., 2012). In vertebrate neurons, nanodomains of the ankyrin G protein, a homolog of ARCP-1, localize to the dendritic spines and the axon initial segment and contribute to neural plasticity (Grubb and Burrone, 2010, Smith et al., 2014). Likewise, mammalian PDE1 has been implicated in the experience-dependent adaptation of sensory responses. In mouse olfactory neurons, PDE1 is specifically enriched at the cilia, although a molecular anchor that localizes the protein to this compartment has not yet been identified (Cygnar and Zhao, 2009).

The molecular mechanism by which ARCP-1 controls *flp-19* expression, and whether this relates to its ciliary function, remains to be understood. Interestingly, our transcriptional profiling of BAG neurons revealed a suite of genes involved in intraflagellar transport, including the axonemal dynein *che-3*, that show ∼2-fold increased expression in *arcp-1* animals, although we did not observe obvious defects in cilia morphology. This suggests a feedback mechanism exists by which signaling at the cilium regulates expression of genes involved in ciliary transport. 

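Intraflagellar transport carries cargo along the axoneme of cilia, and the list of genes assigned to it held 40 genes, all of them tested. The dynein heavy chain gene *che-3* (WBGene00000485) lies on chromosome I of WS255 from position 8062059 to 8081671. Its normalized count was 1229 ± 254 (SD, n = 6) in *arcp-1* mutants and 590 ± 43.5 (SD, n = 6) in controls, a log2 fold change of 1.03 (standard error 0.18), or 2.04-fold. It passed the threshold (adjusted p = 0.00447 from limma with Benjamini-Hochberg adjustment), and every *arcp-1* mutant library was above every control library (two-sided exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow). Leaving out each library in turn kept its log2 fold change between 0.98 and 1.17 and its adjusted p under the threshold. The exons of *che-3* overlap only the small RNA gene *21ur-14242*. The intraflagellar transport complex genes *osm-1* (WBGene00003883, chromosome X from 16541330 to 16551211) and *che-2* (WBGene00000484, chromosome X from 481378 to 486504) also passed, with log2 fold changes of 1.44 (standard error 0.28, limma adjusted p = 0.0105) and 1.17 (standard error 0.23, limma adjusted p = 0.0118). Exons of *osm-1* overlap *K08B5.2*, those of *bbs-5* overlap *inpp-4B* and those of *ifta-2* overlap *T28F3.5*. The most abundant genes of the list, *osm-5*, *bbs-5* and *ifta-2*, had log2 fold changes of 1.17, 0.65 and 0.76 and adjusted p-values of 0.226, 0.483 and 0.334. Leaving out *arcp-1* mutant replicate 1, the lowest library for each of them, brought all 3 past the threshold, with log2 fold changes of 1.56, 0.97 and 0.98. Control replicate 1, the lowest control library for each of them, was kept in that fit. These 2 libraries had the lowest mean log2 value of 6 BAG marker genes in their genotypes (7.972 in the mutant, 8.495 in the control). Leaving out only the mutant one therefore made BAG content less alike between the genotypes.

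The median log2 fold change over the 40 genes was 0.71, with 36 of 40 higher in *arcp-1* mutants. The mean log2 value of the list was 8.88 ± 0.68 (SD, n = 6) in *arcp-1* mutants and 8.21 ± 0.32 (SD, n = 6) in controls (two-sided exact permutation test, p = 0.0628). camera, with its preset correlation, called the set higher (adjusted p = 5.15e-15), whereas fry, which estimates the correlation between the genes, did not (p = 0.0543, adjusted p = 0.217). Without *arcp-1* mutant replicate 1 the median was 1.02, with the same loss of balance in BAG content.

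**Figure D2:**
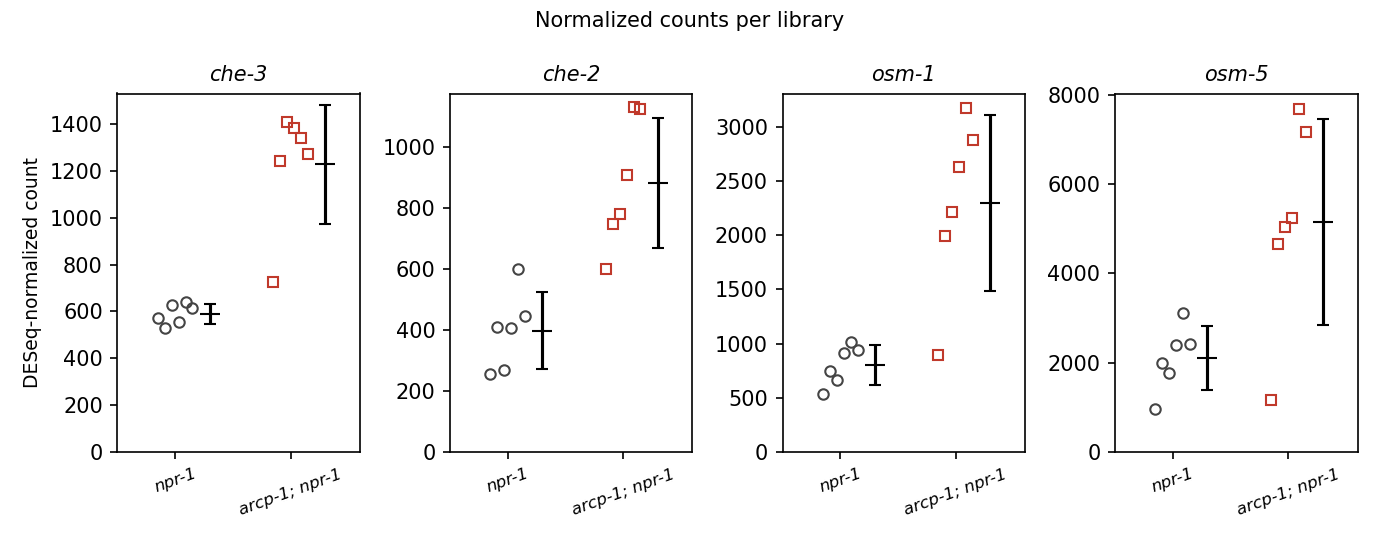
Normalized counts of *che-3*, *che-2*, *osm-1* and *osm-5* in each library of controls (circles) and *arcp-1* mutants (squares), with replicates 1 to 6 from left to right; the bar beside each group marks the mean and the SD (n = 6). *arcp-1* mutant replicate 1 lies lowest in its group in all 4 panels, for *che-3* at 726 normalized counts against 1241 or more in the others.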

Identifying the molecular factors involved is the next step forward toward understanding this transcriptional regulation.

The mechanisms through which natural genetic variation in *arcp-1*, acting on an evolutionary timescale, and O_2_ experience, acting over an animal’s lifetime, sculpt CO_2_ responsiveness seem to be at least partly distinct. However, in both scenarios—disruption of *arcp-1* or acclimation to different O_2_ environments—release of FLP-19 neuropeptides from BAG can boost the animal’s response to this aversive cue, and through alterations in neuropeptide expression, a strong aversive response may become fixed.

CO_2_ responses vary between *Caenorhabditis* species (Carrillo and Hallem, 2015, Pline and Dusenbery, 1987, Viglierchio, 1990). Our results show this variation is at least in part due to differences in O_2_-dependent modulation, suggesting it is an adaptive trait. We speculate that the influence of O_2_ memory on other sensory responses enables animals to reconfigure their behavioral priorities according to past experience (Fenk and de Bono, 2017). Animals at the surface may prioritize escape from 21% O_2_ and gradually suppress their CO_2_ aversion to facilitate migration to buried environments with less aeration and elevated CO_2_ levels. Natural variation in the O_2_-dependent modulation of CO_2_ escape may result in animals occupying different ecological niches. Alternatively, there could be selection against the costs to maintain sensory systems for behavioral plasticity (Dewitt et al., 1998), which may account for the reduced plasticity of CO_2_ responses in some nematode species. We do not know the O_2_ and CO_2_ conditions in which the *arcp-1* deletion may have been selected and can therefore only speculate about its potential fitness benefits. The *arcp-1* mutation was not found in any other wild isolate so is likely recent. However, our data indicate substantial variation among both *Caenorhabditis* species and *C. elegans* isolates in the response to CO_2_ (Figures 1 and S2). These findings are consistent with what has been found for other traits (Frézal et al., 2018), where the phenotypic variation for the strain chosen for study is caused by a rare allele found only in that strain, yet phenotypic variation itself is not restricted to that strain. Understanding evolutionary mechanisms that might select for altered plasticity requires more in-depth knowledge on the ecology of these species. The behavioral phenotypes that we observe are consistent with genetic accommodation for a cross-modal gene-environment interaction (Pigliucci et al., 2006). In summary, our study illustrates how natural genetic variation, by altering the neuromodulatory control of aversive behavior, contributes to individual differences in behavioral flexibility.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

GFP-Trap Agarose	ChromoTek	Cat#gta-20; RRID: AB_2631357

**Bacterial and Virus Strains**		

*E. coli:* Strain OP50	*Caenorhabditis* Genetics Center	Wormbase: OP50; RRID: WB-STRAIN:OP50

**Chemicals, Peptides, and Recombinant Proteins**		

Dermabond tissue adhesive for worm glueing	Ethicon	Cat#AHV12

**Critical Commercial Assays**		

SuperScript II reverse transcriptase	Invitrogen	Cat#18064-014
KAPA Hifi HotStart kit	KAPA Biosystems	Cat#KK2601
Ampure XP beads	Beckman Coulter	Cat#A63881
Nextera XT DNA sample preparation kit	Illumina	Cat#FC-131-1096

**Deposited Data**		

Genome sequence data of JU1249 and JU2825	This paper	NCBI: PRJNA514933
Genome sequence data of replicate populations for QTL mapping	This paper	NCBI: PRJNA515248
RNA-Seq data of sorted BAG neurons	This paper	GEO: GSE135687

**Experimental Models: Organisms/Strains**		

*C. elegans*: Strain AX1796: *glb-5(Haw) V; npr-1(g320) X*	de Bono lab; Persson et al., 2009	AX1796
*C. elegans*: Strain LSJ1: Bristol strain	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:LSJ1
*C. angaria*: Strain RGD1: *Caenorhabditis angaria* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:RGD1
*C. latens*: Strain VX80: *Caenorhabditis latens* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:VX80
*C. japonica*: Strain DF5081: *Caenorhabditis japonica* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:DF5081
*C. wallacei*: Strain JU1904: *Caenorhabditis wallacei* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:JU1904
*C. tropicalis*: Strain JU1373: *Caenorhabditis tropicalis* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:JU1373
*C. briggsae*: Strain HK105: *Caenorhabditis briggsae* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:HK105
*C. nigoni*: Strain JU1422: *Caenorhabditis nigoni* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:JU1422
*C. sinica*: Strain JU800: *Caenorhabditis sinica* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:JU800
*C. elegans*: Strain ED3011: *C. elegans* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:ED3011
*C. elegans*: Strain ED3073: *C. elegans* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:ED3073
*C. elegans*: Strain EG4946: *C. elegans* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:EG4946
*C. elegans*: Strain JU258: *C. elegans* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:JU258
*C. elegans*: Strain JU561: *C. elegans* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:JU561
*C. elegans*: Strain JU1088: *C. elegans* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:JU1088
*C. elegans*: Strain JU1248: *C. elegans* wild isolate	M.-A. Félix; Troemel et al., 2008	RRID: WB-STRAIN:JU1248
*C. elegans*: Strain JU1543: *C. elegans* wild isolate	M.-A. Félix	RRID: WB-STRAIN:JU1543
*C. elegans*: Strain JU2825: *C. elegans* wild isolate	M.-A. Félix	JU2825
*C. elegans*: Strain MY16: *C. elegans* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:MY16
*C. elegans*: Strain JU1249: *C. elegans* wild isolate	M.-A. Félix; Zhang et al., 2016	RRID: WB-STRAIN:JU1249
*C. elegans*: Strain AX613: *npr-1(g320) X*	de Bono lab; Persson et al., 2009	AX613
*C. elegans*: Strain JU3221: *arcp-1(mfP22) III; npr-1(215F) X; mfEx94 [arcp-1p::arcp-1b::sl2::gfp; myo-2p::dsRed2]* in JU1249 background	This paper	JU3221
*C. elegans*: Strain AX204: *npr-1(ad609) X*	de Bono lab; Persson et al., 2009	AX204
*C. elegans*: Strain AX6574: *arcp-1(db1082) III; npr-1(ad609) X* 4x outcrossed	This paper	AX6574
*C. elegans*: Strain AX7324: *arcp-1(db1082) III; npr-1(ad609) X* 5x outcrossed	This paper	AX7324
*C. elegans*: Strain AX6723: *arcp-1(db1082) III; npr-1(ad609) X; dbEx975 [arcp-1p::arcp-1b::sl2::gfp; unc-122p::rfp]*	This paper	AX6723
*C. elegans*: Strain AX7094: *arcp-1(db1082) III; npr-1(ad609) X; dbEx1050 [arcp-1p::arcp-1b::sl2::mKate; lin-44p::gfp]*	This paper	AX7094
*C. elegans*: Strain AX6720: *arcp-1(db1082) III; npr-1(ad609) X; dbEx974 [arcp-1p::arcp-1a::sl2::gfp; unc-122p::rfp]*	This paper	AX6720
*C. elegans*: Strain N2: *C. elegans* Bristol strain	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:N2_(ancestral)
*C. elegans*: Strain MY10: *C. elegans* wild isolate	*Caenorhabditis* Genetics Center	RRID: WB-STRAIN:MY10
*C. elegans*: Strain JU1247: *C. elegans* wild isolate	M.-A. Félix, (Troemel et al., 2008)	RRID: WB-STRAIN:JU1247
*C. elegans*: Strain AX6901: *arcp-1(db1082) III; npr-1(ad609) X; dbEx1002 [fosmid arcp-1p::arcp-1::sl2::gfp; unc-122p::rfp]*	This paper	AX6901
*C. elegans*: Strain AX6766: *arcp-1(db1082) III; npr-1(ad609) X; dbEx984 [gcy-32p::arcp-1b::sl2::gfp; unc-122p::rfp]*	This paper	AX6766
*C. elegans*: Strain AX6805: *arcp-1(db1082) III; npr-1(ad609) X; dbEx990 [flp-17p::arcp-1b::sl2::gfp; unc-122p::rfp]*	This paper	AX6805
*C. elegans*: Strain AX6931: *arcp-1(gk856856) III; npr-1(ad609) X*	This paper	AX6931
*C. elegans*: Strain AX6929: *arcp-1(gk863317) III; npr-1(ad609) X*	This paper	AX6929
*C. elegans*: Strain AX6927: *arcp-1(gk852871) III; npr-1(ad609) X*	This paper	AX6927
*C. elegans*: Strain AX7023: *arcp-1(db1082) III; npr-1(ad609) X; dbEx1035 [gcy-32p::arcp-1b::sl2::mKate; lin-44p::gfp]*	This paper	AX7023
*C. elegans*: Strain AX7095: *arcp-1(db1082) III; npr-1(ad609) X; dbEx990 [flp-17p::arcp-1b::sl2::gfp; unc-122p::rfp]; dbEx1035 [gcy-32p::arcp-1b::sl2::mKate; lin-44p::gfp]*	This paper	AX7095
*C. elegans*: Strain AX7179: *gcy-9(n4470) npr-1(ad609) X*	This paper	AX7179
*C. elegans*: Strain AX7238: *arcp-1(db1082) III; gcy-9(n4470) npr-1(ad609) X*	This paper	AX7238
*C. elegans*: Strain AX7116: *arcp-1(db1082) III; npr-1(ad609) X; dbIs20 [arcp-1p::gfp::arcp-1b; unc-122p::rfp]*	This paper	AX7116
*C. elegans*: Strain AX6969: *malt-1(db1194) II; npr-1(ad609) X; dbIs16 [rab-3p::malt-1::gfp; unc-122p::rfp]*	This paper	AX6969
*C. elegans*: Strain AX7082: *eif-3.L(db1015) II; npr-1(ad609) X; dbIs19 [rab-3p::eif-3.L::gfp; unc-122p::rfp]*	This paper	AX7082
*C. elegans*: Strain AX7419: *npr-1(ad609) X dbEx1075 [flp-17p::pde-1b::gfp; unc-122p::rfp]*	This paper	AX7419
*C. elegans*: Strain AX7422: *arcp-1(db1082) III; npr-1(ad609) X; dbEx1075 [flp-17p::pde-1b::gfp; unc-122p::rfp]*	This paper	AX7422
*C. elegans*: Strain AX2272: *pde-1(ok2924) I; npr-1(ad609) X*	de Bono lab; Couto et al., 2013	AX2272
*C. elegans*: Strain AX7453: *pde-1(ok2924) I; arcp-1(db1082) III; npr-1(ad609) X*	This paper	AX7453
*C. elegans*: Strain AX6881: *npr-1(ad609) X dbEx [flp-17p::YC3.60]*	This paper	AX6881
*C. elegans*: Strain AX6893: *arcp-1(db1082) III; npr-1(ad609) X; dbEx [flp-17p::YC3.60]*	This paper	AX6893
*C. elegans*: Strain AX7842: *arcp-1(db1082) III; npr-1(ad609) X; dbEx [flp-17p::YC3.60]; dbEx1035 [gcy-32p::arcp-1b::sl2::mKate; lin-44::gfp]*	This paper	AX7842
*C. elegans*: Strain AX7845: *arcp-1(db1082) III; npr-1(ad609) X; dbEx [flp-17p::YC3.60] dbEx1172 [gcy-33p::arcp-1b::sl2::mKate; unc-122p::gfp]*	This paper	AX7845
*C. elegans*: Strain AX3516: *npr-1(ad609) X; dbEx614 [gcy-37p::YC2.60; unc-122p::rfp]*	de Bono lab; Fenk and de Bono, 2017	AX3516
*C. elegans*: Strain AX6877: *arcp-1(db1082) III; npr-1(ad609) X; dbEx614 [gcy-37p::YC2.60; unc-122p::rfp]*	This paper	AX6877
*C. elegans*: Strain AX3432: *npr-1(ad609) X; dbEx623 [flp-17p::YC2.60; F15E11.1::mCherry]*	de Bono lab; Gross et al., 2014	AX3432
*C. elegans*: Strain AX7182: *arcp-1(db1082) III; npr-1(ad609) X; dbEx623 [flp-17p::YC2.60; F15E11.1::mCherry]*	This paper	AX7182
*C. elegans*: Strain AX7656: *gcy-33(ok232) V; gcy-31(ok296) npr-1(ad609) X*	This paper	AX7656
*C. elegans*: Strain AX7657: *arcp-1(db1082) III; gcy-33(ok232) V; gcy-31(ok296) npr-1(ad609) X*	This paper	AX7657
*C. elegans*: Strain AX7362: *npr-1(ad609) X; wzIs132 [gcy-9p::gcy-9::dsRed]*	This paper	AX7362
*C. elegans*: Strain AX7361: *arcp-1(db1082) III; npr-1(ad609) X; wzIs132 [gcy-9p::gcy-9::dsRed]*	This paper	AX7361
*C. elegans*: Strain AX7366: *npr-1(ad609) X; wzEx156 [gcy-9p::tax-4::gfp]*	This paper	AX7366
*C. elegans*: Strain AX7365: *arcp-1(db1082) III; npr-1(ad609) X; wzEx156 [gcy-9p::tax-4::gfp]*	This paper	AX7365
*C. elegans*: Strain AX2997: *gcy-33(ok232) V; npr-1(ad609) X; dbEx [flp-17p::gcy-33::gfp; unc-122p::rfp]*	de Bono lab; Gross et al., 2014	AX2997
*C. elegans*: Strain AX7315: *arcp-1(db1082) III; gcy-33(ok232) V; npr-1(ad609) X; dbEx [flp-17p::gcy-33::gfp; unc-122p::rfp]*	This paper	AX7315
*C. elegans*: Strain AX6516: *npr-1(ad609) X; dbEx1053 [gcy-37p::gcy-35::HA::gfp::sl2::mCherry]*	This paper	AX6516
*C. elegans*: Strain AX7278: *arcp-1(db1082) III; npr-1(ad609) X; dbEx1053 [gcy-37p::gcy-35::HA::gfp::sl2::mCherry]*	This paper	AX7278
*C. elegans*: Strain AX7019: *arcp-1(db1082) III; npr-1(ad609) X; dbEx1033 [flp-17p::gfp; unc-122p::rfp]*	This paper	AX7019
*C. elegans*: Strain AX7021: *npr-1(ad609) X; dbEx1033 [flp-17p::gfp; unc-122p::rfp]*	This paper	AX7021
*C. elegans*: Strain AX7268: *npr-1(ad609) X; ynIs34 [flp-19p::gfp]*	This paper	AX7268
*C. elegans*: Strain AX7271: *arcp-1(db1082) III; npr-1(ad609) X; ynIs34 [flp-19p::gfp]*	This paper	AX7271
*C. elegans*: Strain AX7279: *pde-1(ok2924) I; npr-1(ad609) X; ynIs34 [flp-19p::gfp]*	This paper	AX7279
*C. elegans*: Strain AX7272: *arcp-1(db1082) III; npr-1(ad609) X; ynIs34 [flp-19p::gfp]; dbEx1063 [flp-17p::arcp-1b::sl2::mKate; unc-122p::gfp]*	This paper	AX7272
*C. elegans*: Strain AX7273: *arcp-1(db1082) III; npr-1(ad609) X; ynIs34 [flp-19p::gfp] dbEx1035 [gcy-32p::arcp-1b::sl2::mKate; lin-44::gfp]*	This paper	AX7273
*C. elegans*: Strain AX7550: *pde-1(ok2924) I; arcp-1(db1082) III; npr-1(ad609) X; ynIs34 [flp-19p::gfp]*	This paper	AX7550
*C. elegans*: Strain AX7722: *ynIs34 [flp-19p::gfp]* backcrossed 10x in JU2825 background	This paper	AX7722
*C. elegans*: Strain AX7724: *ynIs34 [flp-19p::gfp]* backcrossed 10x in JU1249 background	This paper	AX7724
*C. elegans*: Strain AX7726: *dbEx1063 [flp-17p::arcp-1b::sl2::mKate; unc-122p::gfp]; ynIs34 [flp-19p::gfp]* backcrossed 10x in JU1249 background	This paper	AX7726
*C. elegans*: Strain AX7210: *npr-1(ad609) X; ynIs64 [flp-17p::gfp]*	This paper	AX7210
*C. elegans*: Strain AX7208: *arcp-1(db1082) III; npr-1(ad609) X; ynIs64 [flp-17p::gfp]*	This paper	AX7208
*C. elegans*: Strain AX7321: *flp-19(ok2460) npr-1(ad609) X*	This paper	AX7321
*C. elegans*: Strain AX7322: *arcp-1(db1082) III; flp-19(ok2460) npr-1(ad609) X*	This paper	AX7322
*C. elegans*: Strain AX7754: *arcp-1(db1082) III; npr-1(ad609) X; dbEx1171 [gcy-33p::gfp (sas); unc-122p::rfp]*	This paper	AX7754
*C. elegans*: Strain AX7760: *arcp-1(db1082) III; npr-1(ad609) X; dbEx1173 [gcy-33p::flp-19 (sas); unc-122p::rfp]*	This paper	AX7760
*C. elegans*: Strain AX7788: *arcp-1(db1082) III; npr-1(ad609) X; dbEx1178 [gcy-32p::gfp (sas); unc-122p::rfp]*	This paper	AX7788
*C. elegans*: Strain AX7678: *arcp-1(db1082) III; npr-1(ad609) X; dbEx1153 [gcy-32p::flp-19 (sas); unc-122p::gfp]*	This paper	AX7678
*C. elegans*: Strain AX7793: *npr-1(ad609) X; dbEx1173 [gcy-33p::flp-19 (sas); unc-122p::rfp]*	This paper	AX7793
*C. elegans*: Strain AX7437: *npr-1(ad609) X; dbEx1077 [flp-17p::flp-19::sl2::mKate; unc-122p::gfp]*	This paper	AX7437

**Oligonucleotides**		

Primers used in this study	This paper	Table S2

**Software and Algorithms**		

FlyCapture	Point Grey Research	https://www.flir.com/products/flycapture-sdk
Zentracker	Laurent et al., 2015	https://github.com/wormtracker/zentracker
Neuron Analyzer	Laurent et al., 2015	https://github.com/neuronanalyser/neuronanalyser
RStudio 0.99.903	R Development Core Team, 2015	https://www.R-project.org
Pindel	Ye et al., 2009	http://gmt.genome.wustl.edu/packages/pindel/
Variant Effect Predictor (VEP)	McLaren et al., 2016	www.ensembl.org/info/docs/tools/vep/index.html
Tablet 1.16.09.06	Milne et al., 2013	https://ics.hutton.ac.uk/tablet/
BWA 0.7.8-R455	Li and Durbin, 2009	http://bio-bwa.sourceforge.net/bwa.shtml
Samtools 1.2	Li et al., 2009	http://samtools.sourceforge.net/
Picard 1.114	Broad Institute	http://broadinstitute.github.io/picard/
GATK 3.2-2	Van der Auwera et al., 2013	https://software.broadinstitute.org/gatk/
Bowtie2 0.11.0	Langmead and Salzberg, 2012	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
rRNA remover code	This paper	https://github.com/lmb-seq/RNA-Seq_utilities
Code for concatenating FASTQ files	This paper	https://github.com/lmb-seq/RNA-Seq_utilities
PRAGUI RNA-Seq analysis pipeline	This paper	https://github.com/lmb-seq/PRAGUI
Mascot	Matrix Science	http://www.matrixscience.com/
Scaffold	Proteome Software Inc	http://www.proteomesoftware.com/products/scaffold/
Prism 7.0	GraphPad Software	https://www.graphpad.com
MATLAB R2014b 8.4	Mathworks	https://www.mathworks.com/products/matlab.html
Metamorph	Molecular Devices	https://www.moleculardevices.com/products/cellular-imaging-systems/acquisition-and-analysis-software/metamorph-microscopy#gref
Fiji (ImageJ)	Schindelin et al., 2012	https://imagej.net/Fiji
Imaris	Bitplane	https://imaris.oxinst.com/

**Other**		

Certified gas mixes	BOC	N/A

### Lead Contact and Materials Availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Mario de Bono (, ).

### Experimental Model and Subject Details

#### Animals

*C. elegans* and other *Caenorhabditis* species were maintained under standard conditions (Stiernagle, 2006) on nematode growth medium (NGM) plates seeded with *E. coli* OP50. Young adult hermaphrodites were used in all experiments. For gonochoristic *Caenorhabditis* species, young adult females were used. For a list of strains and transgene details, see Table S1 and the Key Resources Table.

The mutations in *arcp-1* alleles obtained by forward genetics, and in the JU1249 wild isolate, are shown in Figure S5A. The *C. elegans* strain JU1249 was isolated from a rotten apple collected in 2007 in Santeuil, France (Zhang et al., 2016). A detailed description of the forward genetic screen that isolated the *db1082* allele will be described elsewhere. Causal variants in aggregation-defective mutants from this screen were identified by SNP-based mapping in combination with WGS (Minevich et al., 2012).

#### Microbe strains

The *Escherichia coli* OP50 strain was used as a food source for *C. elegans* and other *Caenorhabditis* species.

### Method Details

#### Molecular biology

Transgenes were cloned using the Multisite Gateway Three-Fragment cloning system (12537-023, Invitrogen) into pDESTR4R3 II. For transgenic lines, the promoter lengths were: *arcp-1p* (1.2 kb for *arcp-1a* and 2 kb for *arcp-1b*), *flp-17p* (3.3 kb), *gcy-32p* (0.6 kb), and *gcy-33p* (1.0 kb). For rescue experiments, cDNA of *arcp-1* isoforms was amplified and cloned into pDONR221, using primers listed in Table S2.

For immunoprecipitation and subcellular localization of ARCP-1, a functional *arcp-1p::gfp::arcp-1b* transgene was made by fusing GFP coding sequences upstream of the *arcp-1b* cDNA sequence. To investigate the subcellular localization of PDE-1 in BAG neurons, the *pde-1b* cDNA sequence was cloned into pDONR221 using primers listed in Table S2. This plasmid was used to generate a *flp-17p::pde-1b::gfp* transgene, by cloning the GFP reporter sequence in frame and downstream of the *pde-1b* cDNA sequence. Details of strains and transgenes used to study the subcellular localization of *gcy-9*, *tax-4*, *gcy-33* and *gcy-35* are provided in Table S1. The *gcy-9p::gcy-9::mCherry* and *gcy-9p::tax-4::gfp* strains were a kind gift from Dr. Niels Ringstad (New York University School of Medicine, USA).

For *flp-19* RNAi, 469 bp of *flp-19* cDNA starting from the sequence GCTTTTCCTGTTAA was cloned in both the sense and antisense orientations. For cell-specific RNAi experiments, we expressed these fragments in BAG using the *gcy-33p* (1.0 kb) and in URX neurons using *gcy-32p* (0.6 kb). To overexpress *flp-19* in BAG, we amplified *flp-19* cDNA using primers listed in Table S2, and fused this sequence to the *flp-17* (3.3 kb) promoter.

To characterize the expression pattern of *arcp-1*, we made a fluorescent reporter transgene by fosmid recombineering. pBALU9 was used to amplify a reporter cassette, containing the *gpd-2* intergenic SL2 sequence and a GFP coding sequence, which was inserted downstream of the *arcp-1* stop codon in the WRM0633bA06 fosmid as described (Tursun et al., 2009). The reporter strain for *flp-19* neuropeptide expression (*flp-19p::gfp*) was a kind gift from Dr. Roger Pocock (Monash University, Australia).

#### Genotyping of natural polymorphisms

Polymorphisms of *npr-1*, *glb-5*, *nath-10* and *arcp-1* genes in *C. elegans* wild isolates were genotyped by PCR. Primers used are listed in Table S2.

#### Behavioral assays

All experiments used young adult hermaphrodite animals, therefore sample stratification was not required within each genotype/condition. For most experiments, measurements were scored using an automated algorithm so blind scoring was not undertaken: see each subsection for details. For details of statistical tests, see the relevant Figure legend for each experiment and also the subsection ‘‘Quantification and Statistical Analysis.’’ All recordings that passed the automated analysis pipeline were included in the final dataset. For rescue and RNAi experiments, behavioral responses and phenotypes were confirmed by testing at least two independent transgenic strains.

*Locomotory responses to CO*_*2*_ *and O*_*2*_

Behavioral responses to gas stimuli were assayed as described (Fenk and de Bono, 2017, Laurent et al., 2015). Animals were acclimated to different O_2_ levels by growing them for one generation at 21% O_2_ (room air) or in a gas-controlled incubator kept at 7% O_2_. For each assay, 20-30 young adult hermaphrodites were transferred onto NGM plates seeded 16–20 h earlier with 20 μL of *E. coli* OP50. To control gas levels experienced by *C. elegans*, animals were placed under a 200 μm deep square polydimethylsiloxane (PDMS) chamber with inlets connected to a PHD 2000 Infusion syringe pump (Harvard apparatus). Humidified gas mixtures were delivered at a flow rate of 3.0 ml/min. Behavioral responses to changes in O_2_ levels were measured by exposing animals to a stimulus train of 7% O_2_ - 21% O_2_ - 7% O_2_ (upshift) or 21% O_2_ - 7% O_2_ - 21% O_2_ (downshift), in which each stimulus comprised a 3 min time interval. Locomotory responses to CO_2_ were measured by exposing animals to a series of 0% CO_2_ (3 min) - X% CO_2_ (3 min) - 0% CO_2_ (3 min), with X corresponding to 1%, 3%, 5% or 10% CO_2_ depending on the experiment. In all CO_2_ assays, a background level of 7% O_2_ was used. Movies were recorded during the stimulus train using FlyCapture (Point Grey Research) on a Leica MZ6 dissecting microscope with a Point Grey Grasshopper camera running at 2 frames/s. Video recording was started 2 min after animals were placed under the PDMS chamber to ensure that the initial environment was in a steady state. In assays where we prolonged the exposure to 7% O_2_ before CO_2_ stimulation, video recording was started 21 min after animals were placed under the PDMS chamber kept at 7% O_2_, and animals were stimulated with 3% CO_2_ at t = 24 min. Videos were analyzed in Zentracker, a custom-written MATLAB software (https://github.com/wormtracker/zentracker). All worms in the field of view were analyzed except those in contact with other animals. Speed was calculated as instantaneous centroid displacement between successive frames. Omega turns were identified as described (Laurent et al., 2015). In total 2-4 assay plates with 20-30 animals per plate were tested per day, and each genotype or condition was assayed in at least two independent experiments. As locomotion measurements were conducted using an automated algorithm, genotypes were not blinded prior to analysis.

*Aggregation and bordering behavior*

L4 animals were picked to a fresh plate 24 h before the assay. Sixty animals were then repicked to the assay plate (an NGM plate seeded 2 days earlier with 100 μL of *E. coli* OP50), and bordering and aggregation was scored 2 and 6 h later. The scorer was blind to genotype. Behavior was always scored on 2-4 assay plates (each containing 60 animals) per day and tested in at least two independent experiments.

*Salt-based associative learning*

Gustatory plasticity was tested as described (Beets et al., 2012, Hukema et al., 2008), in a climate-controlled room set at 20°C and 40% relative humidity. Synchronized young adult hermaphrodites were grown at 25°C on culture plates seeded with *E. coli* OP50. Animals were collected and washed three times over a period of 15 min with chemotaxis buffer (CTX, 5 mM KH_2_PO_4_/K_2_HPO_4_ pH 6.6, 1 mM MgSO_4_, and 1 mM CaCl_2_). Mock-conditioned animals were washed in CTX buffer without NaCl, whereas NaCl-conditioned animals were washed in CTX containing 100 mM NaCl for salt conditioning. Salt chemotaxis behavior of mock- and NaCl-conditioned animals was then tested on four-quadrant plates (Falcon X plate, Becton Dickinson Labware) filled with buffered agar (2% agar, 5 mM KH_2_PO_4_/K_2_HPO_4_ pH 6.6, 1 mM MgSO_4_, and 1 mM CaCl_2_) of which two opposing pairs have been supplemented with 25 mM NaCl. Assay plates were always prepared fresh and left open to solidify and dry for 60 min. Plates were then closed and used on the same day. After the washes, 50 - 150 animals were pipetted on the intersection of the four quadrants and allowed to crawl for 10 min on the quadrant plate. A chemotaxis index was calculated as (n(A) – n(C)) / (n(A) + n(C)) where n(A) is the number of worms within the quadrants containing NaCl and n(C) is the number of worms within the control quadrants without NaCl. The scorer was blind to genotype.

#### Selection-based QTL mapping

*Competition assays*

The *C. elegans* strains JU1249 and JU2825 were competed for several generations using different transfer methods. At the start of the assay, ten JU1249 and JU2825 L4 larvae were put together on a 10 cm NGM plate seeded with *E. coli* OP50. Five biological replicates were maintained at 23°C. Before the cultures starved, a small fraction of the population (200 to 400 animals) was used to seed a fresh culture plate. In Treatment A, the worms were harvested with M9 buffer and 2 μL of worm pellet was transferred to the next plate. In Treatment B, an agar cube (chunk) was cut at the edge of the bacterial lawn and deposited onto the next plate. After each transfer, the remaining animals were stored in M9 buffer at −80°C to quantify the relative proportions of JU1249 and JU2825 alleles.

The genomes of JU1249 and JU2825 were sequenced on an Illumina Hiseq4000 at 20x coverage with paired-end 150 bp reads. For each genome, the raw data were aligned to the reference genome (*C. elegans* WS243 masked from http://wormbase.org) and analyzed using BWA, SAMtools, Picard and Genome Analysis Toolkit (GATK) (Li and Durbin, 2009, Li et al., 2009, Van der Auwera et al., 2013). The accession number for the genomic sequence data of JU1249 and JU2825 is NCBI: PRJNA514933 (https://www.ncbi.nlm.nih.gov/genome/?term=PRJNA514933).

From the output BAM files, homozygous SNPs between the two strains were called and filtered with a raw read depth threshold of 10-300. Allele quantification for the III_663310 polymorphism was performed using pyrosequencing as previously described (Duveau and Félix, 2012). Primers for pyrosequencing are listed in Table S2. In brief, *C. elegans* samples harvested after each transfer were centrifuged at 3,000 rpm for 2 min. Lysates of 2 μL of the worm pellets were used as PCR templates and allele frequencies were quantified with a pyrosequencer (PyroMark Q96 ID; Biotage). The accuracy of this quantification method was estimated by measuring the allele frequencies of PCR products that were amplified using *C. elegans* lysates of known proportions of JU1249 and JU2825 individual L4 larvae. On average, a 2% difference was measured between expected and observed allele frequencies.

*Selection-based QTL mapping experiment*

Segregating populations were generated by crossing the parental JU1249 and JU2825 *C. elegans* wild isolates in both directions, using ten males and two self-sperm exhausted hermaphrodites in each cross. From the F1 progeny, eight biological replicates were set up to generate F2 by crossing again ten males and two self-sperm exhausted hermaphrodites. From each F2 replicate, six males and two L4 stage hermaphrodites were crossed to have plenty of F3 progeny. In the F3 generation, two paired founding populations of 200 L4 larvae (100 from each initial cross direction) were set up per replicate and submitted to contrasted selection regimes. Treatment A transferred worms through liquid harvest and Treatment B by chunking, as described for the competition assay above. In both Treatments, 200-400 animals were transferred before starvation. Males were maintained in the population during each of the first five transfers by picking 50 males. In total 19-20 transfers were done for populations under Treatment A and 17-19 transfers for populations with Treatment B. Genomic DNA of each population (about 10^5^ individuals) was extracted as a pool and sequenced as described above.

The reads of each pool were aligned to the N2 reference genome as described above. The BAM files were filtered for allele information on the positions of homozygous SNPs between the two parents. Allele frequencies were analyzed in each pool. A Cochran-Mantel-Haenszel (CMH) test was used to analyze the consistency of the allele frequency difference between populations with different treatments among the eight replicates, except in the genomic positions 4396879-16406352 on Chromosome IV, where replicate 3 was excluded because one parental genome was fixed in this region in both treatments (McDonald, 2009). The null hypothesis for this CMH test is an equal distribution of sequence reads between the two treatments, and does not consider noise due to allelic drift in the populations, thus inflating the *-log(p value)*. Drift could not be simulated because, for experimental simplicity, population sizes and generations were not controlled during the transfers. We note that, although population size in the experiment was low, the mapping had a relatively good resolution due to the number of populations (16 in total), which yielded independent recombination events.

RStudio (v 0.99.903) and packages (ggplot2, plyr, evobiR) were used for statistical analysis, plots of allele frequencies and CMH tests. Pindel (Ye et al., 2009) was used to detect homozygous indels in the candidate region between JU1249 and JU2825, but no additional polymorphism was found. High quality homozygous variants of the parental strains in the candidate region were annotated using VEP (http://www.ensembl.org//useast.ensembl.org/info/docs/tools/vep/index.html?redirectsrc=//www.ensembl.org%2Finfo%2Fdocs%2Ftools%2Fvep%2Findex.html) (McLaren et al., 2016). The *mfP22* deletion was verified by PCR and Sanger sequencing, using primers listed in Table S2. The accession number for the genomic sequence data of the replicate populations is NCBI: PRJNA515248 (https://www.ncbi.nlm.nih.gov/genome/?term=PRJNA515248).

#### Distribution of *mfP22* allele in wild isolates

To examine the distribution of the *mfP22* deletion in *C. elegans* wild isolates, we monitored the presence of the deletion visually, using Tablet 1.16.09.06 (Milne et al., 2013), for 151 isotypes with whole genome sequences in the CeNDR database (Cook et al., 2016). The *mfP22* allele was only found in JU1249 (Data S2).

#### Confocal microscopy and image analysis

Confocal images were acquired using a Zeiss LSM 710 microscope or a Nikon Eclipse Ti inverted setup coupled to an Andor Ixon EMCCD camera and a spinning disk confocal unit. Projections of z stacks were generated using Fiji (ImageJ).

Expression of *arcp-1* in URX, AQR and PQR was confirmed by co-expression with a *gcy-32p::mCherry* transgene. Expression in BAG and AWB neurons was verified by crossing *arcp-1* reporter strains with *flp-17p::mCherry* and *str-1p::mCherry* marker strains, respectively. Expression in AWC and ASE was confirmed by co-expression with *ceh-36p::RFP* and *odr-1p::RFP* transgenes. For DiI staining, animals were incubated in DiI solution (0.01 mg/ml) for 3 h and washed with M9 buffer before mounting for confocal microscopy.

To quantify the fluorescence of reporter-tagged proteins in cilia and neuron cell bodies, z stack images were taken on a spinning disk confocal microscope using a 60x lens and 100 ms exposure time. Z-projections of image stacks were generated with Fiji (ImageJ). Regions of interest (ROIs) were selected by centering a 50-pixel by 50-pixel square region over the distal dendrite or soma of the BAG neurons, respectively. All measurements were background-corrected by subtracting the mean values of a 50-pixel by 50-pixel square region drawn outside of the neuron.

To quantify the expression of neuropeptide reporters in BAG soma, z stack images were taken on a spinning disk confocal microscope using a 60x lens and 100 ms exposure time. 3D images were reconstituted using the IMARIS software package (Bitplane). GFP pixel intensities brighter than a threshold value (1000 for *flp-19* and 3000 for *flp-17* reporters) were cropped by creating a surface with 0.25 mm details. The mean pixel intensities inside the surface were calculated after background subtraction.

#### Calcium imaging

L4 animals expressing a ratiometric yellow cameleon sensor were picked 24 h before imaging. Animals were glued to agarose pads (2% agarose in M9 buffer, 1 mM CaCl_2_) using Dermabond tissue adhesive (Ethicon) with the nose immersed in a mix of bacterial food (*E. coli* OP50) and M9 buffer. To deliver gas stimuli, glued animals were placed under a microfluidic chamber with inlets connected to a PHD 2000 Infusion syringe pump (Harvard Apparatus) running at a flow rate of 2.5 ml/min. An electronic valve system placed between the syringes and the microfluidic chamber allowed switching between two different gas mixtures in a controlled manner at pre-specified time intervals. Imaging data were analyzed using Neuron Analyzer, a customwritten MATLAB program (code available at https://github.com/neuronanalyser/neuronanalyser). As measurements were conducted using an automated algorithm, genotypes were not blinded prior to analysis.

##### CO_2_-evoked Ca^2+^ activity

Animals expressing a *flp-17p::YC3.60* (yellow cameleon 3.60) transgene were used for ratiometric imaging of relative calcium concentration in BAG cell bodies (Bretscher et al., 2011). After immobilization, animals were placed under a microfluidic PDMS chamber and exposed to a 0% CO_2_ (3 min) - X% CO_2_ (3 min) - 0% CO_2_ (3 min) stimulus train, with X corresponding to 1%, 3% or 5% CO_2_ depending on the experiment. To measure CO_2_-evoked tonic Ca^2+^ activity in BAG, the time interval for CO_2_ stimulation was prolonged from 3 min to 18 min. In all experiments, the background O_2_ level was 7% O_2_. Calcium imaging was done at 2 frames/s on an AZ100 microscope (Nikon) bearing a TwinCam adaptor (Cairn Research) mounted with two ORCAFlash4.0 V2 digital cameras (Hamamatsu) using an AZ Plan Fluor 2x lens with 2x zoom and an exposure time of 500 ms.

##### O_2_-evoked Ca^2+^ activity

We used animals expressing a *gcy-37p::YC2.60* transgene to measure Ca^2+^ activity of URX neurons in response to O_2_ stimuli (Fenk and de Bono, 2017). To measure O_2_ responses in BAG, we used animals expressing a *flp-17p::YC2.60* transgene (Gross et al., 2014). After immobilization, animals were placed under a Y-shaped microfluidic chamber and exposed to an O_2_ upshift (7% - 21% - 7% O_2_) in case of URX imaging, or an O_2_ downshift (21% - 7% - 21% O_2_) for BAG. Each stimulus comprised a 2 min time window. Images were recorded at 2 frames/s with an exposure time of 100 ms for a total of 6 min, on a Zeiss Axiovert inverted microscope with an EMCCD Evolve 512 Deltacamera (Photometrics) and a 40x C-Apochromat lens, using MetaMorph acquisition software (Molecular Devices). To reduce photobleaching an optical density filter 2.0 or 1.5 was used. Excitation light was passed through an excitation filter for CFP (438/24-25, Semrock) and a dichroic filter for YFP (DiO2-25x36, Semrock). A beam splitter (Optical Insights) was used to separate the cyan and yellow emission light using a dichroic filter for 483/32-25 nm (CFP) and 542/27-25 nm (YFP) (Semrock).

#### Immunoprecipitation from *C. elegans*

Two independent coIP experiments were performed to identify putative interactors of ARCP-1B. Samples for GFP-ARCP-1B were always processed in parallel with control samples of other cytoplasmic GFP-tagged proteins (MALT-1-GFP and EIF-3.L-GFP), providing negative controls. For coIP experiments, lysis buffer was prepared with 50 mM HEPES (pH 7.4), 1 mM EGTA, 1 mM MgCl_2_, 100 mM KCl, 10% glycerol, 0.05% Tergitol type-NP40 (Sigma-Aldrich), 1mM DTT, 0.1M PMSF with 1 complete EDTA-free proteinase inhibitor cocktail tablet (Roche Applied Science) per 12 ml. Worms were washed twice in ice-cold M9 and once in ice-cold lysis buffer, and then snap-frozen in liquid nitrogen. Frozen worm pellets (∼10 g) were pulverized using a Freezer/Mill (SPEX SamplePrep). Crude extract was clarified at 4°C for 10 min at 20,000 g, and again for 20 min at 100,000 g with a TLA-100 rotor (Beckman Coulter). For immunoprecipitation, samples were incubated with GFP-Trap (ChromoTek) for 4 h at 4°C, then washed 3 times with 50 mM HEPES, 100 mM KCl. Purified complexes were eluted in SDS-sample buffer at 95°C and further fractionated by SDS-PAGE prior to mass spectrometry analysis.

Proteins were identified by Orbitrap-mass spectrometry and MASCOT database searching. Gel samples were destained with 50% v/v acetonitrile and 50 mM ammonium bicarbonate, reduced with 10 mM DTT, and alkylated with 55 mM iodoacetamide. Digestion was with 6 ng/μl trypsin (Promega) overnight at 37°C, and peptides extracted in 2% v/v formic acid 2% v/v acetonitrile, and analyzed by nano-scale capillary LC-MS/MS (Ultimate U3000 HPLC, Thermo Scientific Dionex) at a flow of ∼300 nL/min. A C18 Acclaim PepMap100 5 μm, 100 μm x 20 mm nanoViper (Thermo Scientific Dionex), trapped the peptides prior to separation on a C18 Acclaim PepMap100 3 μm, 75 μm x 250 mm nanoViper. Peptides were eluted with an acetonitrile gradient. The analytical column outlet was interfaced via a nano-flow electrospray ionisation source with a linear ion trap mass spectrometer (Orbitrap Velos, Thermo Scientific). Data dependent analysis was performed using a resolution of 30,000 for the full MS spectrum, followed by ten MS/MS spectra in the linear ion trap. MS spectra were collected over a m/z range of 300–2000. MS/MS scans were collected using a threshold energy of 35 for collision-induced dissociation. LC-MS/MS data were searched against the UniProt KB database using Mascot (Matrix Science), with a precursor tolerance of 10 ppm and a fragment ion mass tolerance of 0.8 Da. Two missed enzyme cleavages and variable modifications for oxidised methionine, carbamidomethyl cysteine, pyroglutamic acid, phosphorylated serine, threonine and tyrosine were included. MS/MS data were validated using the Scaffold program (Proteome Software Inc).

#### RNA-seq of sorted BAG neurons

##### Adult cell isolation

Synchronized young adult hermaphrodites with GFP-labeled BAG neurons (expressing a *flp-17p::gfp* transgene) were acutely dissociated as described (Kaletsky et al., 2016). Synchronized adult worms were washed with M9 buffer to remove excess bacteria. The pellet (∼250 μl) was washed with 500 μl lysis buffer (200 mM DTT, 0.25% SDS, 20 mM HEPES pH 8.0, 3% sucrose) and resuspended in 750 μl lysis buffer. Worms were incubated in lysis buffer for 6.5 min at room temperature. The pellet was washed 5 times with M9 and resuspended in 20 mg/ml pronase from *Streptomyces griseus* (Roche). Worms were pipetted up and down for 12 min at room temperature; then ice-cold PBS buffer containing 2% fetal bovine serum (GIBCO) was added. Cell suspensions were passed over a 5 μm syringe filter (Millipore). The filtered cells were diluted in PBS and sorted using a Sony Biotechnology Synergy High Speed Cell Sorter. Gates for detection were set by comparison to *npr-1* cell suspensions prepared on the same day alongside the experimental samples. Positive fluorescent events were sorted directly into Eppendorf tubes containing 10 μL of 0.2% (vol/vol) Triton X-100 and 2 U μl^-1^ RNase inhibitor. Six biological replicates were prepared for each genotype, i.e., *npr-1(ad609)* and *arcp-1(db1082); npr-1(ad609)* animals. For each replicate sample, approximately 4,000 GFP positive events were collected.

##### RNA amplification and library preparation

RNA-seq was done using a Smart-seq2 protocol as described (Picelli et al., 2014). After neuron isolation by FACS, cDNA was prepared from each sample by reverse transcription using SuperScript II reverse transcriptase (18064-014, Invitrogen), Oligo-dT_30_ and Template-Switching Oligonucleotide (TSO) primers listed in Table S2. After the first strand reaction, the cDNA was amplified with the KAPA Hifi HotStart kit (KK2601, KAPA Biosystems) and IS PCR primers listed in Table S2. cDNA was then purified using Ampure XP beads (A 63881, Beckman Coulter), tagmented and 1 μg was used for preparing libraries with the Illumina Nextera XT DNA sample preparation kit (FC-131-1096, Illumina), as per manufacturer suggested practices. Sequencing libraries were then submitted for sequencing on the Illumina HiSeq 4000 platform.

##### RNA-seq data analysis

Prior to analysis the raw files were pre-processed using Bowtie2 version 0.11.0 to remove ribosomal RNA that mapped to a ribosomal RNA sequence library (Wormbase, WS255). Additionally, FASTQ files relating to the same sample but sequenced over multiple flow cell lanes were concatenated to give a single file. Custom rRNA_remover and rna_seq_lane_merger scripts were used (available on GitHub: https://github.com/lmb-seq/RNA-Seq_utilities). The files were then processed by PRAGUI - a Python3 pipeline for RNA-seq data analysis. PRAGUI automates analysis by incorporating widely used RNA-seq processing packages including: Trim Galore, FastQC, STAR, DESeq2, HTSeq, Cufflinks and MultiQC. PRAGUI can be found at: https://github.com/lmb-seq/PRAGUI. The following parameters were used with PRAGUI: DESeq2 analysis (labeled as “DESeq”), unstranded paired-end library, worm organism with *C. elegans* genome fasta file and canonical gene set gtf file (Wormbase, WS255), STAR arguments set to “–outSAMstrandFieldDESeq intronMotif–readFilesCommand zcat -c–outSAMtype BAM SortedByCoordinate,” mapq set to 20. All other PRAGUI parameters were kept default. 5.5 − 17 million reads were obtained per sample and mapped to the *C. elegans* genome. 

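The reads that the authors assigned to genes can be recovered from the normalized counts for each library. The 4 shallowest libraries were *arcp-1* mutant replicate 3, *arcp-1* mutant replicate 4 with 396502 reads, control replicate 5, and control replicate 1 with 952110 reads. In *arcp-1* mutant replicate 3, the shallowest, 1 read was worth 6.40 normalized counts and 11613 genes had a read. In *arcp-1* mutant replicate 1, the deepest, 1 read was worth 0.294 normalized counts and 16409 genes had a read. A difference of a few normalized counts was therefore not detectable in the shallow libraries, and these limits cover counting error only. The ribosomal RNA gene *rrn-3.1* still held between 14.1% (*arcp-1* mutant replicate 3) and 35.0% (control replicate 1) of the normalized counts of a library. Size factors computed again from the recovered reads with DESeq2 differed from those of the authors by at most 1.3e-15 of their value.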

Sequences are deposited at GEO (GSE135687).

### Quantification and Statistical Analysis

The number of animals and replicates used per experiment is described in detail in the ‘‘Methods Details’’ subsection for each assay and in the relevant Figure legends. Specifically, for the main behavioral assays: locomotory responses to CO_2_ and O_2_ were measured in >4 trials per condition with 20-30 animals each; aggregation and bordering assays were conducted with >4 trials per genotype of 50 - 60 animals each.

Statistical analyses used GraphPad Prism 7.0 and Mathworks MATLAB R2014b (8.4). Exact tests used are indicated in figure legends. In general, where more than two groups tested with a single condition were compared, a one-way ANOVA with Tukey’s or Šidák’s multiple comparisons test was used. Where multiple groups tested with multiple conditions were compared, a two-way ANOVA with Tukey’s or Šidák’s post hoc test was used. Where appropriate, a D’Agostino & Pearson or Shapiro-Wilk normality test was conducted to assess if the data fit a normal distribution. For locomotory assays where two groups were compared over one time interval, we chose time intervals where we expected the locomotory changes to have plateaued and used a Mann-Whitney *u* test for statistical comparisons as described (Laurent et al., 2015). For the intervals of interest, we determined independent per-subject means derived from individuals flagged as continuously valid for at least 10 s during the interval. We considered all individuals in the field of view as valid except those in contact with other animals and those that were off the food lawn or less than half a body-length from the border. Following these criteria, each individual was sampled at most once per interval.

### Data and Software Availability

#### Datasets

The genome sequencing data of JU1249 and JU2825 is available on NCBI: PRJNA514933 (https://www.ncbi.nlm.nih.gov/genome/?term=PRJNA514933). The genomic sequence data of the replicate populations for QTL mapping is available on NCBI: PRJNA515248 (https://www.ncbi.nlm.nih.gov/genome/?term=PRJNA515248). Sequence data from the RNA-Seq analysis of sorted BAG neurons is deposited on GEO: GSE135687 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135687).

#### Codes

##### Locomotory assays

Videos of locomotory assays were analyzed in Zentracker, a custom-written MATLAB software available on https://github.com/wormtracker/zentracker.

##### Calcium imaging

Recordings were analyzed using Neuron Analyzer, a customwritten MATLAB program available at https://github.com/neuronanalyser/neuronanalyser.

##### RNA-seq analysis

Codes for removing rRNA sequences from datasets and for concatenating FASTQ files relating to the same sample but sequenced over multiple flow cell lanes, are available on GitHub: https://github.com/lmb-seq/RNA-Seq_utilities. The git repository for PRAGUI can be found at: https://github.com/lmb-seq/PRAGUI.

# Supplementary material for: Natural Variation in a Dendritic Scaffold Protein Remodels Experience-Dependent Plasticity by Altering Neuropeptide Expression
**Source:** Neuron. 2020 Jan 8;105(1):106–121.e10. doi: 10.1016/j.neuron.2019.10.001
**Supplement:** Document S1. Figures S1–S7 and Tables S1 and S2

**Neuron, Volume 105**

**Supplemental Information**

**Natural Variation in a Dendritic Scaffold Protein**

**Remodels Experience-Dependent Plasticity**

**by Altering Neuropeptide Expression**

**Isabel Beets, Gaotian Zhang, Lorenz A. Fenk, Changchun Chen, Geoffrey M. Nelson, Marie-Anne Félix, and Mario de Bono**

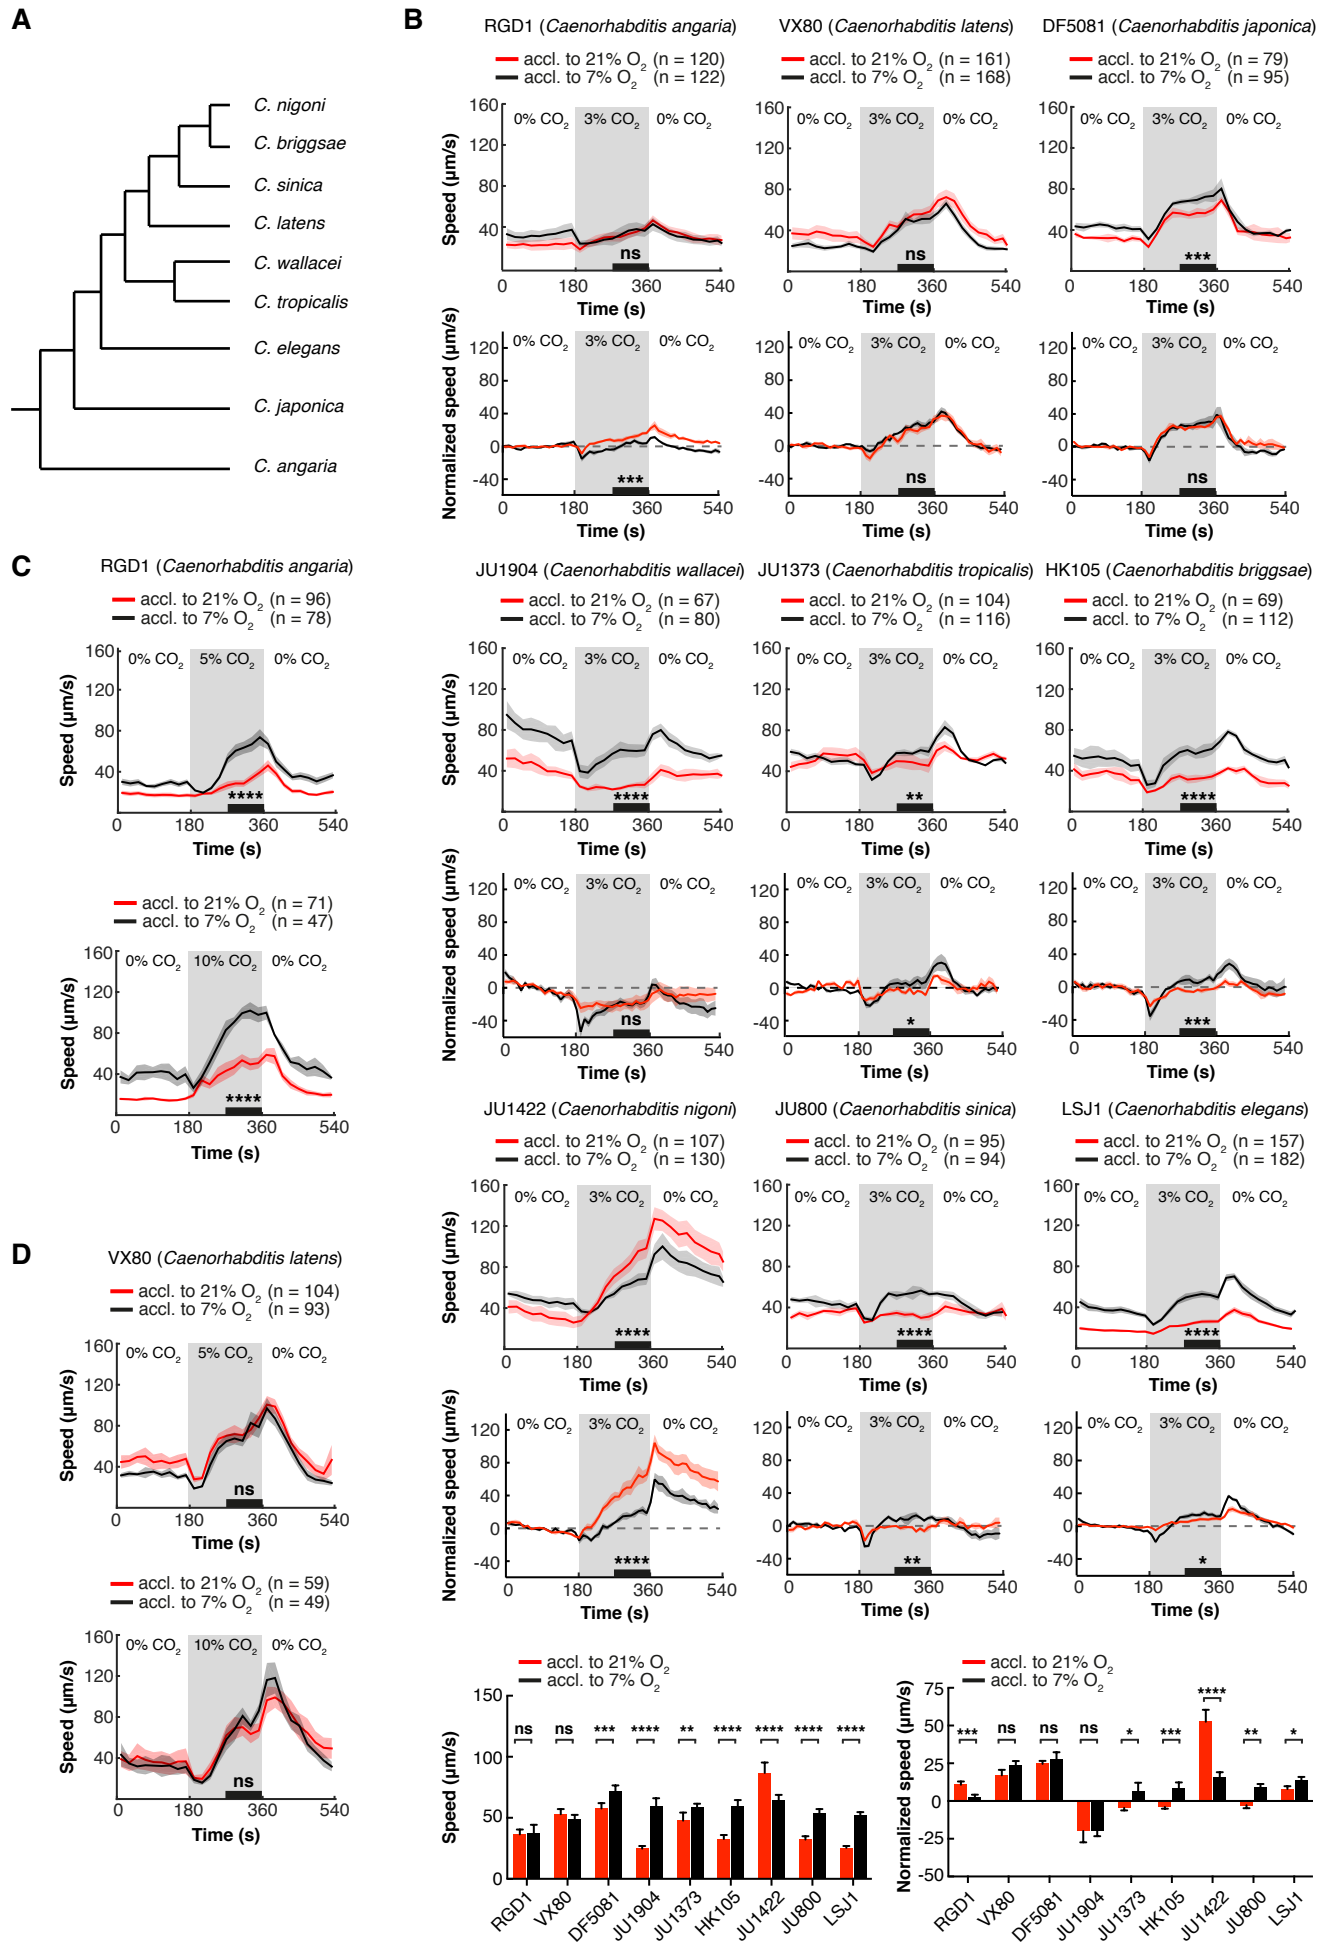

**Figure S1, related to Figure 1. The effect of recent O<sub>2</sub> experience on CO<sub>2</sub> escape behavior varies across *Caenorhabditis* species. A)** Cladogram of *Caenorhabditis* species studied, based on (Kiontke et al., 2011). **B)** The influence of previous O<sub>2</sub> experience on CO<sub>2</sub> escape behavior varies between *Caenorhabditis* species. In most species, including *C. elegans*, acclimation to 7% O<sub>2</sub> increases locomotory arousal at 3% CO<sub>2</sub>. In *C. nigoni*, this effect is reversed and acclimation to 7% O<sub>2</sub> reduces CO<sub>2</sub>-evoked locomotory arousal. In some species, such as *C. latens*, O<sub>2</sub> memory does not alter the effect of CO<sub>2</sub> on locomotory activity. For each strain, top panels show speed in response to a 0% - 3% - 0% CO<sub>2</sub> stimulus train. Bottom panels depict speed normalized by subtracting baseline activity before CO<sub>2</sub> stimulation. **C)** In *C. angaria*, the effect of O<sub>2</sub> memory on CO<sub>2</sub> escape becomes apparent at higher CO<sub>2</sub> concentrations. Animals acclimated to 7% O<sub>2</sub> are more strongly aroused by 5% and 10% CO<sub>2</sub> than animals acclimated to 21% O<sub>2</sub>. **D)** O<sub>2</sub> memory does not influence CO<sub>2</sub> responses of *C. latens* at any CO<sub>2</sub> concentration tested. For B-D, solid lines indicate mean speed and shaded areas show SEM. Black bars indicate the time interval used for statistical comparisons. Bar graphs plot mean speed  $\pm$  SEM for these time intervals. n = number of animals tested in at least 4 trials for each condition. Mann-Whitney *u* test; \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$ ; \*\*\*\*  $P < 0.0001$ ; ns, not significant.

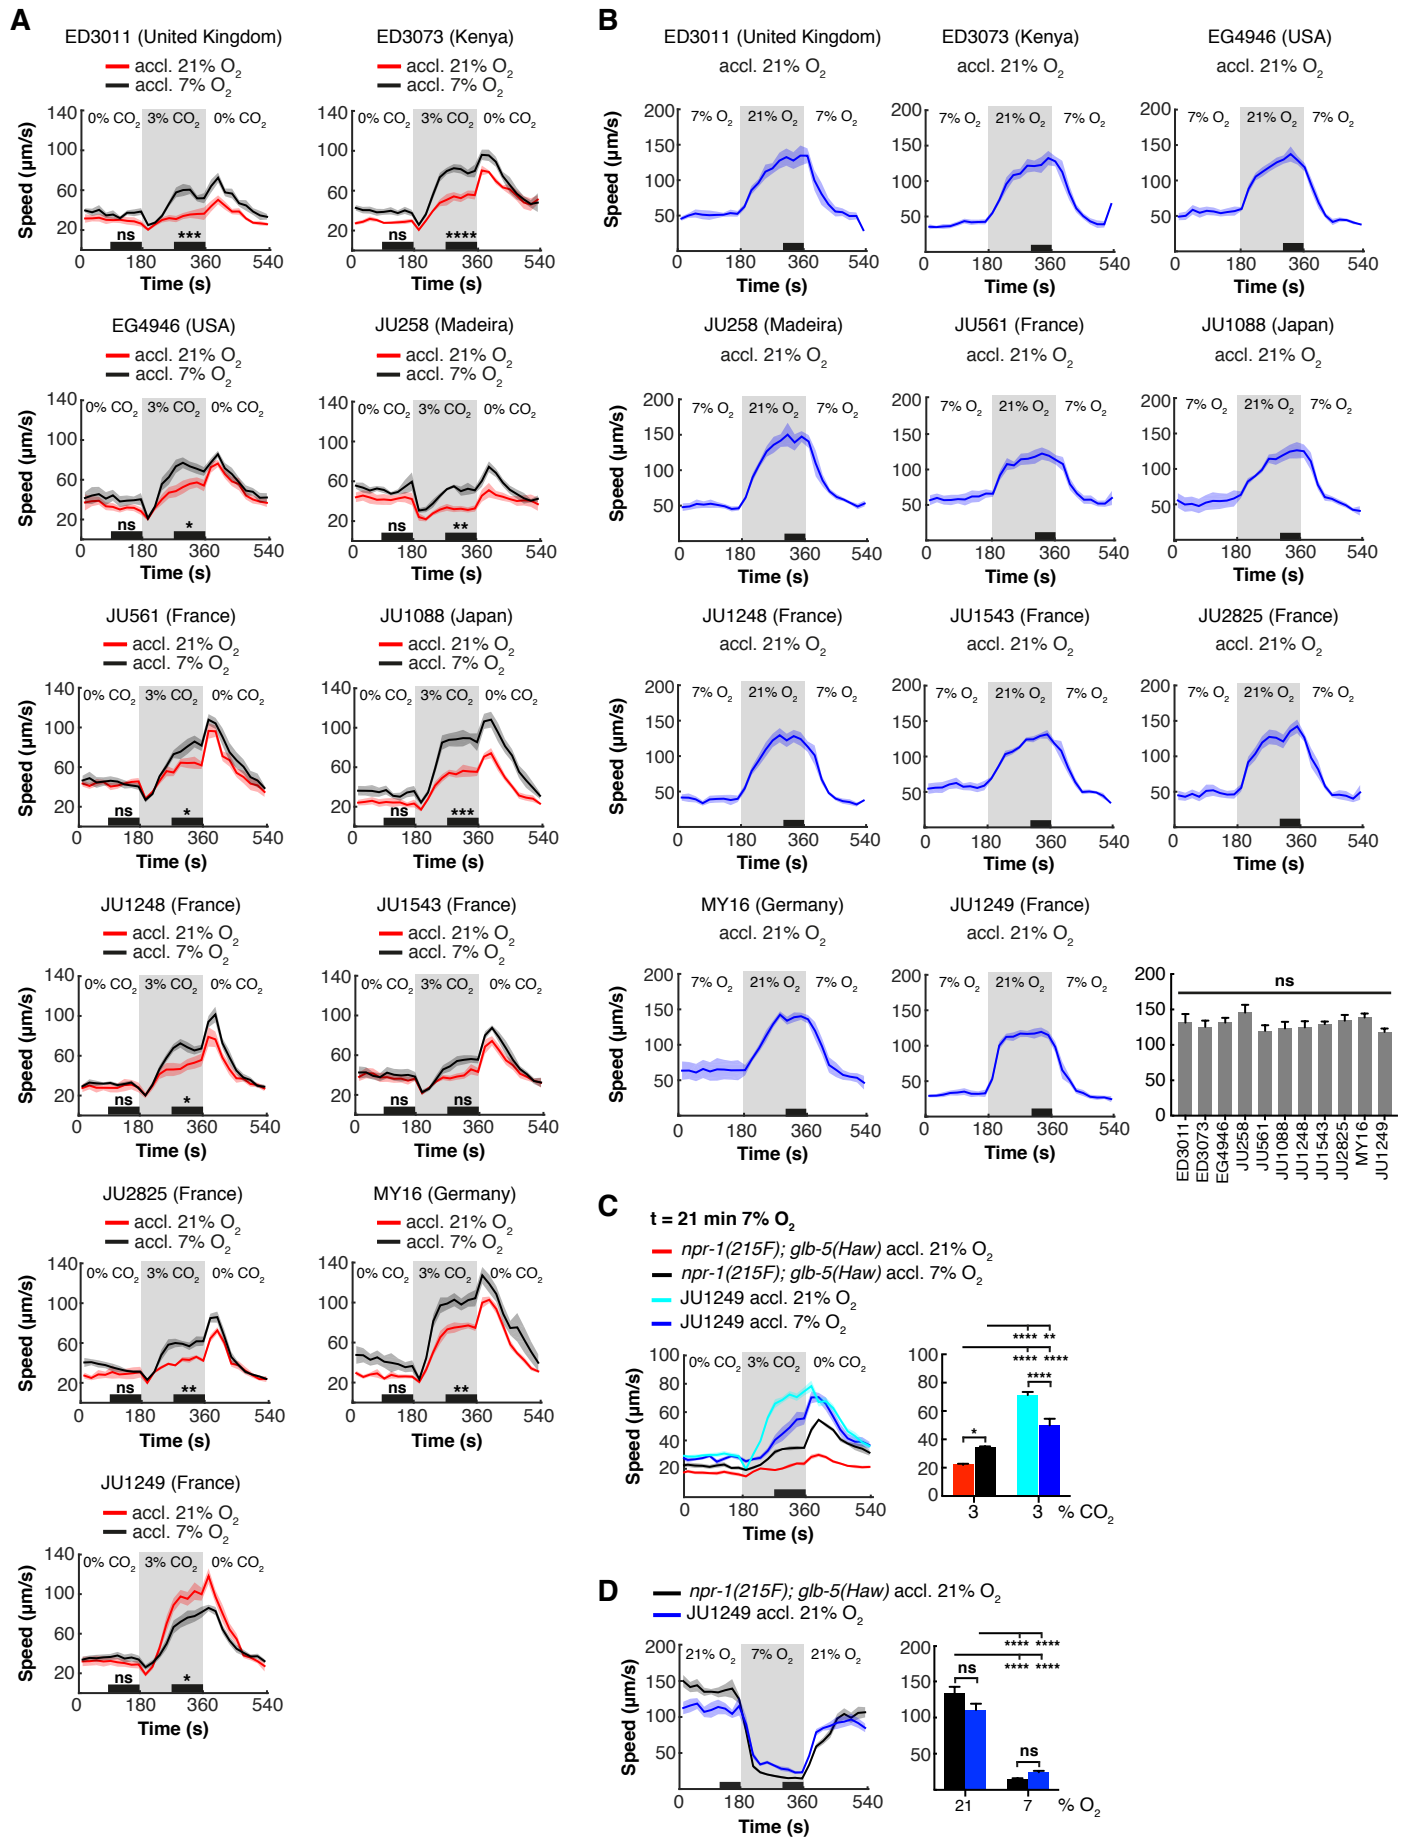

**Figure S2, related to Figure 1. *C. elegans* wild isolates show natural variation in the**

**experience-dependent plasticity of CO<sub>2</sub> responses. A)** How O<sub>2</sub> experience modulates the behavioral response to CO<sub>2</sub> varies across *C. elegans* wild isolates. In most isolates acclimation to 7% O<sub>2</sub> enhances locomotory arousal in response to CO<sub>2</sub>. By contrast, for JU1249 acclimation to 7% O<sub>2</sub> suppresses locomotory arousal at 3% CO<sub>2</sub>. Black bars indicate time intervals used for statistical comparisons here and in Figure 1C. Two-way ANOVA with Šidák test; n = 6 assays.

**B)** *C. elegans* wild isolates display similar responses to 21% O<sub>2</sub>. One-way ANOVA with post-

hoc Tukey's test; n = 6 assays. **C)** JU1249 animals show altered plasticity of CO<sub>2</sub> responses after prolonged exposure to 7% O<sub>2</sub> before CO<sub>2</sub> stimulation. Animals acclimated to 21% or 7% O<sub>2</sub> were exposed to 7% O<sub>2</sub> in the assay chamber for 24 min before being challenged with 3% CO<sub>2</sub>. Two-way ANOVA with post-hoc Tukey's test; n = 6 assays. **D)** JU1249 animals resemble controls in their behavioral responses to an O<sub>2</sub> downshift from 21% O<sub>2</sub> to 7% O<sub>2</sub>. Two-way ANOVA with post-hoc Tukey's test; n = 6 assays.

For A-D, 20-30 animals were tested in 6 assays per condition. Solid lines depict the mean speed and shaded areas show the SEM. Black bars indicate time intervals used for statistical comparisons. Bar graphs plot mean speed  $\pm$  SEM for these time intervals. \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$ ; \*\*\*\*  $P < 0.0001$ ; ns, not significant.

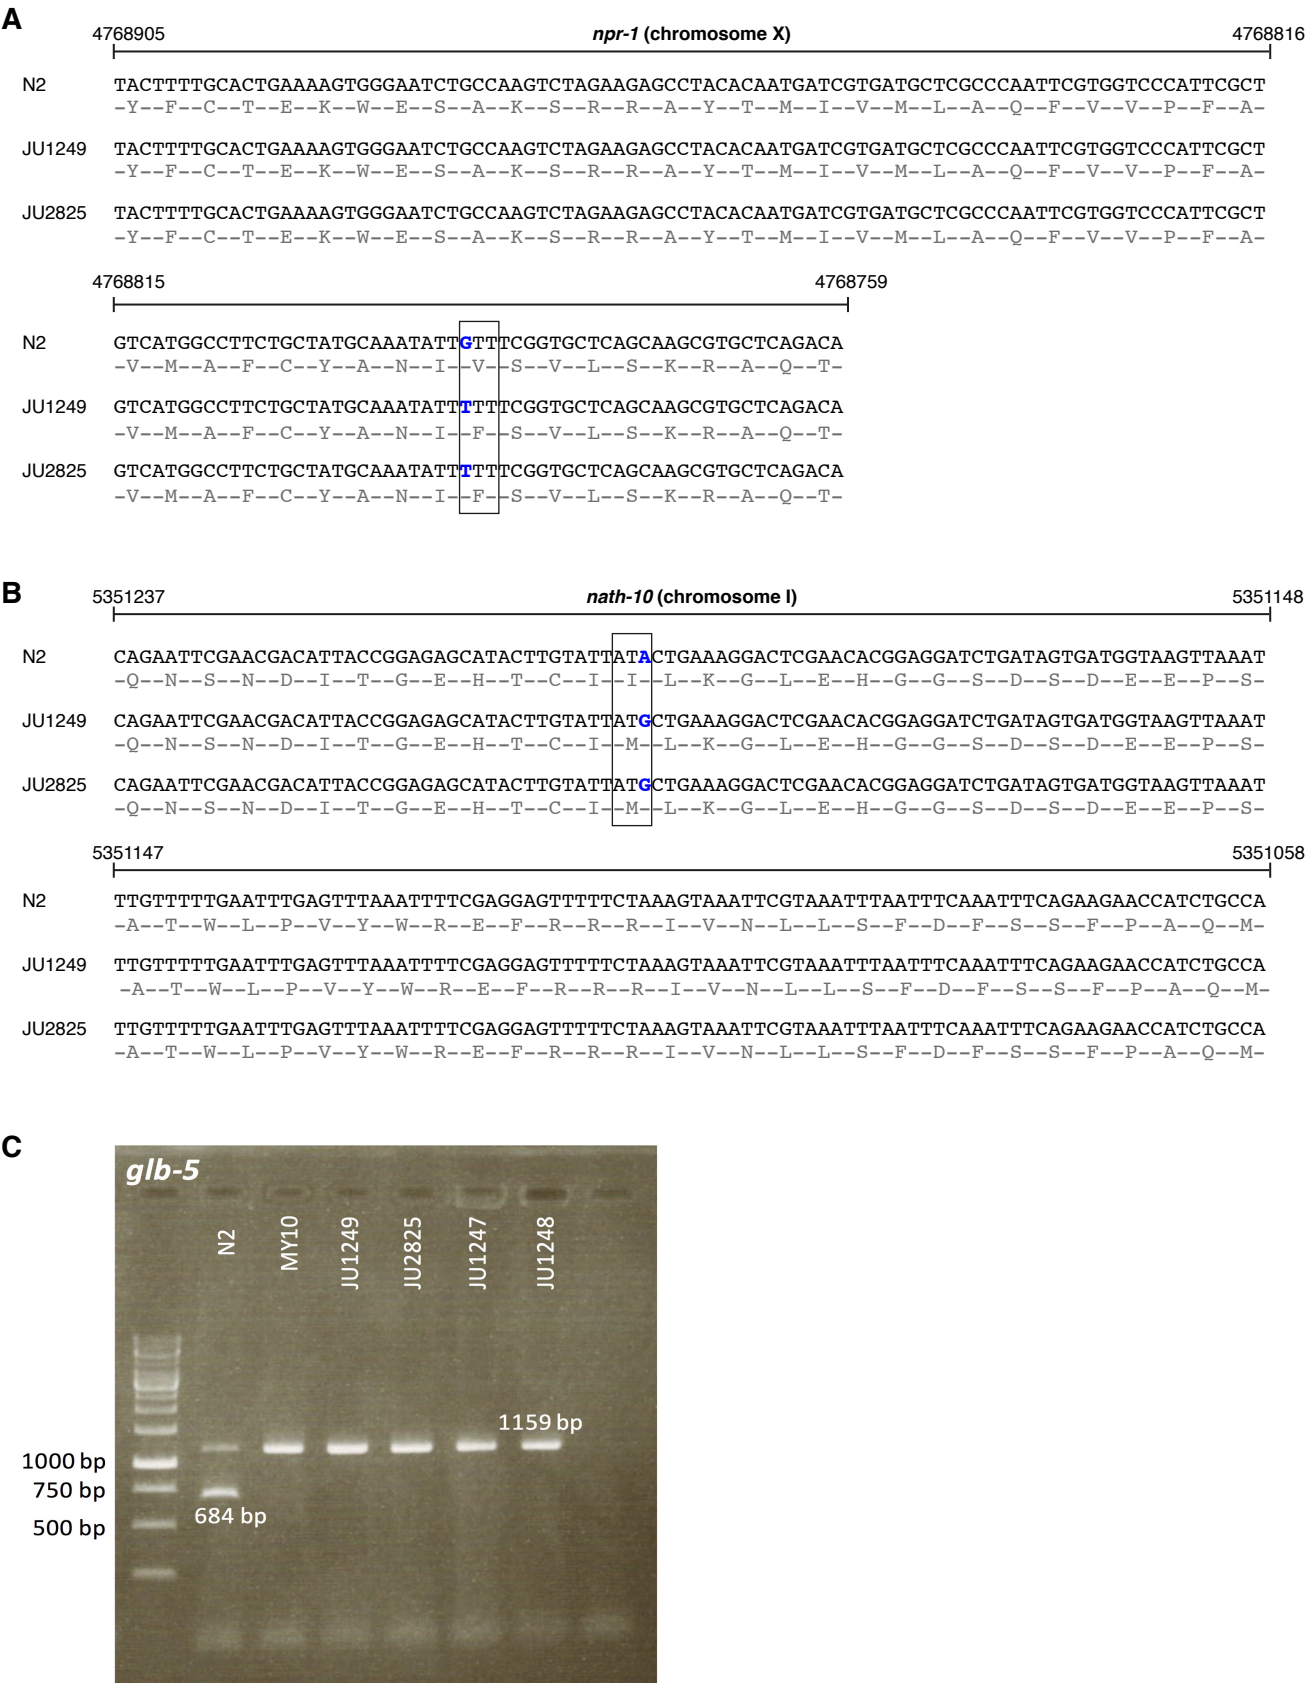

**Figure S3, related to Figure 2. The wild isolate JU1249 genetically differs from the non-aggregating N2 laboratory strain. A)** Partial sequence of the *npr-1* locus in the *C. elegans* N2 laboratory strain and in wild isolates JU1249 and JU2825. Unlike N2, JU1249 has the wild allele of *npr-1* (de Bono and Bargmann, 1998). **B)** JU1249 also carries the wild (non-N2) allele of the *nath-10* locus (Félix and Duveau, 2012). **C)** Gel electrophoresis of a PCR product for the *glb-5* polymorphism, as identified in (McGrath et al., 2009; Persson et al., 2009). JU1249 contains the wild *glb-5* allele, similar to other wild isolates (MY10, JU2825, JU1247 and JU1248).

Figure S4: Related to Figure 2

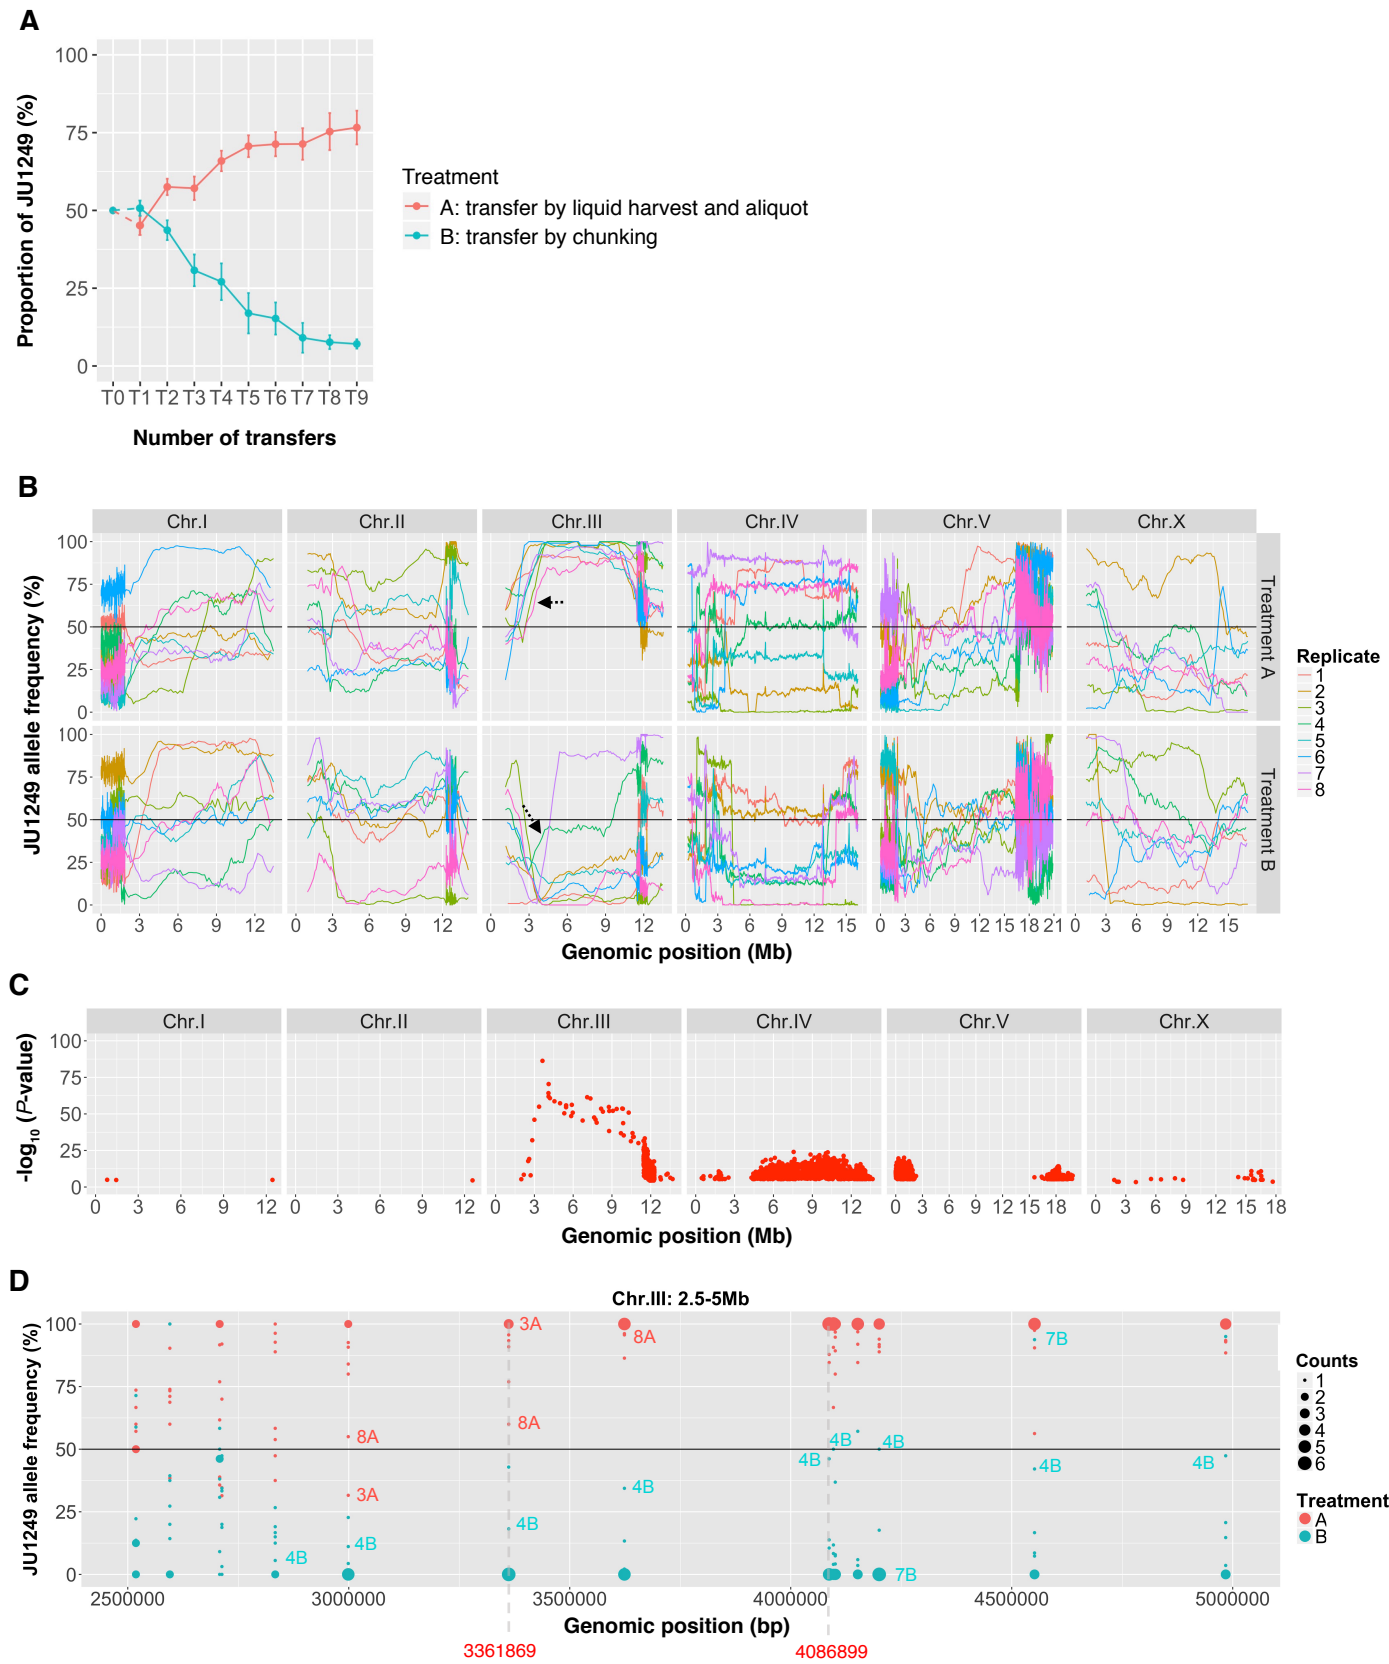

**Figure S4, related to Figure 2. JU1249 allele frequency of JU1249 under different selection regimes for aggregating or solitary behavior. A)** Competition assay between JU1249 and JU2825. Using SNP pyrosequencing, the proportion of JU1249 animals was measured at each transfer over the course of nine transfers. JU1249 outcompeted JU2825 in the populations transferred by Treatment A (liquid harvest and aliquot). In populations transferred by Treatment B (chunking at the lawn border where aggregating animals accumulate), JU2825 outcompeted JU1249. Plot shows the mean proportion of JU1249 animals  $\pm$  SEM for five replicates of the competition assay. **B)** Average frequency of JU1249 alleles for eight replicate populations transferred by Treatment A (top panel) and Treatment B (bottom panel). For each chromosome, we used a sliding window with a width of 10 SNPs and a step size of one SNP, except for the more divergent chromosome IV (sliding window of 100-SNP). Replicates are shown in different colors. Arrows indicate recombinant selection events for replicates 8A and 4B. **C)** Cochran-Mantel-Haenszel (CMH) test for analysis of the consistency of allele frequency differences between populations among the eight population pairs. Replicate 3 was excluded for genomic positions 4396879-16406352 on Chromosome IV (see STAR Methods). Plots show significant  $P$ -values as  $-\log_{10}(P\text{-value})$  adjusted using a Bonferroni correction. **D)** JU1249 allele frequencies in the eight replicates transferred by Treatment A (red) and B (green), for the region 2,500,000-5,000,000 bp on chromosome III. Dot size represents the number of replicates at a given frequency. The candidate region of 3,361,869-4,086,899 bp is defined as the region where all replicates show a high JU1249 allele frequency in Treatment A and a low JU1249 frequency in Treatment B. The most relevant replicates for defining the interval associated with the aggregation phenotype are indicated next to the corresponding data points. The data set used in D is indicated in red in Data Table S1D and S1E.

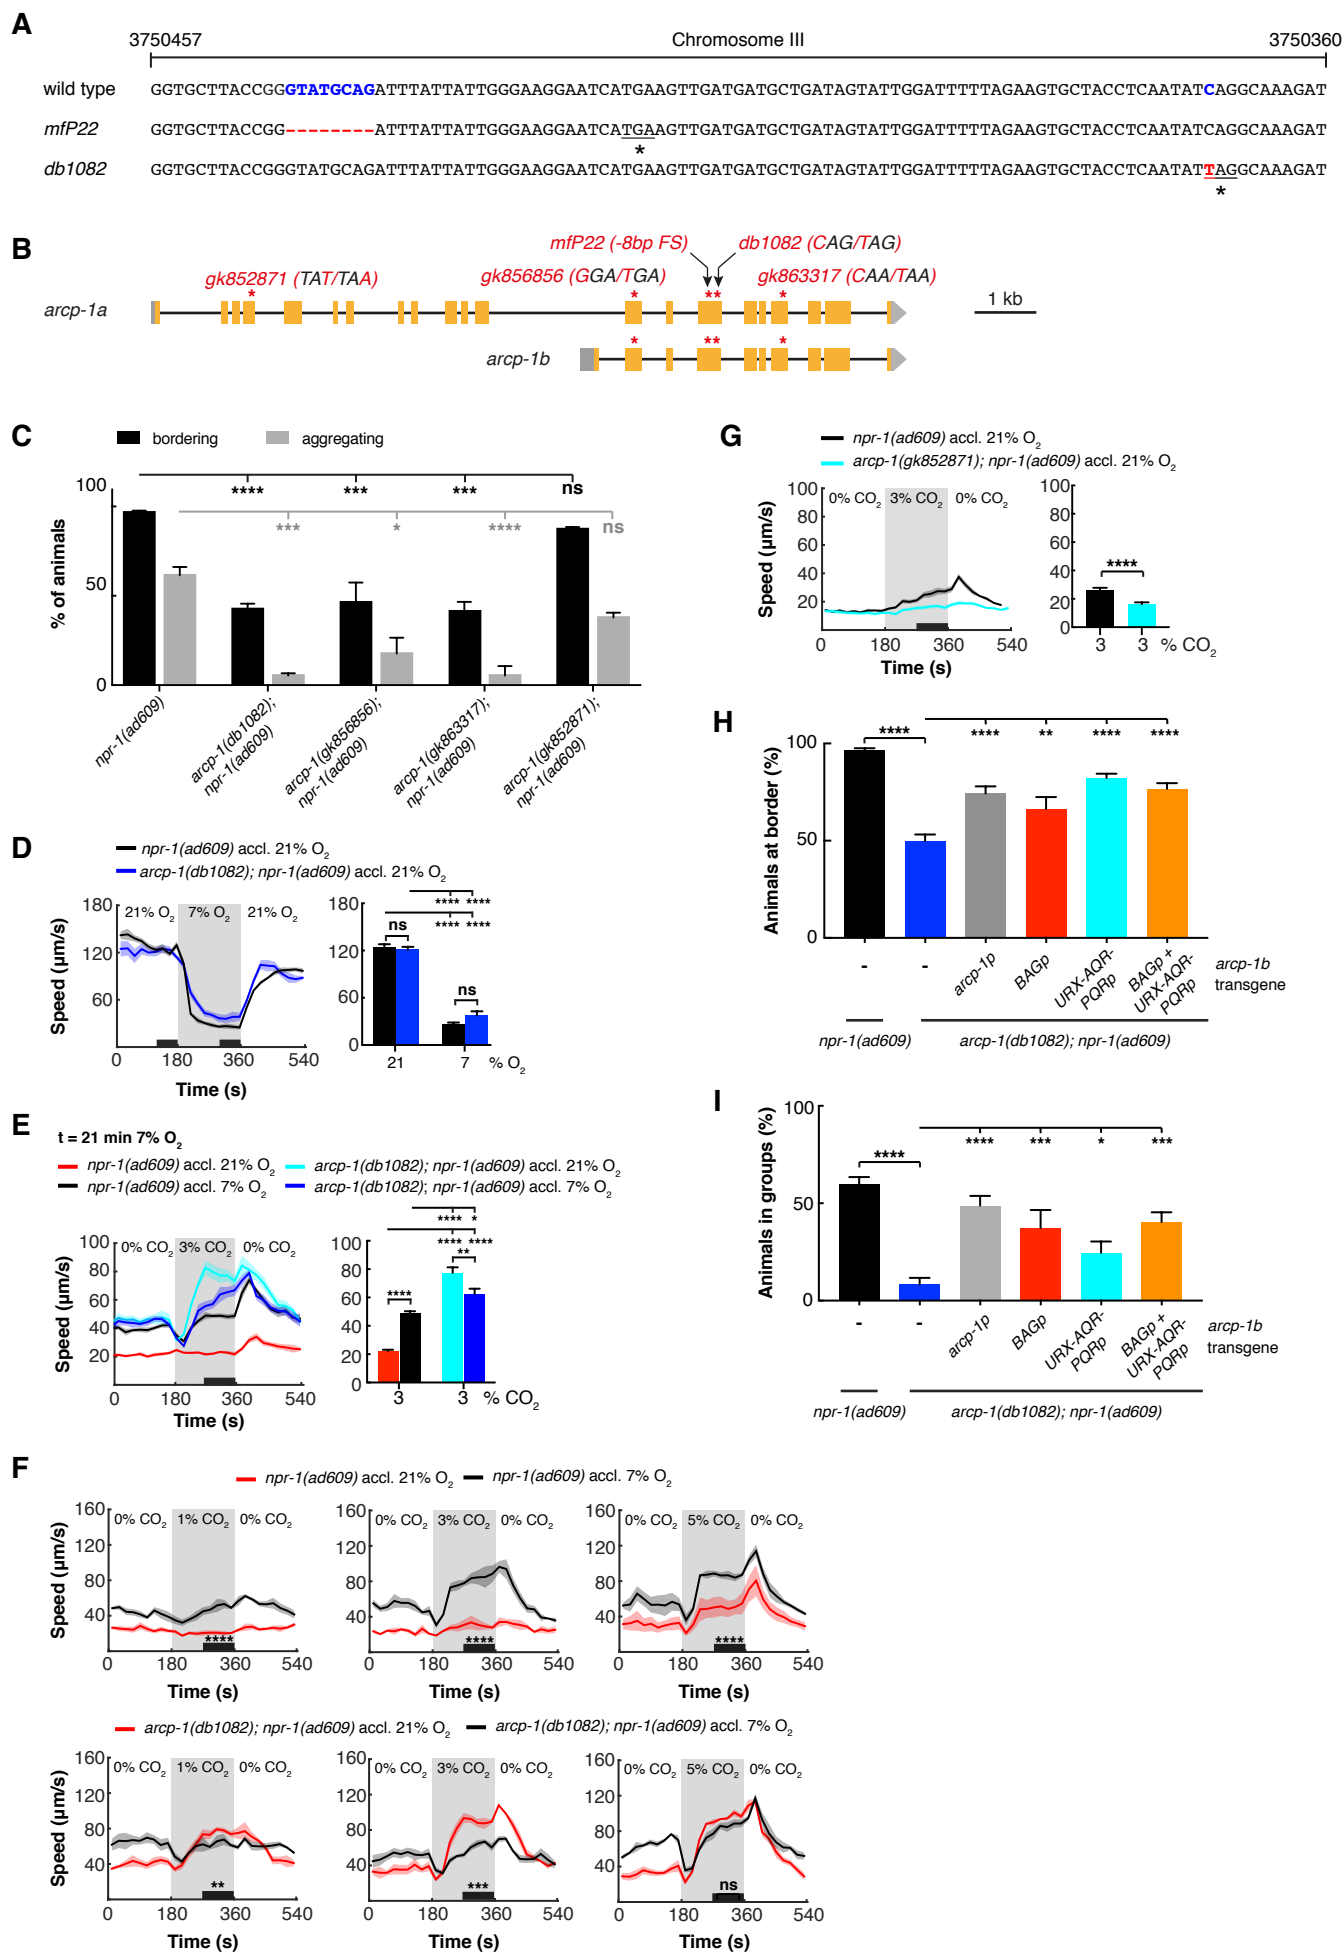

**Figure S5, related to Figures 2 and 3. The ARCP-1B protein, but not ARCP-1A, promotes aggregation behavior and suppresses locomotory arousal by CO<sub>2</sub>.** **A)** Partial sequence of the *arcp-1* gene on chromosome III indicating the 8bp deletion (*mfP22*) in JU1249 and the C/T mutation of the *db1082* allele. Asterisks mark a premature stop codon. **B)** Structure of *arcp-1a* and *arcp-1b* transcripts with the positions of mutations used in this study marked by asterisks. The mutant *gk852871* allele affects only *arcp-1a*, whereas the other alleles affect both transcripts of *arcp-1*. Orange boxes represent exons; 5' and 3' UTRs are shown in gray; lines depict introns. **C)** Bordering and aggregation behaviors of the different *arcp-1* mutants. Animals with a mutation that affects only *arcp-1a* show normal bordering and aggregation, whereas mutants affected in both *arcp-1* isoforms have defects in these behaviors. Bars plot mean  $\pm$  SEM. For each assay, 50-60 animals were transferred to a bacterial lawn and behaviors were scored after 2 hours.  $n \geq 4$  assays for all genotypes. Kruskal-Wallis test with Dunn's correction. **D)** *arcp-1* mutants display normal behavioral responses to an O<sub>2</sub> downshift. Two-way ANOVA with Tukey test;  $n = 6$  assays. **E)** *arcp-1* animals show altered plasticity of CO<sub>2</sub> responses when stimulated with CO<sub>2</sub> many minutes after transfer to 7% O<sub>2</sub>. Animals acclimated to 21% or 7% O<sub>2</sub> were exposed to 7% O<sub>2</sub> in the assay chamber for 24 min before being challenged with 3% CO<sub>2</sub>. Two-way ANOVA with Tukey test;  $n = 6 - 7$  assays. **F)** Experience-dependent plasticity of CO<sub>2</sub> responses in *arcp-1* mutants is affected at different CO<sub>2</sub> concentrations. In *arcp-1* mutants, unlike *npr-1* animals, acclimation to 21% O<sub>2</sub> fails to suppress locomotory arousal at 1%, 3% or 5% CO<sub>2</sub>.  $n = 53 - 67$  animals for *npr-1*,  $n = 62 - 72$  animals for *arcp-1*; *npr-1*. Mann-Whitney *u* test. **G)** Animals defective only in *arcp-1a* do not show the CO<sub>2</sub> phenotype observed in JU1249 and *db1082* animals.  $n = 97$  animals for *npr-1* and  $n = 98$  animals for *arcp-1*; *npr-1*. Mann-Whitney *u* test. **H-I)** The bordering and aggregation phenotypes of *arcp-1*; *npr-1* animals are rescued by expressing *arcp-1b* from its own promoter (*arcp-1p*), by BAG-specific expression using the *flp-17* promoter (*BAGp*), and by cell-specific expression in URX, AQR and PQR from the *gcy-32* promoter (*URX-AQR-PQRp*). Bars plot mean  $\pm$  SEM. For each assay, 50-60 animals were transferred to a bacterial lawn and behaviors were scored after 6 hours.  $n \geq 8$  assays. One-way ANOVA with Holm-Šidák's test. For D-G, 20-30 animals per assay were tested in at least 4 trials for each genotype. Left panel shows mean speed traces (solid lines)  $\pm$  SEM (shaded areas). Black bars indicate the time intervals used for statistical comparisons. Bar graphs plot mean speed  $\pm$  SEM for these intervals. \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$ ; \*\*\*\*  $P < 0.0001$ ; ns, not significant.

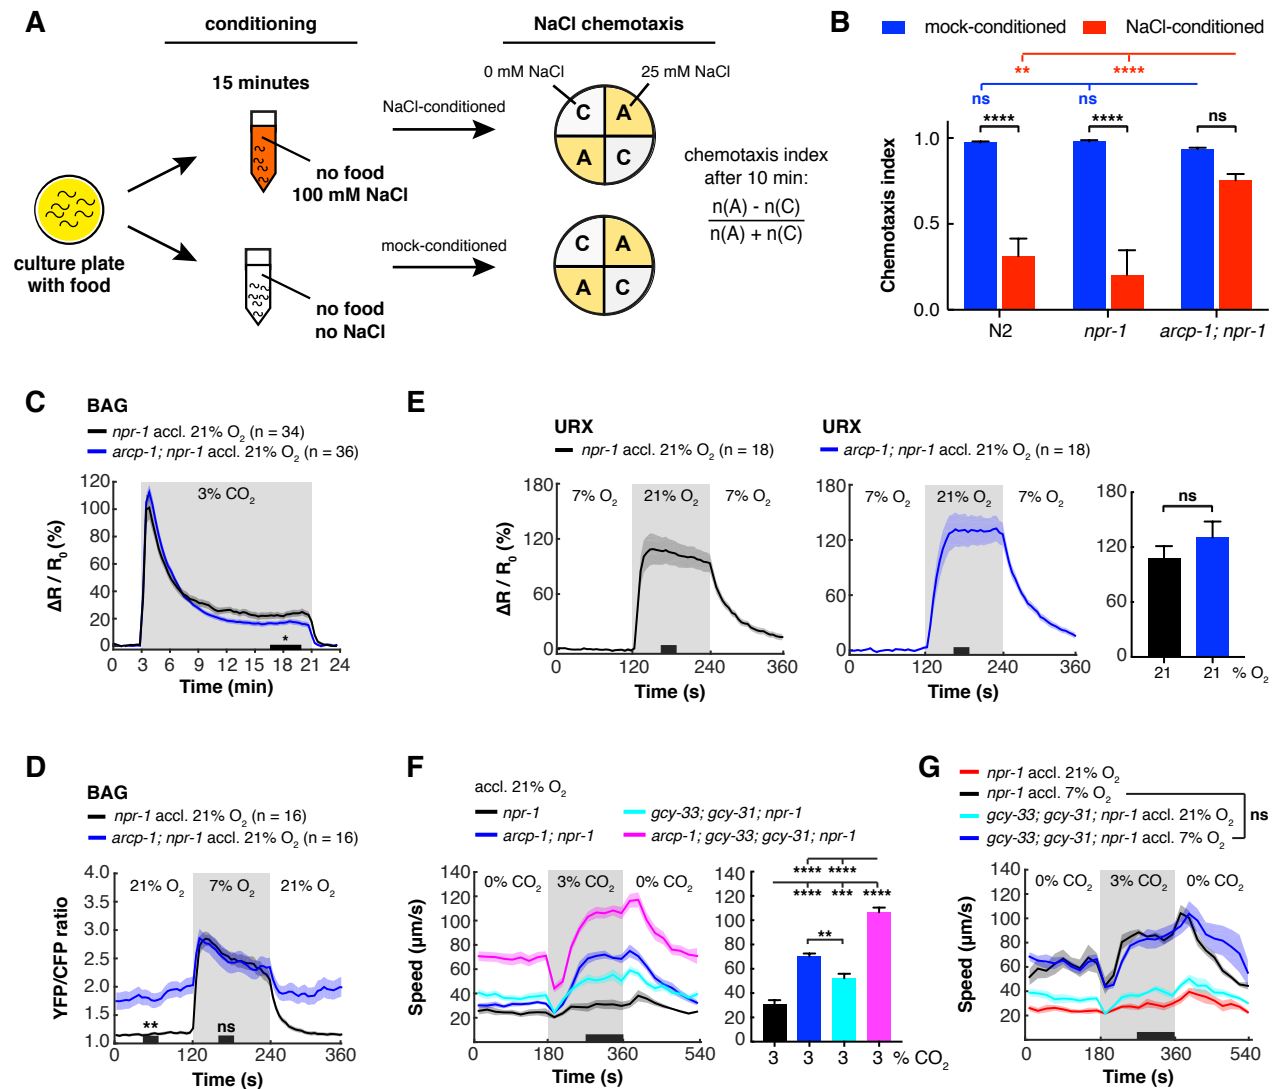

**Figure S6, related to Figures 3 and 4. Sensory responses of *arcp-1* mutants to gustatory and O<sub>2</sub> stimuli.** **A)** Overview of salt-based associative learning assay. Worms were washed off their culture plate and conditioned for 15 minutes in the absence of food in a buffer with NaCl (conditioned) or without (mock-conditioned). After training, worms were placed in the center of a quadrant assay plate and their chemotaxis behavior quantified after 10 min. **B)** Chemotaxis index of mock- and NaCl-conditioned *npr-1* and *arcp-1; npr-1* animals. The N2 reference strain was used as a control for gustatory plasticity. *arcp-1; npr-1* animals show a chemotaxis index similar to that of N2 and *npr-1* animals after mock-conditioning, but are defective in the learned aversive response to NaCl after conditioning with salt in the absence of food. Two-way ANOVA with post-hoc Tukey's test. n = 8 assays with 50-100 animals per trial. **C)** Tonic Ca<sup>2+</sup> response of BAG neurons in response to 3% CO<sub>2</sub>, measured using YC3.60. Mean traces of Ca<sup>2+</sup> activity are plotted as % change in  $R/R_0$ , where R is the fluorescence emission ratio at a given time point and R<sub>0</sub> is its initial value. n = number of animals. Mann-Whitney *u* test. **D)** O<sub>2</sub>-evoked Ca<sup>2+</sup> activity in BAG neurons of *npr-1* and *arcp-1; npr-1* animals, as YFP/CFP ratio of the cameleon sensor YC2.60. n = number of animals. Two-way ANOVA with Šidák test. **E)** Mean traces of URX Ca<sup>2+</sup> activity evoked in *npr-1* and *arcp-1; npr-1* animals by 21% O<sub>2</sub>, measured using YC2.60. n = number of animals. Mann-Whitney *u* test. **F)** *gcy-33; gcy-31; npr-1* mutants show increased locomotory arousal at 3% CO<sub>2</sub>. *arcp-1; gcy-33; gcy-31; npr-1* quadruple mutants show an additive phenotype, indicating that these genes act in at least partly separate pathways to control CO<sub>2</sub> aversion. n = 10 assays with 20-30 animals per trial. One-way ANOVA with Tukey's test. **G)** *gcy-33; gcy-31; npr-1* animals show normal O<sub>2</sub>-dependent modulation of CO<sub>2</sub> escape behavior. Mutant animals respond similarly to *npr-1* control animals when acclimated at 7% O<sub>2</sub>. n = 5 assays with 20-30 animals per trial. Mann-Whitney *u* test.

For C-G, solid lines plot mean and shaded areas indicate SEM. Black bars depict time intervals used for statistical comparisons. Bar graphs plot mean ± SEM for these intervals.

\*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$ ; \*\*\*\*  $P < 0.0001$ ; ns, not significant.

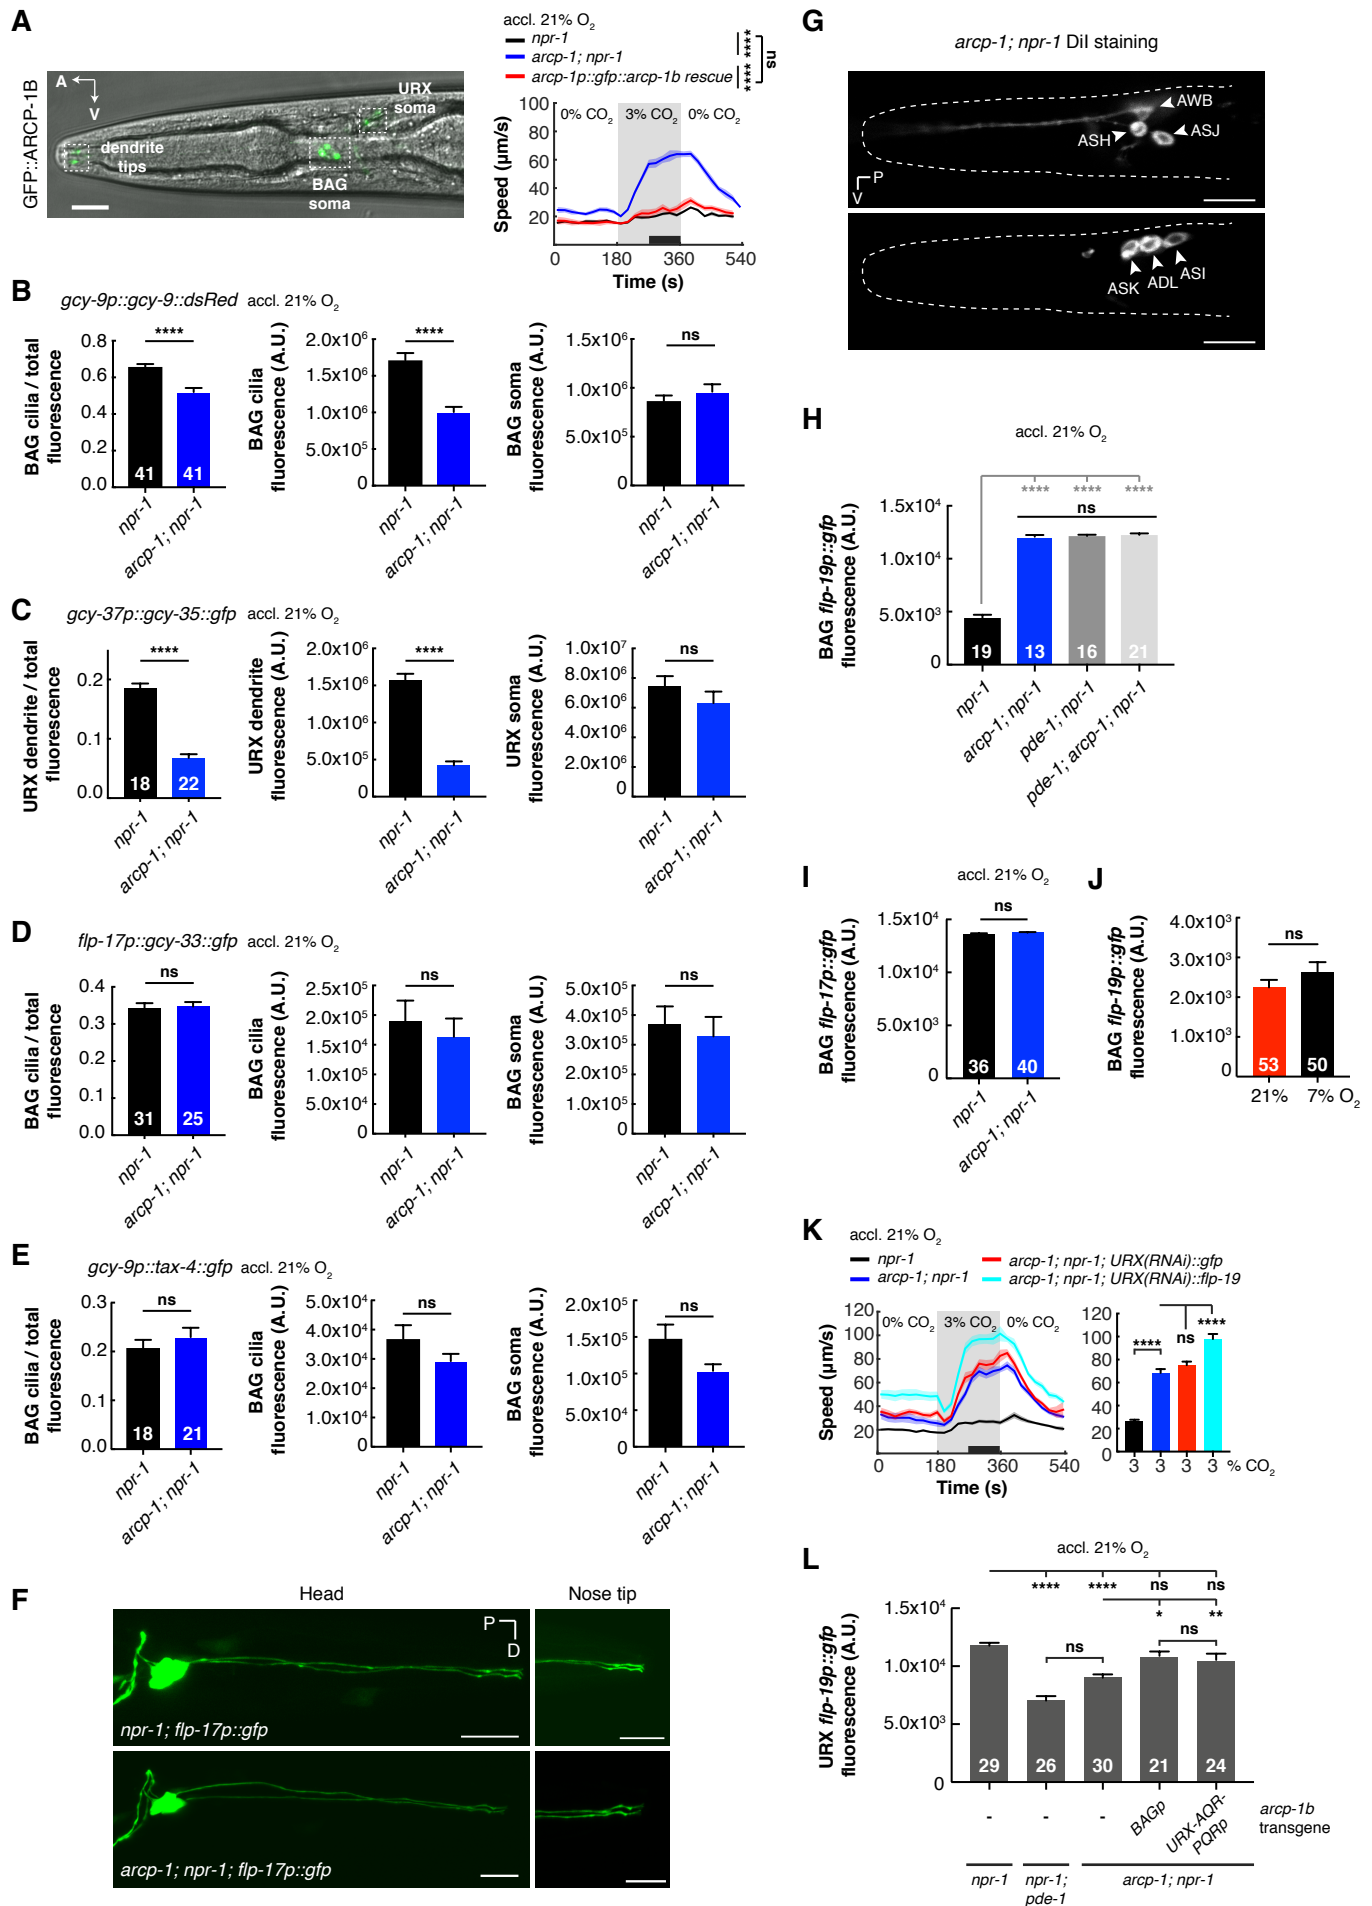

**Figure S7, related to Figures 5 and 6. Ciliary enrichment of molecular signaling components and regulation of neuropeptide expression in CO<sub>2</sub> and O<sub>2</sub> sensors.** **A)** GFP-tagged ARCP-1B is enriched at the sensory endings of BAG neurons. The *arcp-1p::gfp::arcp-1b* transgene expresses a functional GFP-ARCP-1B protein that rescues the locomotory arousal of *arcp-1*; *npr-1* animals at 3% CO<sub>2</sub>. One-way ANOVA with Tukey test.  $n \geq 6$  assays with 20-30 animals per trial. **B-E)** Ciliary enrichment of different tagged signaling molecules in the gas sensors, measured as the ratio of fluorescence at the sensory endings versus the total fluorescence in BAG (dendritic ending + soma). GCY-9: BAG CO<sub>2</sub> receptor; TAX-4: cGMP-gated ion channel subunit; GCY-33: BAG O<sub>2</sub> sensor; GCY-35: URX O<sub>2</sub> sensor.  $n$  (in bars) = number of animals. Mann-Whitney  $u$  test. **F)** Maximum intensity projections of confocal Z-stacks of *npr-1* and *arcp-1*; *npr-1* animals expressing a *flp-17p::gfp* transgene in BAG neurons. *arcp-1* mutants are not overtly defective in dendritic morphology. Scale bar = 10  $\mu$ m. D = dorsal; P = posterior. **G)** DiI staining of amphid sensory neurons in *arcp-1* mutants shows normal dye filling of ciliated neurons. ARCP-1 is expressed in AWB neurons (see Figure 3C). Scale bar = 10  $\mu$ m. V = ventral; P = posterior. **H)** *pde-1*; *arcp-1* double mutants do not show additive phenotypes, suggesting these genes act in the same pathway to regulate *flp-19* expression in BAG.  $n$  (in bars) = number of animals. One-way ANOVA with Tukey test. **I)** Expression of a fluorescent reporter for *flp-17* (*flp-17p::gfp*) is not altered by loss of *arcp-1*.  $n$  (in bars) = number of animals. Mann-Whitney  $u$  test. **J)** Previous O<sub>2</sub> experience does not influence BAG expression of a *flp-19* neuropeptide reporter (*flp-19p::gfp*) in *npr-1* animals.  $n$  (in bars) = number of animals. Mann-Whitney  $u$  test. **K)** CO<sub>2</sub>-evoked locomotory arousal of *arcp-1*; *npr-1* mutants following knockdown of *flp-19* expression in URX neurons by expressing sense and antisense sequences from the *gcy-32* promoter. Knockdown of *flp-19* in the mutant background does not prevent locomotory arousal at 3% CO<sub>2</sub>, and enhances baseline locomotion in the absence of CO<sub>2</sub>; knockdown of *gfp* does not confer any phenotype. One-way ANOVA with Dunnett test.  $n = 11 - 12$  assays with 20-30 animals per trial. **L)** Mean fluorescence  $\pm$  SEM of a *flp-19p::gfp* reporter in URX, indicating that PDE-1 and ARCP-1 promote *flp-19* expression in these neurons. Cell-specific expression of *arcp-1b* in URX. AQR and PQR, using the *gcy-32* promoter, as well as expression in BAG, using the *flp-17* promoter (*BAGp*), rescues this phenotype.  $n$  (in bars) = number of animals. Kruskal-Wallis with Dunn test. For A and K, solid lines depict mean; shaded areas show SEM. Bar graphs plot mean  $\pm$  SEM. \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*\*  $P < 0.0001$ ; ns, not significant.

**Table S1: Strain list, related to STAR Methods.**

| Strain           | Genotype                                                                                                           | Notes                          | Figures                                                    |
|------------------|--------------------------------------------------------------------------------------------------------------------|--------------------------------|------------------------------------------------------------|
| AX1796           | <i>glb-5(Haw) V; npr-1(g320) X</i>                                                                                 | <i>glb-5(Haw); npr-1(215F)</i> | 1A-D                                                       |
| LSJ1             | <i>C. elegans</i> Bristol strain                                                                                   | <i>glb-5(Haw); npr-1(215F)</i> | 1G-H, S1A-B, S2C-D                                         |
| RGD1             | <i>Caenorhabditis angaria</i> wild isolate                                                                         |                                | S1A-C                                                      |
| VX80             | <i>Caenorhabditis latens</i> wild isolate                                                                          |                                | S1A-B, S1D                                                 |
| DF5081           | <i>Caenorhabditis japonica</i> wild isolate                                                                        |                                | S1A-B                                                      |
| JU1904           | <i>Caenorhabditis wallacei</i> wild isolate                                                                        |                                | S1A-B                                                      |
| JU1373           | <i>Caenorhabditis tropicalis</i> wild isolate                                                                      |                                | S1A-B                                                      |
| HK105            | <i>Caenorhabditis briggsae</i> wild isolate                                                                        |                                | S1A-B                                                      |
| JU1422           | <i>Caenorhabditis nigoni</i> wild isolate                                                                          |                                | S1A-B                                                      |
| JU800            | <i>Caenorhabditis sinica</i> wild isolate                                                                          |                                | S1A-B                                                      |
| ED3011           | <i>C. elegans</i> wild isolate                                                                                     |                                | 1B-C, S2A-B                                                |
| ED3073           | <i>C. elegans</i> wild isolate                                                                                     |                                | 1B-C, S2A-B                                                |
| EG4946           | <i>C. elegans</i> wild isolate                                                                                     |                                | 1B-C, S2A-B                                                |
| JU258            | <i>C. elegans</i> wild isolate                                                                                     |                                | 1B-C, S2A-B                                                |
| JU561            | <i>C. elegans</i> wild isolate                                                                                     |                                | 1B-C, S2A-B                                                |
| JU1088           | <i>C. elegans</i> wild isolate                                                                                     |                                | 1B-C, S2A-B                                                |
| JU1248           | <i>C. elegans</i> wild isolate                                                                                     |                                | 1B-C, S2A-B                                                |
| JU1543           | <i>C. elegans</i> wild isolate                                                                                     |                                | 1B-C, S2A-B                                                |
| JU2825           | <i>C. elegans</i> wild isolate                                                                                     |                                | 1B-C, 2A, S2A-B, S3A-C, S4                                 |
| MY16             | <i>C. elegans</i> wild isolate                                                                                     |                                | 1B-E, S2A-B                                                |
| JU1249           | <i>C. elegans</i> wild isolate                                                                                     |                                | 1B-D, 1F-H, 2B, 2F-G, 2K, 4C, S2A-D, S3A-C, S4, S5A-B      |
| AX613            | <i>npr-1(g320) X</i>                                                                                               | <i>npr-1(215F)</i>             | 2G, 2K, 4C                                                 |
| JU3221           | <i>arcp-1(mfP22) III; npr-1(215F) X; mfEx94 [arcp-1p::arcp-1b::sl2::gfp; myo-2p::dsRed2]</i> in JU1249 background  |                                | 2G, 2K                                                     |
| AX204            | <i>npr-1(ad609) X</i>                                                                                              |                                | 2G, 2I-J, 3D, 4D-E, 5F, 6C-G, S5C-I, S6B, S6F-G, S7A, S7K  |
| AX6574<br>AX7324 | <i>arcp-1(db1082) III; npr-1(ad609) X</i> 4x outcrossed<br><i>arcp-1(db1082) III; npr-1(ad609) X</i> 5x outcrossed |                                | 2F-J, 3D, 4D-E, 5F, 6C-E, S5A-F, S5H-I, S6B, S6F, S7A, S7K |

|        |                                                                                                                                                       |                              |               |
|--------|-------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------|---------------|
| AX6723 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx975 [arcp-1p::arcp-1b::sl2::gfp; unc-122p::rfp]</i>                                                        | <i>arcp-1p::arcp-1b</i>      | 2G, 2J        |
| AX7094 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx1050 [arcp-1p::arcp-1b::sl2::mKate; lin-44p::gfp]</i>                                                      | <i>arcp-1p::arcp-1b</i>      | 2I, S5H-I     |
| AX6720 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx974 [arcp-1p::arcp-1a::sl2::gfp; unc-122p::rfp]</i>                                                        | <i>arcp-1p::arcp-1a</i>      | 2J            |
| N2     | <i>C. elegans</i> Bristol strain                                                                                                                      |                              | S3C, S6B      |
| MY10   | <i>C. elegans</i> wild isolate                                                                                                                        |                              | S3C           |
| JU1247 | <i>C. elegans</i> wild isolate                                                                                                                        |                              | S3C           |
| AX6901 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx1002 [fosmid arcp-1p::arcp-1::sl2::gfp; unc-122p::rfp]</i>                                                 |                              | 3C            |
| AX6766 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx984 [gcy-32p::arcp-1b::sl2::gfp; unc-122p::rfp]</i>                                                        | <i>URX-AQR-PQRp::arcp-1b</i> | 3D, 4D        |
| AX6805 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx990 [flp-17p::arcp-1b::sl2::gfp; unc-122p::rfp]</i>                                                        | <i>BAGp::arcp-1b</i>         | 3D, 4D, S5H-I |
| AX6931 | <i>arcp-1(gk856856) III; npr-1(ad609) X</i>                                                                                                           |                              | S5B-C         |
| AX6929 | <i>arcp-1(gk863317) III; npr-1(ad609) X</i>                                                                                                           |                              | S5B-C         |
| AX6927 | <i>arcp-1(gk852871) III; npr-1(ad609) X</i>                                                                                                           |                              | S5B-C, S5G    |
| AX7023 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx1035 [gcy-32p::arcp-1b::sl2::mKate; lin-44p::gfp]</i>                                                      | <i>URX-AQR-PQRp::arcp-1b</i> | S5H-I         |
| AX7095 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx990 [flp-17p::arcp-1b::sl2::gfp; unc-122p::rfp]; dbEx1035 [gcy-32p::arcp-1b::sl2::mKate; lin-44p::gfp]</i> | <i>BAGp + URX-AQR-PQRp</i>   | S5H-I         |
| AX7179 | <i>gcy-9(n4470) npr-1(ad609) X</i>                                                                                                                    |                              | 4E            |
| AX7238 | <i>arcp-1(db1082) III; gcy-9(n4470) npr-1(ad609) X</i>                                                                                                |                              | 4E            |
| AX7116 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbIs20 [arcp-1p::gfp::arcp-1b; unc-122p::rfp]</i>                                                              | <i>GFP-ARCP-1B</i>           | 5B-C, S7A     |
| AX6969 | <i>malt-1(db1194) II; npr-1(ad609) X; dbIs16 [rab-3p::malt-1::gfp; unc-122p::rfp]</i>                                                                 | (1) GFP control              | 5B            |
| AX7082 | <i>EIF-3.L(db1015) II; npr-1(ad609) X; dbIs19 [rab-3p::EIF-3.L::gfp; unc-122p::rfp]</i>                                                               | (2) GFP control              | 5B            |
| AX7419 | <i>npr-1(ad609) X dbEx1075 [flp-17p::pde-1b::gfp; unc-122p::rfp]</i>                                                                                  | <i>PDE-1B-GFP</i>            | 5D-E          |
| AX7422 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx1075 [flp-17p::pde-1b::gfp; unc-122p::rfp]</i>                                                             |                              | 5E            |
| AX2272 | <i>pde-1(ok2924) I; npr-1(ad609) X</i>                                                                                                                |                              | 5F            |
| AX7453 | <i>pde-1(ok2924) I; arcp-1(db1082) III; npr-1(ad609) X</i>                                                                                            |                              | 5F            |
| AX6881 | <i>npr-1(ad609) X dbEx [flp-17p::YC3.60]</i>                                                                                                          |                              | 4A-B, S6C     |
| AX6893 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx [flp-17p::YC3.60]</i>                                                                                     |                              | 4A-B, S6C     |
| AX7842 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx [flp-17p::YC3.60]; dbEx1035 [gcy-32p::arcp-1b::sl2::mKate; lin-44::gfp]</i>                               | <i>URX-AQR-PQRp::arcp-1b</i> | 4B            |
| AX7845 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx [flp-17p::YC3.60] dbEx1172 [gcy-33p::arcp-1b::sl2::mKate; unc-122p::gfp]</i>                              | <i>BAGp::arcp-1b</i>         | 4B            |
| AX3516 | <i>npr-1(ad609) X; dbEx614 [gcy-37p::YC2.60; unc-122p::rfp]</i>                                                                                       |                              | S6E           |
| AX6877 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx614 [gcy-37p::YC2.60; unc-122p::rfp]</i>                                                                   |                              | S6E           |
| AX3432 | <i>npr-1(ad609) X; dbEx623 [flp-17p::YC2.60; F15E11.1::mCherry]</i>                                                                                   |                              | S6D           |
| AX7182 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx623 [flp-17p::YC2.60; F15E11.1::mCherry]</i>                                                               |                              | S6D           |
| AX7656 | <i>gcy-33(ok232) V; gcy-31(ok296) npr-1(ad609) X</i>                                                                                                  |                              | S6F-G         |
| AX7657 | <i>arcp-1(db1082) III; gcy-33(ok232) V; gcy-31(ok296) npr-1(ad609) X</i>                                                                              |                              | S6F           |
| AX7362 | <i>npr-1(ad609) X; wzIs132 [gcy-9p::gcy-9::dsRed]</i>                                                                                                 |                              | S7B           |

|        |                                                                                                                           |                              |                   |
|--------|---------------------------------------------------------------------------------------------------------------------------|------------------------------|-------------------|
| AX7361 | <i>arcp-1(db1082) III; npr-1(ad609) X; wzIs132 [gcy-9p::gcy-9::dsRed]</i>                                                 |                              | S7B               |
| AX7366 | <i>npr-1(ad609) X; wzEx156 [gcy-9p::tax-4::gfp]</i>                                                                       |                              | S7E               |
| AX7365 | <i>arcp-1(db1082) III; npr-1(ad609) X; wzEx156 [gcy-9p::tax-4::gfp]</i>                                                   |                              | S7E               |
| AX2997 | <i>gcy-33(ok232) V; npr-1(ad609) X; dbEx [flp-17p::gcy-33::gfp; unc-122p::rfp]</i>                                        |                              | S7D               |
| AX7315 | <i>arcp-1(db1082) III; gcy-33(ok232) V; npr-1(ad609) X; dbEx [flp-17p::gcy-33::gfp; unc-122p::rfp]</i>                    |                              | S7D               |
| AX6516 | <i>npr-1(ad609) X; dbEx1053 [gcy-37p::gcy-35::HA::gfp::sl2::mCherry]</i>                                                  |                              | S7C               |
| AX7278 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx1053 [gcy-37p::gcy-35::HA::gfp::sl2::mCherry]</i>                              |                              | S7C               |
| AX7019 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx1033 [flp-17p::gfp; unc-122p::rfp]</i>                                         |                              | S7F               |
| AX7021 | <i>npr-1(ad609) X; dbEx1033 [flp-17p::gfp; unc-122p::rfp]</i>                                                             |                              | S7F               |
| AX7268 | <i>npr-1(ad609) X; ynIs34 [flp-19p::gfp]</i>                                                                              |                              | 6A, S7H, S7J, S7L |
| AX7271 | <i>arcp-1(db1082) III; npr-1(ad609) X; ynIs34 [flp-19p::gfp]</i>                                                          |                              | 6A, S7H, S7L      |
| AX7279 | <i>pde-1(ok2924) I; npr-1(ad609) X; ynIs34 [flp-19p::gfp]</i>                                                             |                              | 6A, S7H, S7L      |
| AX7272 | <i>arcp-1(db1082) III; npr-1(ad609) X; ynIs34 [flp-19p::gfp]; dbEx1063 [flp-17p::arcp-1b::sl2::mKate; unc-122p::gfp]</i>  | <i>BAGp::arcp-1b</i>         | 6A, S7L           |
| AX7273 | <i>arcp-1(db1082) III; npr-1(ad609) X; ynIs34 [flp-19p::gfp] dbEx1035 [gcy-32p::arcp-1b::sl2::mKate; lin-44::gfp]</i>     | <i>URX-AQR-PQRp::arcp-1b</i> | 6A, S7L           |
| AX7550 | <i>pde-1(ok2924) I; arcp-1(db1082) III; npr-1(ad609) X; ynIs34 [flp-19p::gfp]</i>                                         |                              | S7H               |
| AX7722 | <i>ynIs34 [flp-19p::gfp] backcrossed 10x in JU2825 background</i>                                                         |                              | 6B                |
| AX7724 | <i>ynIs34 [flp-19p::gfp] backcrossed 10x in JU1249 background</i>                                                         |                              | 6B                |
| AX7726 | <i>dbEx1063 [flp-17p::arcp-1b::sl2::mKate; unc-122p::gfp]; ynIs34 [flp-19p::gfp] backcrossed 10x in JU1249 background</i> |                              | 6B                |
| AX7210 | <i>npr-1(ad609) X; ynIs64 [flp-17p::gfp]</i>                                                                              |                              | S7I               |
| AX7208 | <i>arcp-1(db1082) III; npr-1(ad609) X; ynIs64 [flp-17p::gfp]</i>                                                          |                              | S7I               |
| AX7321 | <i>flp-19(ok2460) npr-1(ad609) X</i>                                                                                      |                              | 6C                |
| AX7322 | <i>arcp-1(db1082) III; flp-19(ok2460) npr-1(ad609) X</i>                                                                  |                              | 6C                |
| AX7754 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx1171 [gcy-33p::gfp (sas); unc-122p::rfp]</i>                                   | <i>BAG(RNAi)::gfp</i>        | 6D-E              |
| AX7760 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx1173 [gcy-33p::flp-19 (sas); unc-122p::rfp]</i>                                | <i>BAG(RNAi)::flp-19</i>     | 6D-E              |
| AX7788 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx1178 [gcy-32p::gfp (sas); unc-122p::rfp]</i>                                   | <i>URX(RNAi)::gfp</i>        | S7K               |
| AX7678 | <i>arcp-1(db1082) III; npr-1(ad609) X; dbEx1153 [gcy-32p::flp-19 (sas); unc-122p::gfp]</i>                                | <i>URX(RNAi)::flp-19</i>     | S7K               |
| AX7793 | <i>npr-1(ad609) X; dbEx1173 [gcy-33p::flp-19 (sas); unc-122p::rfp]</i>                                                    | <i>BAG(RNAi)::flp-19</i>     | 6F                |
| AX7437 | <i>npr-1(ad609) X; dbEx1077 [flp-17p::flp-19::sl2::mKate; unc-122p::gfp]</i>                                              | <i>BAGp::flp-19</i>          | 6G                |

**Table S2, related to STAR Methods. List of primers used in this study.**

| <b>PRIMER</b>                                                                                     | <b>SOURCE</b>            | <b>IDENTIFIER</b> |
|---------------------------------------------------------------------------------------------------|--------------------------|-------------------|
| <i>npr-1</i> genotyping Fw<br>CTCCACCATTTTGCGTATCTTTGT                                            | (Duveau and Félix, 2012) | N/A               |
| <i>npr-1</i> genotyping Rev<br>AGGAAGAGAGAATATGCGGCTAC                                            | (Duveau and Félix, 2012) | N/A               |
| <i>glb-5</i> genotyping Fw<br>GGTGACTCGTTGGATGATGA                                                | (McGrath et al., 2009)   | N/A               |
| <i>glb-5</i> genotyping Rev1<br>GTGATGAGCTCCCATTTTCGT                                             | (McGrath et al., 2009)   | N/A               |
| <i>glb-5</i> genotyping Rev2<br>TTCTGCTCCAGAAGACACGA                                              | (McGrath et al., 2009)   | N/A               |
| <i>nath-10</i> genotyping Fw<br>GCCGGGAACGAGGAAAAGTCAAATG                                         | (Duveau and Félix, 2012) | N/A               |
| <i>nath-10</i> genotyping Rev<br>TTCGGACTCACTGTTCCACTTTTA                                         | (Duveau and Félix, 2012) | N/A               |
| <i>arcp-1</i> genotyping Fw<br>AAACGCAGTTGCAGATTGAA                                               | This paper               | N/A               |
| <i>arcp-1</i> genotyping Rev1<br>TCGATCGATGAAAGACAACG                                             | This paper               | N/A               |
| <i>arcp-1</i> genotyping Rev2<br>GAATTGGTGCTTACCGGATT                                             | This paper               | N/A               |
| <i>arcp-1a</i> cDNA cloning Fw<br>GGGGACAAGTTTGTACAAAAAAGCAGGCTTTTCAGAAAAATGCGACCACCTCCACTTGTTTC  | This paper               | N/A               |
| <i>arcp-1a</i> cDNA cloning Rev<br>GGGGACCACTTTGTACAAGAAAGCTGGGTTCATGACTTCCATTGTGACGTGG           | This paper               | N/A               |
| <i>arcp-1b</i> cDNA cloning Fw<br>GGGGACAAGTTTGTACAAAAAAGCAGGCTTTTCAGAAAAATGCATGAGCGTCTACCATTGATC | This paper               | N/A               |
| <i>arcp-1b</i> cDNA cloning Rev<br>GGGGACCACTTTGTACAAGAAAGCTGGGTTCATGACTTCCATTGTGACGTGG           | This paper               | N/A               |
| <i>pde-1b</i> cDNA cloning Fw<br>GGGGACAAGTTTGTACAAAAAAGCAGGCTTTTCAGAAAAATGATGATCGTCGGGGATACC     | This paper               | N/A               |
| <i>pde-1b</i> cDNA cloning Rev<br>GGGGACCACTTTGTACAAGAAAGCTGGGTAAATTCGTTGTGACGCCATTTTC            | This paper               | N/A               |
| <i>flp-19</i> cDNA cloning Fw<br>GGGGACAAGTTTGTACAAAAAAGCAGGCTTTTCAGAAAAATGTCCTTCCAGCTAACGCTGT    | This paper               | N/A               |
| <i>flp-19</i> cDNA cloning Rev<br>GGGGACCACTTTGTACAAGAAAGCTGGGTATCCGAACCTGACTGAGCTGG              | This paper               | N/A               |

|                                                                                                                                        |                        |     |
|----------------------------------------------------------------------------------------------------------------------------------------|------------------------|-----|
| III_663310 pyrosequencing Fw<br>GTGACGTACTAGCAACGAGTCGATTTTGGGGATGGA                                                                   | This paper             | N/A |
| III_663310 pyrosequencing Rev<br>CACTAGGCAGGTAGGCATTTTT                                                                                | This paper             | N/A |
| III_663310 pyrosequencing Sequencing<br>CCAAACTTTTATAGAGATCA                                                                           | This paper             | N/A |
| Universal biotinylated primer for pyrosequencing<br>[B <sub>tn</sub> ]TAGCAGGATACGACTATC                                               | (Richaud et al., 2018) | N/A |
| Oligo-dT <sub>30</sub> VN for RNA-Seq<br>AAGCAGTGGTATCAACGCAGAGTACT <sub>30</sub> VN where "N" is any base and "V" is either A, C or G | (Picelli et al., 2014) | N/A |
| TSO for RNA-Seq<br>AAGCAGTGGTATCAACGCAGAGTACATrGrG+G with "rG" riboguanosine and "+G" LNA-modified guanosine                           | (Picelli et al., 2014) | N/A |
| IS PCR primer for RNA-Seq<br>AAGCAGTGGTATCAACGCAGAGT                                                                                   | (Picelli et al., 2014) | N/A |

# Supplementary material for: Natural Variation in a Dendritic Scaffold Protein Remodels Experience-Dependent Plasticity by Altering Neuropeptide Expression
**Source:** Neuron. 2020 Jan 8;105(1):106–121.e10. doi: 10.1016/j.neuron.2019.10.001
**Supplement:** Document S2. Article plus Supplemental Information

# Natural Variation in a Dendritic Scaffold Protein Remodels Experience-Dependent Plasticity by Altering Neuropeptide Expression

## Highlights

- Behavioral flexibility varies across *Caenorhabditis* and *C. elegans* wild isolates
- A natural polymorphism in ARCP-1 underpins inter-individual variation in plasticity
- ARCP-1 is a dendritic scaffold protein localizing cGMP signaling machinery to cilia
- Disrupting ARCP-1 alters behavioral plasticity by changing neuropeptide expression

## Authors

Isabel Beets, Gaotian Zhang, Lorenz A. Fenk, Changchun Chen, Geoffrey M. Nelson, Marie-Anne Félix, Mario de Bono

## In Brief

Individuals can vary in their capacity to adapt their behavior to changes in the environment. Beets et al. identify a natural genetic polymorphism that modifies behavioral flexibility by altering the neuromodulatory output of primary sensory neurons.

# Natural Variation in a Dendritic Scaffold Protein Remodels Experience-Dependent Plasticity by Altering Neuropeptide Expression

Isabel Beets,<sup>1</sup> Gaotian Zhang,<sup>2</sup> Lorenz A. Fenk,<sup>1</sup> Changchun Chen,<sup>1</sup> Geoffrey M. Nelson,<sup>1</sup> Marie-Anne Félix,<sup>2,\*</sup> and Mario de Bono<sup>1,3,4,\*</sup>

<https://doi.org/10.1016/j.neuron.2019.10.001>

## SUMMARY

The extent to which behavior is shaped by experience varies between individuals. Genetic differences contribute to this variation, but the neural mechanisms are not understood. Here, we dissect natural variation in the behavioral flexibility of two *Caenorhabditis elegans* wild strains. In one strain, a memory of exposure to 21% O<sub>2</sub> suppresses CO<sub>2</sub>-evoked locomotory arousal; in the other, CO<sub>2</sub> evokes arousal regardless of previous O<sub>2</sub> experience. We map that variation to a polymorphic dendritic scaffold protein, ARCP-1, expressed in sensory neurons. ARCP-1 binds the Ca<sup>2+</sup>-dependent phosphodiesterase PDE-1 and co-localizes PDE-1 with molecular sensors for CO<sub>2</sub> at dendritic ends. Reducing ARCP-1 or PDE-1 activity promotes CO<sub>2</sub> escape by altering neuropeptide expression in the BAG CO<sub>2</sub> sensors. Variation in ARCP-1 alters behavioral plasticity in multiple paradigms. Our findings are reminiscent of genetic accommodation, an evolutionary process by which phenotypic flexibility in response to environmental variation is reset by genetic change.

## INTRODUCTION

Animals reconfigure their behavior and physiology in response to experience, and many studies highlight mechanisms underlying such plasticity (Bargmann, 2012; Owen and Brenner, 2012). While plasticity is presumed crucial for evolutionary success, it has costs and often varies across species and between individuals (Coppens et al., 2010; Dewitt et al., 1998; Mery, 2013; Niemelä et al., 2013). Variation in behavioral flexibility is thought to underlie inter-individual differences in cognitive ability and capacity to cope with environmental challenges (Coppens et al., 2010; Niemelä et al., 2013). The genetic and cellular basis of inter-individual variation in experience-dependent plasticity is, however, poorly understood.

Genetic accommodation and assimilation are concepts used to describe variation in plasticity on an evolutionary timescale. Waddington and Schmalhausen suggested genetic assimilation occurs when a phenotype initially responsive to the environment becomes fixed in a specific state (Renn and Schumer, 2013; Schmalhausen, 1949; Waddington, 1942, 1953). This loss of plasticity may reflect genetic drift or selection against the costs of expressing adaptive behaviors (Niemelä et al., 2013). Studies of genetic assimilation led to the broader concept of genetic accommodation, referring to evolutionary genetic variation leading to any change in the environmental regulation of a phenotype (Crispo, 2007; West-Eberhard, 2005). Many studies in insects, fish, rodents, and primates highlight inter-individual variation in behavioral plasticity; in some cases this has been shown to be heritable (Dingemanse and Wolf, 2013; Izquierdo et al., 2007; Mery et al., 2007), but the mechanisms responsible for these differences remain enigmatic.

Many animals use gradients of respiratory gases to help locate prey, mates, or predators and have evolved sophisticated behavioral responses to environmental changes in oxygen (O<sub>2</sub>) and carbon dioxide (CO<sub>2</sub>) levels (Carrillo and Hallem, 2015; Cummins et al., 2014; Guerenstein and Hildebrand, 2008; Prabhakar and Semenza, 2015). Where studied, behavioral responses to CO<sub>2</sub> have been shown to depend on environmental context, past experience, and life stage (Carrillo et al., 2013; Fenk and de Bono, 2017; Guillermin et al., 2017; Hallem and Sternberg, 2008; Sachse et al., 2007; Vulesevic et al., 2006). This flexibility makes CO<sub>2</sub>-sensing an attractive paradigm to study natural variation in behavioral plasticity.

CO<sub>2</sub> responses in *Caenorhabditis elegans* are sculpted by previous O<sub>2</sub> experience (Carrillo et al., 2013; Fenk and de Bono, 2017; Kodama-Namba et al., 2013). Acclimation to surface O<sub>2</sub> levels (i.e., 21%) generates a memory that suppresses aversion of high CO<sub>2</sub>. The O<sub>2</sub> memory is written over hours by O<sub>2</sub> sensors, called URX, AQR, and PQR, whose activity is tonically stimulated by 21% O<sub>2</sub> (Busch et al., 2012; Fenk and de Bono, 2017). 21% O<sub>2</sub> is itself aversive to *C. elegans*, most likely because it signals surface exposure (Gray et al., 2004; Persson et al., 2009). By suppressing CO<sub>2</sub> aversiveness, *C. elegans* acclimated to 21% O<sub>2</sub> may increase their chance of escaping the surface into buried environments with elevated CO<sub>2</sub> (Fenk and de Bono, 2017).

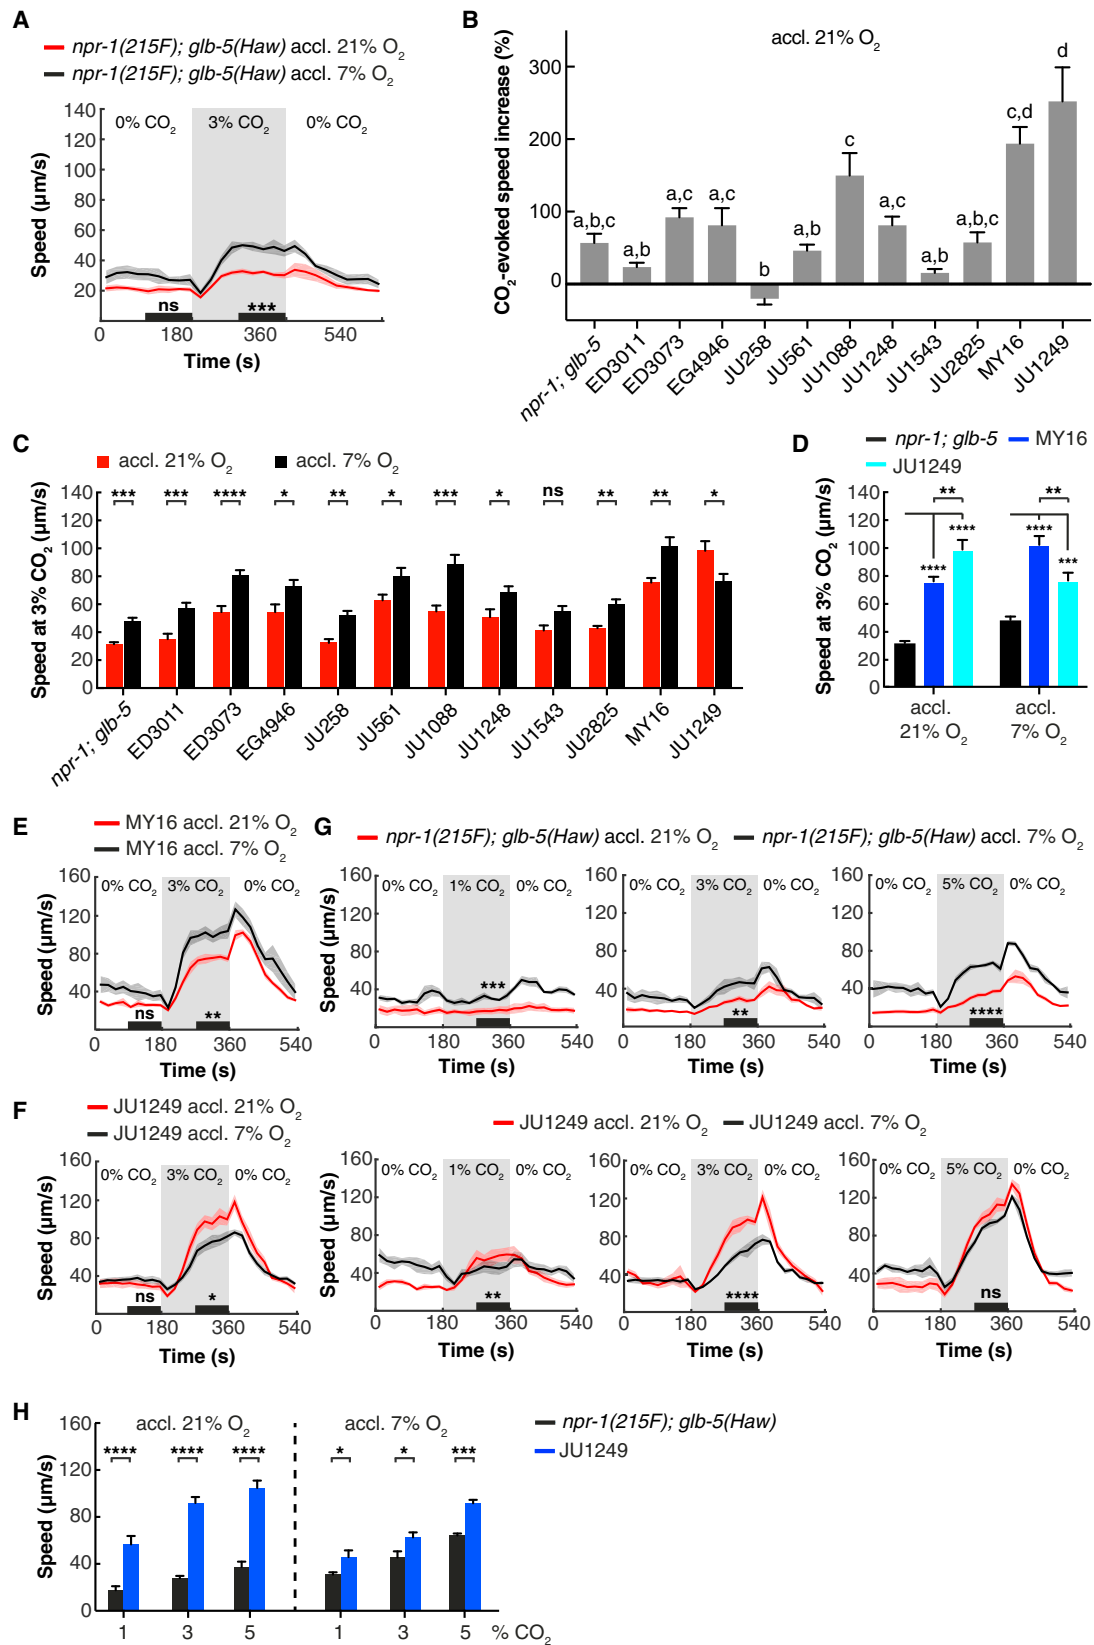

(legend on next page)

Here, we show that the impact of O<sub>2</sub> experience on CO<sub>2</sub> aversion varies across *Caenorhabditis* species and between wild *C. elegans* isolates. By characterizing differences between *C. elegans* isolates, we identify a polymorphism in a dendritic ankyrin-repeat scaffold protein, ARCP-1, that alters plasticity in one strain. ARCP-1 biochemically interacts with the conserved cyclic nucleotide phosphodiesterase PDE-1 and localizes it with molecular sensors for CO<sub>2</sub> to the dendritic ends of BAG sensory neurons. Disrupting ARCP-1 resets CO<sub>2</sub> sensitivity and experience-dependent plasticity of CO<sub>2</sub> escape, in part by altering neuropeptide expression and conferring strong aversion to CO<sub>2</sub>.

## RESULTS

### Natural Variation in Experience-Dependent Plasticity in *Caenorhabditis*

In *C. elegans*, a memory of recent O<sub>2</sub> levels reprograms aversive responses to CO<sub>2</sub> (Fenk and de Bono, 2017). We hypothesized this experience-dependent plasticity is evolutionarily variable. To investigate this, we compared the CO<sub>2</sub> responses of different *Caenorhabditis* species grown at 21% or 7% O<sub>2</sub> (Figure S1A). Animals were transferred to a thin bacterial lawn in a microfluidic chamber kept at 7% O<sub>2</sub>, stimulated with 3% CO<sub>2</sub>, and their behavioral responses quantified. We used a background level of 7% O<sub>2</sub> in all assays because *C. elegans* dwell locally at this O<sub>2</sub> concentration, making locomotory arousal by CO<sub>2</sub> prominent. By contrast, 21% O<sub>2</sub> evokes sustained rapid movement, making CO<sub>2</sub> responses above this high baseline proportionally small. As a representative *C. elegans* strain, we used LSJ1, a wild-type (N2-like) laboratory strain bearing natural alleles of the neuropeptide receptor *npr-1*(215F) and the neuroglobin *glb-5*(Haw). We did not use the standard N2 strain, because it has acquired mutations in *npr-1* and *glb-5* that confer gas-sensing defects (McGrath et al., 2009; Persson et al., 2009). As expected, *C. elegans* was aroused more strongly by CO<sub>2</sub> when acclimated to 7% O<sub>2</sub> (Figure S1B). By contrast, O<sub>2</sub> experience did not alter the absolute speed of representative strains of *C. latens* and *C. angaria* at 3% CO<sub>2</sub> (Figure S1B). Because *C. angaria* was not aroused by 3% CO<sub>2</sub>, we tested its response to 5% and

10% CO<sub>2</sub>. These levels evoked locomotory arousal that, as in *C. elegans*, was stronger in animals acclimated to 7% O<sub>2</sub> (Figure S1C). Thus, *C. angaria* is less sensitive to CO<sub>2</sub> than *C. elegans*, but its arousal by CO<sub>2</sub> remains dependent on O<sub>2</sub> experience. By contrast, CO<sub>2</sub> responses of *C. latens* were unaffected by previous O<sub>2</sub> experience at any concentration tested (Figure S1D). Unexpectedly, acclimation to 7% O<sub>2</sub> suppressed rather than enhanced the locomotory response of *C. nigoni* to CO<sub>2</sub> (Figure S1B). Thus, the effect of O<sub>2</sub> memory on CO<sub>2</sub>-evoked behavioral responses is evolutionarily variable.

### Effect of O<sub>2</sub> Memory on CO<sub>2</sub> Responses Varies between *C. elegans* Wild Isolates

Our findings prompted us to seek intra-species variation in how O<sub>2</sub> experience influences CO<sub>2</sub> responses, by studying a genetically diverse collection of wild *C. elegans* isolates (Figure S2A). Most strains responded like the reference strain (Figures 1A–1C and S2A). However, two isolates, the French JU1249 and German MY16 strains, responded more strongly than other isolates to a rise in CO<sub>2</sub> regardless of O<sub>2</sub> experience (Figures 1B and 1D). For MY16 CO<sub>2</sub> aversion was stronger when animals were acclimated to 7% O<sub>2</sub>, recapitulating the cross-modulation of CO<sub>2</sub> responses observed in most strains (Figures 1C and 1E). By contrast, JU1249 animals acclimated to 21% O<sub>2</sub> further enhanced rather than suppressed CO<sub>2</sub> escape (Figures 1C and 1F). To probe further if the O<sub>2</sub>-dependent plasticity of CO<sub>2</sub> escape had changed in JU1249, we quantified escape responses at different CO<sub>2</sub> concentrations. *npr-1*; *glb-5* control animals always responded more strongly to CO<sub>2</sub> when acclimated to 7% O<sub>2</sub>, but this was not the case for JU1249 at any CO<sub>2</sub> concentration tested (Figure 1G). CO-evoked arousal was stronger in JU1249 animals acclimated to 21% O<sub>2</sub> than in those acclimated to 7% O<sub>2</sub> (Figure 1H), suggesting that JU1249 fails to suppress CO<sub>2</sub> escape at 21% O<sub>2</sub>.

The increased locomotory arousal of JU1249 and MY16 in response to CO<sub>2</sub> could reflect reduced inhibitory input from the neural circuit signaling 21% O<sub>2</sub>. To probe this, we asked if these isolates show altered behavioral responses to 21% O<sub>2</sub>. All isolates we tested responded similarly when we switched O<sub>2</sub> from 7% to 21% (Figure S2B), suggesting they retained a functional O<sub>2</sub>-sensing circuit.

### Figure 1. Natural Variation in the Regulation of CO<sub>2</sub> Escape by Previous O<sub>2</sub> Experience

(A) A *C. elegans* reference strain is more strongly aroused by CO<sub>2</sub> when acclimated to 7% rather than 21% O<sub>2</sub>. Two-way ANOVA with Šidák test; n = 6 assays. In this, and all subsequent figures, the background O<sub>2</sub> level in the assay is 7%.

(B) Natural variation in the CO<sub>2</sub> response of *C. elegans* wild isolates acclimated to 21% O<sub>2</sub>. Bars represent average increase in speed ± SEM when CO<sub>2</sub> rises from 0% to 3%. The CO<sub>2</sub>-evoked speed increase is significantly different (p < 0.05) between isolates labeled with different letters (a–d). One-way ANOVA with Tukey test; n = 6 assays.

(C) The effect of O<sub>2</sub> memory on CO<sub>2</sub> responses in wild *C. elegans* isolates. Bars show mean ± SEM for time intervals indicated in (A) and Figure S2A. Two-way ANOVA with Šidák test; n = 6 assays.

(D) JU1249 and MY16 are more strongly aroused by CO<sub>2</sub>, regardless of previous O<sub>2</sub> experience. Bars plot mean ± SEM. Two-way ANOVA with Tukey test; n = 6 assays.

(E and F) CO<sub>2</sub> responses of MY16 (E) and JU1249 (F) animals acclimated to 21% or 7% O<sub>2</sub>. Two-way ANOVA with Šidák test; n = 6 assays.

(G) Acclimation to 21% O<sub>2</sub> in JU1249, unlike the reference strain LSJ1, enhances rather than suppresses locomotory arousal at different CO<sub>2</sub> concentrations. n = 30–61 animals for *npr-1*; *glb-5*, n = 59–66 animals for JU1249. Mann-Whitney U test.

(H) CO<sub>2</sub> arousal is increased more strongly in JU1249 animals acclimated to 21% rather than 7% O<sub>2</sub>. Bars plot mean ± SEM for time intervals indicated in (G). Two-way ANOVA with Šidák test. n = 4 assays.

For (A), (E), and (F), solid lines plot mean and shaded areas show SEM. Black bars indicate time intervals used for statistical comparisons. For (A)–(H), 20–30 animals were assayed in at least 4 trials for each condition. \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001; \*\*\*\*p < 0.0001; ns, not significant. See also Figures S1 and S2.

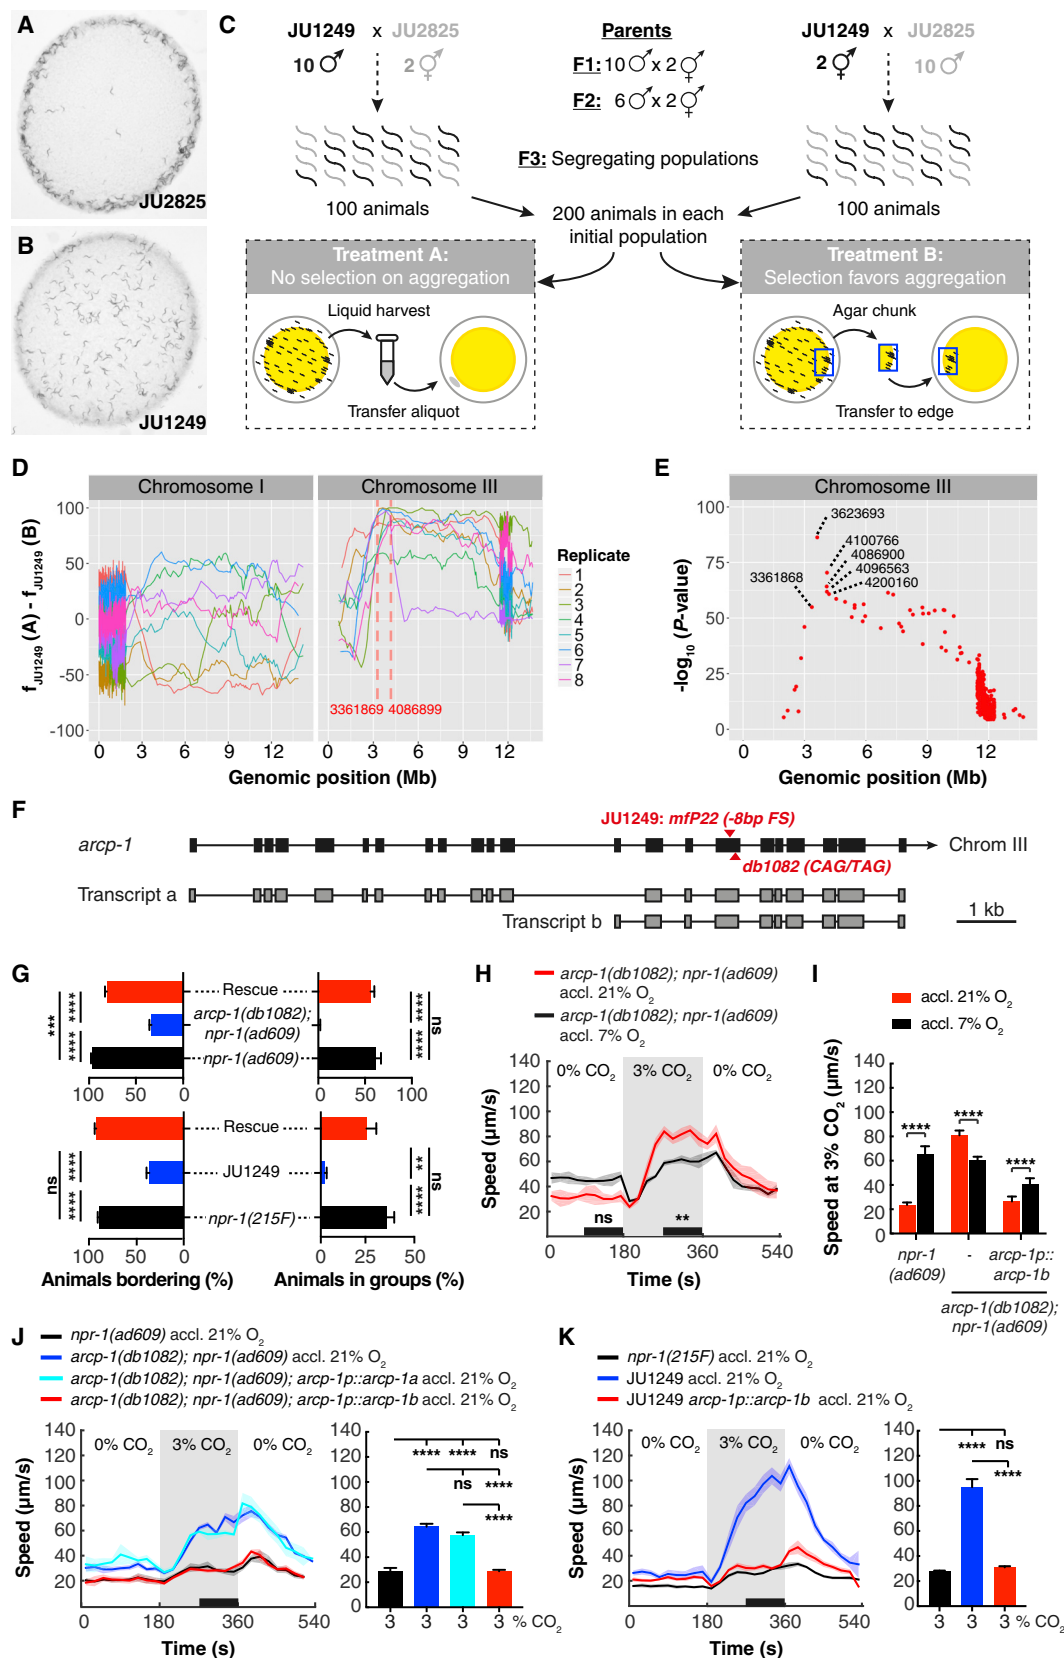

(legend on next page)

In our assays, we exposed animals acclimated to 21% O<sub>2</sub> to a downshift to 7% O<sub>2</sub> 3 min before the CO<sub>2</sub> stimulus. To ask if this drop in O<sub>2</sub>, rather than O<sub>2</sub> experience, altered the CO<sub>2</sub> response in JU1249, we extended the time animals spent at 7% O<sub>2</sub> prior to receiving the CO<sub>2</sub> stimulus to 24 min. JU1249 was still more strongly aroused by CO<sub>2</sub> when acclimated to 21% rather than 7% O<sub>2</sub>; as expected, O<sub>2</sub> experience had the opposite effect on plasticity in *npr-1*; *glb-5* controls (Figure S2C). We also compared the behavioral responses of JU1249 and *npr-1*; *glb-5* animals to a 21% to 7% O<sub>2</sub> stimulus and found no significant differences (Figure S2D). Thus, the ability of an O<sub>2</sub> memory to modify CO<sub>2</sub> escape appears to be altered in JU1249, recapitulating the phenotype observed in *C. nigoni*.

### Natural Variation in the Ankyrin Repeat Protein ARCP-1 Alters Plasticity of CO<sub>2</sub> Responses

We sought the genetic changes conferring altered plasticity of CO<sub>2</sub> responses in JU1249. Besides altering this phenotype, JU1249 exhibited reduced aggregation and bordering behavior on an *E. coli* food lawn compared to other *C. elegans* wild isolates (Figures 2A and 2B). We speculated JU1249 aggregated poorly because increased avoidance of CO<sub>2</sub> shifted the balance between attraction and repulsion as aerobic animals come together. In this model, the aggregation phenotype, which is easy to score, is linked to altered JU1249 CO<sub>2</sub> responses.

Before testing this hypothesis, we ruled out the possibility that JU1249 is genetically contaminated by the non-aggregating N2 lab strain, by genotyping the *npr-1*, *glb-5*, and *nath-10* loci, which have acquired polymorphisms during N2 domestication (Duveau and Félix, 2012; McGrath et al., 2009; Persson et al., 2009; Weber et al., 2010). JU1249 exhibited the natural alleles found in other wild isolates at all three loci (Figure S3).

To map the JU1249 aggregation defect, we used a selection-based quantitative trait locus (QTL) mapping approach in which we crossed JU1249 to the aggregating *C. elegans* wild isolate JU2825 (Figure 2A). To find conditions for selection-based QTL mapping, we first defined two treatments that differentially selected for aggregating and solitary animals and performed

competition tests between JU1249 and JU2825 under these treatments. Starting with a 50:50% mix of each strain, JU1249 (solitary) outcompeted JU2825 (aggregating) when the populations were transferred by liquid harvest and aliquot (Figure S4A, treatment A), indicating that JU1249 has higher fitness in these conditions than JU2825. When cultivated by transferring an agar chunk from the border of the food lawn, where aggregating animals accumulate (Figure S4A, treatment B), JU2825 outcompeted JU1249, which indicates the aggregation trait in *C. elegans* is selectable. We used treatments A and B as selection regimes on populations of cross-progenies of JU1249 and JU2825 (Figure 2C), sequenced their genomes, and compared allele frequencies of paired replicate populations under the two treatments (Data S1; STAR Methods). Populations selected for aggregation (treatment B) were expected to have higher frequencies of JU2825 alleles at the QTL that affect the variation in aggregation behavior compared to the paired populations (treatment A). Our analysis showed large variation in allele frequencies among replicates, suggesting founder effects due to the moderate population sizes in the first crosses (Figures 2D and S4B). We used two criteria to identify candidate QTL regions associated with the aggregation phenotype. First, we identified regions that show consistent differences in allele frequencies among all replicate pairs for the two treatments (Figures S4B and S4C). Second, we narrowed down these regions by examining replicates for the position of the closest recombination event that was selected (Figure S4D). Based on these criteria, we identified a genomic interval on chromosome III (3361869–4086899 bp) as a candidate region, showing a highly significant difference in allele frequencies among the eight population pairs (Figures 2E and S4C).

The 725 kb QTL region in JU1249 contained 3 polymorphisms in protein-coding genes compared to N2 and JU2825 (Data S1J). An 8 bp deletion (*mfp22*) in the open reading frame of the gene F34D10.6, which we named *arcp-1* (for ankyrin repeat containing protein, see below), stood out as a promising candidate for two reasons. First, *mfp22* is the only polymorphism predicted to abolish protein function (Data S1J and S1K), introducing a

### Figure 2. Natural Variation in ARCP-1 Alters CO<sub>2</sub> Responses

(A and B) Individuals of JU2825, like most *C. elegans* wild isolates, aggregate at the border of an *E. coli* lawn (A). By contrast, JU1249 animals disperse across the lawn (B).

(C) Selection-based QTL mapping approach to establish the genetic basis of solitary behavior in JU1249.

(D) Line plots showing differences in JU1249 allele frequencies between treatment A and B for each replicate pair, using a sliding window 5 single-nucleotide polymorphisms (SNPs) wide and a step size of one SNP. Replicates are indicated by different colors. Chromosome I shows little consistent deviations from equal frequencies in the two treatments, whereas chromosome III shows a strong enrichment at the 3–4 Mb interval.

(E) Read-count frequency differences between treatment A and B analyzed for consistency across eight replicates using the Cochran-Mantel-Haenszel test. Only chromosome III is shown. p values are shown as  $-\log_{10}$  (p value) adjusted by the Bonferroni correction.

(F) Gene structure of *arcp-1* (F34D10.6). Boxes represent exons and lines indicate introns. The wild isolate JU1249 has an 8 bp deletion that introduces a frameshift. The *db1082* allele, isolated in a genetic screen for aggregation-defective mutants, replaces a Gln codon with a premature stop codon.

(G) Wild-type *arcp-1b* rescues bordering and aggregation phenotypes of JU1249 and *db1082* animals. For each assay, 50–60 animals were transferred to a bacterial lawn and behaviors were scored after 6 h. One-way ANOVA with Tukey test.  $n \geq 6$  assays.

(H) *arcp-1(db1082)* animals, like JU1249, fail to suppress CO<sub>2</sub> responses when acclimated to 21% O<sub>2</sub>.  $n = 5$ –6 assays. Two-way ANOVA with Sidák test.

(I) Expressing wild-type *arcp-1* restores the O<sub>2</sub>-dependent modulation of CO<sub>2</sub> responses in *arcp-1*; *npr-1* mutants.  $n = 67$ –105 animals. Mann-Whitney U test.

(J) An *arcp-1b* transgene, but not *arcp-1a*, rescues the enhanced locomotory arousal evoked by CO<sub>2</sub> in *arcp-1*; *npr-1* animals acclimated to 21% O<sub>2</sub>.  $n \geq 4$  assays for all genotypes. One-way ANOVA with Tukey test.

(K) An *arcp-1b* transgene rescues the enhanced CO<sub>2</sub> response of JU1249 animals acclimated to 21% O<sub>2</sub>.  $n = 6$  assays. One-way ANOVA with Tukey test.

For (H)–(K), each genotype was tested in at least 4 assays with 20–30 animals per trial. Solid lines plot mean; shaded areas show SEM; horizontal black bars indicate time intervals for statistical comparisons; vertical bars plot mean  $\pm$  SEM. \*\*p < 0.01; \*\*\*p < 0.001; \*\*\*\*p < 0.0001; ns, not significant.

See also Figures S3, S4, and S5 and Data S1 and S2.

frameshift and premature stop codon in both transcripts of the *arcp-1* gene (Figures 2F and S5A). Second, we independently found several alleles of *arcp-1* in a collection of sequenced mutants that suppress aggregation behavior of *npr-1(null)* animals, including two that introduced premature stop codons. The number and kind of these alleles made it likely that disrupting *arcp-1* caused an aggregation defect. Consistent with this hypothesis, the aggregation defect of one strain (*db1082* allele) mapped to a 1 Mb interval on chromosome III, centered on *arcp-1* (Figures 2F and S5A). Two mutants from the million mutation project (Thompson et al., 2013), harboring *arcp-1* alleles (*gk856856* and *gk863317*) that introduce premature stop codons, were also defective in aggregation and bordering (Figures S5B and S5C). To show conclusively that mutations in *arcp-1* disrupt aggregation, we performed transgenic rescue experiments. Expressing wild-type *arcp-1* in JU1249 or in *arcp-1(db1082); npr-1(null)* mutants restored aggregation and bordering behavior (Figure 2G).

To gain insight into the distribution of the *arcp-1(mfP22)* polymorphism in *C. elegans*, we examined other wild isolates. Our analysis suggests *mfP22* is a rare allele, because we did not find it in a set of 151 worldwide *C. elegans* isolates, including MY16 (Data S2).

Does disrupting *arcp-1* alter responses to CO<sub>2</sub>? *arcp-1(db1082); npr-1(null)* animals behaved like JU1249: they showed no overt defect in their response to a 21%-to-7% O<sub>2</sub> downshift (Figure S5D) but failed to suppress escape from different CO<sub>2</sub> concentrations when acclimated to 21% O<sub>2</sub> (Figures 2H, S5E, and S5F). A wild-type *arcp-1* transgene rescued this CO<sub>2</sub> plasticity defect (Figure 2I). *arcp-1* is thus required for animals acclimated to 21% O<sub>2</sub> to suppress escape from high CO<sub>2</sub> environments.

Gene predictions and cDNA cloning revealed *arcp-1a* and *arcp-1b* transcripts that overlap at their 3' end (Figure 2F; Wormbase WS265). The *db1082* and *mfP22* alleles affect both *arcp-1* transcripts (Figure 2F). Expressing *arcp-1b* fully rescued the heightened CO<sub>2</sub> response of these animals, whereas a transgene for the longer *arcp-1a* transcript did not (Figures 2J and 2K). A mutation that only disrupted *arcp-1a* also failed to recapitulate the enhanced CO<sub>2</sub> response and aggregation phenotype of mutants defective in both *arcp-1* transcripts (Figures S5C and S5G). Thus *arcp-1*, and more specifically the product of its *b* transcript, is required for animals to suppress CO<sub>2</sub> escape following acclimation to 21% O<sub>2</sub>.

### ARCP-1 Acts in BAG Sensory Neurons to Suppress CO<sub>2</sub> Escape Behavior

*arcp-1* encodes an ankyrin repeat protein (Figure 3A) homologous to *C. elegans* ankyrin UNC-44 and vertebrate ankyrins (Otsuka et al., 1995). These proteins are important for the subcellular localization of neural signaling complexes (e.g., anchoring components of the axon initial segment and allowing cyclic nucleotide-gated channels to accumulate in photoreceptor cilia) (Kizhatil et al., 2009; Leterrier et al., 2017; Maniar et al., 2011). Besides ankyrin repeats, ARCP-1 contains a DPY-30 domain (Figure 3A). Both domains are common protein interaction motifs that regulate the function and spatial organization of diverse signaling complexes (Gopal et al., 2012; Jones and Svitkina,

2016; Monteiro and Feng, 2017; Sivadas et al., 2012). ARCP-1's domain structure suggests it serves a similar role trafficking or localizing signaling proteins in the nervous system.

A fosmid-based bicistronic transgene that co-expressed *arcp-1* and free GFP was expressed in the main CO<sub>2</sub> and O<sub>2</sub> sensors: the URX, AQR, PQR, and BAG neurons (Figures 3B and 3C). We also observed expression in a subset of other sensory neurons (i.e., AFD, ASE, AWC, and AWB) (Figure 3C). This raised the possibility that disrupting *arcp-1* modifies plasticity in multiple paradigms. To test this, we assayed *arcp-1* mutants in a salt-based associative learning paradigm (Figure S6A; Beets et al., 2012; Hukema et al., 2008). *arcp-1* mutants were defective in gustatory plasticity: although mock-conditioned animals showed normal attraction to NaCl, upon salt conditioning they failed to downregulate salt chemotaxis behavior (Figure S6B).

To gain insight into *arcp-1* function, we focused on the failure of *arcp-1* mutants to suppress CO<sub>2</sub> escape when acclimated to 21% O<sub>2</sub>. Because *arcp-1* is expressed in the BAG CO<sub>2</sub> sensors, we asked if it acts in these neurons to suppress CO<sub>2</sub> escape. Cell-specific expression of wild-type *arcp-1* in BAG using the *flp-17* promoter (Kim and Li, 2004) rescued the increased locomotory activity of *arcp-1* mutants at 3% CO<sub>2</sub> (Figure 3D). We also tested if *arcp-1* can act in URX, AQR, and PQR neurons, which sense 21% O<sub>2</sub>, to suppress CO<sub>2</sub> escape. Expressing *arcp-1* in these neurons, using the *gcy-32* promoter (Yu et al., 1997), did not rescue the CO<sub>2</sub> phenotype of *arcp-1* mutants (Figure 3D). By contrast, the *arcp-1* aggregation defect could be rescued by expressing *arcp-1* either in BAG or in URX, AQR, and PQR (Figures S5H and S5I). Together, these data show that *arcp-1* functions in gas-sensing neurons and cell-autonomously suppresses CO<sub>2</sub> escape in the BAG CO<sub>2</sub> sensors.

### BAG Responses to CO<sub>2</sub> Are Tuned by ARCP-1

We investigated if the increased behavioral response of *arcp-1* animals to CO<sub>2</sub> was associated with increased CO<sub>2</sub>-evoked Ca<sup>2+</sup> responses in BAG neurons. Using the ratiometric sensor YC3.60, we quantified fluorescence changes at the cell body of BAG in response to CO<sub>2</sub>. Animals acclimated to 21% O<sub>2</sub> were transferred to a microfluidic chamber kept at 7% O<sub>2</sub> and stimulated with different CO<sub>2</sub> concentrations. BAG Ca<sup>2+</sup> responses evoked by 1% and 3% CO<sub>2</sub> were significantly higher in *arcp-1* mutants compared to controls (Figure 4A). Unlike for CO<sub>2</sub> escape, expressing *arcp-1* either in BAG or in URX, AQR, and PQR rescued the CO<sub>2</sub> Ca<sup>2+</sup> phenotype in BAG (Figure 4B). At 3% CO<sub>2</sub>, animals with *arcp-1* rescued in URX, AQR, and PQR even showed a smaller increase in Ca<sup>2+</sup> activity compared to *npr-1* controls, which may be due to an overexpression effect of the *gcy-32p::arcp-1b* transgene (Figure 4B). Because BAG neurons exhibit a phasic-tonic response to CO<sub>2</sub>, we also measured Ca<sup>2+</sup> responses during prolonged CO<sub>2</sub> stimulation. BAG tonic responses to 3% CO<sub>2</sub> were reduced in *arcp-1* mutants, although the effect was small (Figure S6C).

BAG neurons respond not only to a rise in CO<sub>2</sub>, but also to a fall in O<sub>2</sub> (Zimmer et al., 2009). We asked if the CO<sub>2</sub> phenotypes of *arcp-1* animals could be indirectly linked to changes in BAG's ability to respond to O<sub>2</sub>. BAG Ca<sup>2+</sup> activity at 7% O<sub>2</sub>, measured by YC2.60, was similar for *arcp-1* mutants and *npr-1* controls, although *arcp-1* animals displayed higher Ca<sup>2+</sup> at

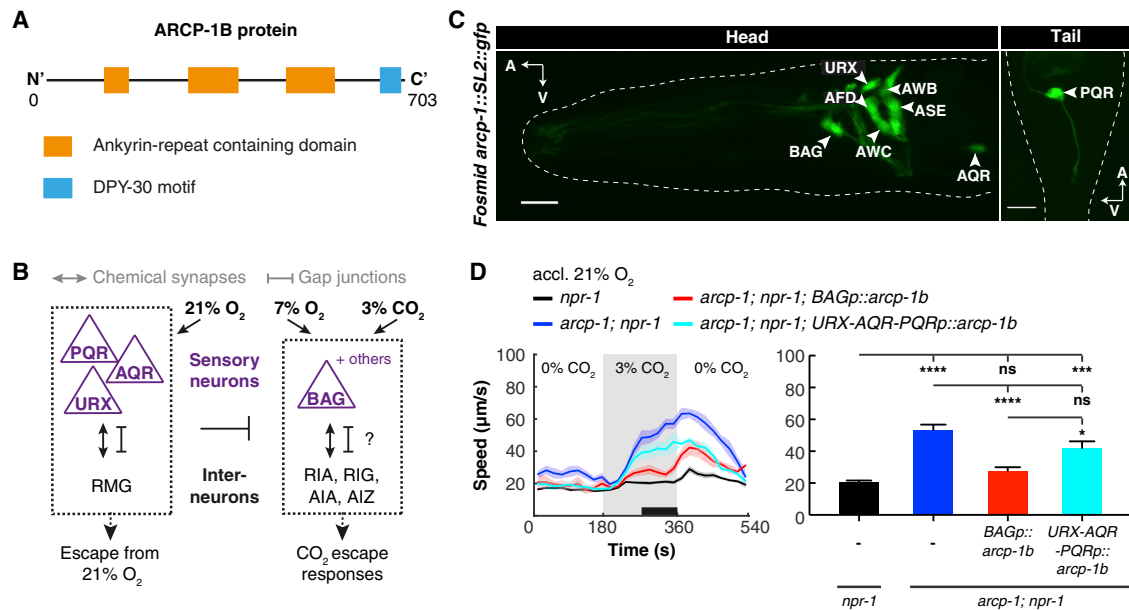

**Figure 3. ARCP-1B Acts in BAG Sensors to Suppress  $CO_2$  Escape Behavior**

(A) Protein domain architecture of ARCP-1B.

(B) Schematic model of the core neural circuits for  $O_2$  and  $CO_2$  responses in *C. elegans* (Fenk and de Bono, 2017; Guillermin et al., 2017; Laurent et al., 2015).  $O_2$ -sensing neurons URX, AQR, and PQR tonically signal  $21\% O_2$ .  $CO_2$  stimuli and  $O_2$  downshifts are detected by BAG and other neurons. The  $O_2$  sensors cross-modulate the neural circuit underlying  $CO_2$  escape. The role of RIA, RIG, AIA, and AIZ in the  $CO_2$  circuit is hypothesized based on their function in  $CO_2$  aerotaxis (Guillermin et al., 2017).

(C) A fosmid reporter transgene for *arcip-1* is expressed in all major  $O_2$  and  $CO_2$  sensors, and other sensory neurons. Scale bar, 10  $\mu m$ ; A, anterior; V, ventral.

(D) Cell-specific expression of *arcip-1b* in BAG, using the *flp-17* promoter (*BAGp*), rescues locomotory arousal by  $CO_2$ , whereas expression in URX, AQR, and PQR, using the *gcy-32* promoter (*URX-AQR-PQRp*), does not. One-way ANOVA with Tukey test.  $n \geq 5$  assays with 20–30 animals per trial. \* $p < 0.05$ ; \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ ; ns, not significant.

See also Figures S5 and S6.

$21\% O_2$  (Figure S6D).  $Ca^{2+}$  responses in URX to a  $7\%$  to  $21\% O_2$  stimulus were unaffected in *arcip-1* animals (Figure S6E).

BAG  $O_2$  responses are mediated by the guanylate cyclases GCY-31/GCY-33 and are abolished in mutants of these genes (Zimmer et al., 2009). Animals lacking *gcy-33* and *gcy-31*, like *arcip-1* mutants, were aroused more strongly by  $CO_2$ , but the effects on  $CO_2$  escape were additive in an *arcip-1*; *gcy-33*; *gcy-31*; *npr-1* quadruple mutant (Figure S6F). Moreover, in *gcy-33*; *gcy-31* mutants,  $CO_2$  arousal was suppressed when animals were acclimated to  $21\% O_2$ —unlike in *arcip-1* animals (Figure S6G). These results indicate that *arcip-1* can act in a separate genetic pathway from *gcy-33* and *gcy-31* to regulate  $CO_2$  escape. Together with our rescue and  $Ca^{2+}$  imaging data, these findings are consistent with *arcip-1* suppressing  $CO_2$  escape by inhibiting BAG responses to  $CO_2$ .

### ARCP-1 Inhibits BAG-Mediated Turning Downstream of the $CO_2$ Receptor GCY-9

*C. elegans* respond to a rise in  $CO_2$  not only by becoming aroused and moving faster but also by re-orienting their direction of travel and increasing the frequency of sharp (omega) turns. This behavior is also mediated by BAG (Fenk and de Bono, 2015; Hallem and Sternberg, 2008). Because ARCP-1 acts in BAG to suppress  $CO_2$ -evoked  $Ca^{2+}$  responses and locomotory arousal, we asked if it also inhibits  $CO_2$ -evoked turning. Both

*arcip-1* mutants and JU1249 showed increased turning in response to a rise in  $CO_2$  compared to controls (Figures 4C and 4D). This phenotype was rescued by expressing *arcip-1* in BAG, but not by expressing it in URX, AQR, and PQR (Figure 4D).

To gain insight into the molecular functions of *arcip-1*, we examined its effect on  $CO_2$ -evoked turns further. This part of the locomotory response to  $CO_2$  is driven by cGMP signaling from the guanylyl cyclase receptor GCY-9 in BAG neurons (Fenk and de Bono, 2015; Hallem et al., 2011). GCY-9 is a molecular receptor for  $CO_2$  and appears to be specifically expressed in BAG (Hallem et al., 2011; Smith et al., 2013). To examine if *arcip-1* regulates turning downstream of GCY-9, we measured  $CO_2$ -evoked turns in a *gcy-9*; *arcip-1* mutant. Disrupting *gcy-9* abolished turning evoked by  $3\% CO_2$  in both *npr-1* and *arcip-1*; *npr-1* animals (Figure 4E), which implies that the mutant's turning phenotype depends on GCY-9, and ARCP-1 antagonizes GCY-9 signaling in BAG.

### ARCP-1 Localizes Phosphodiesterase PDE-1 to BAG Cilia

The ankyrin repeats and DPY-30 motif of ARCP-1 suggest it serves as an interaction partner or scaffold for other proteins. To identify its molecular partners, we took a biochemical approach (Figure 5A). We first made a transgenic strain that

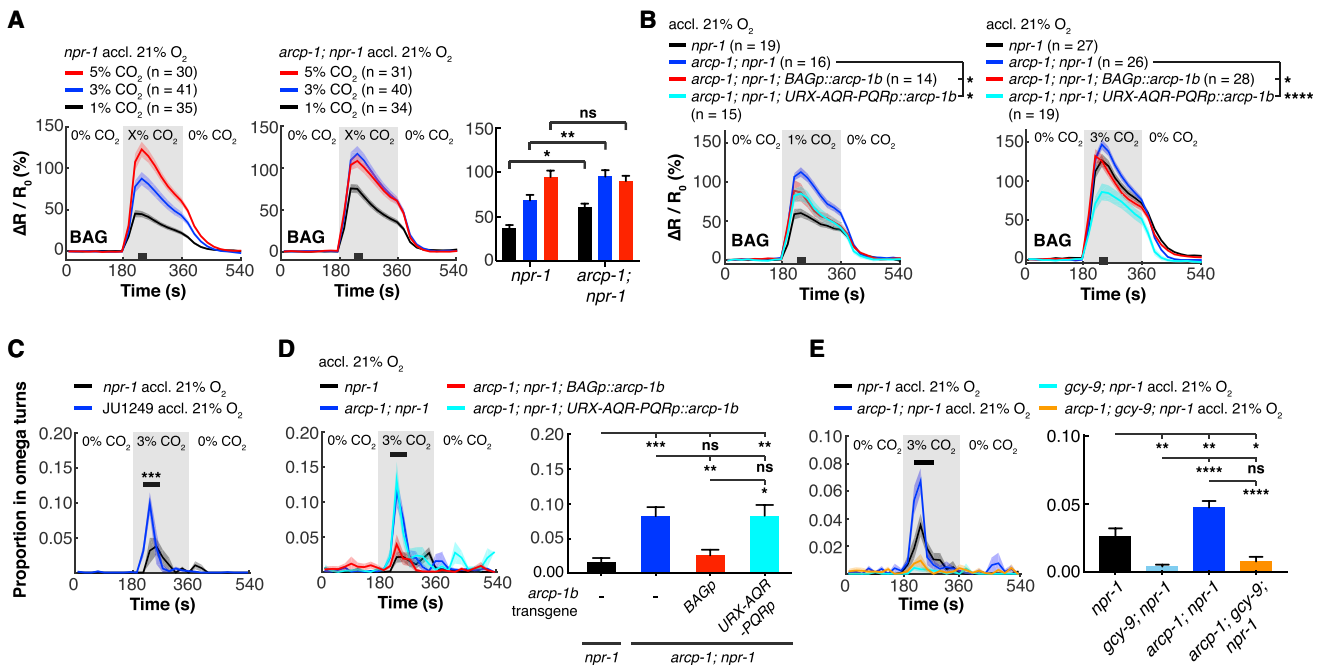

**Figure 4. ARCP-1 Suppresses BAG Responses to CO<sub>2</sub>**

(A and B) Mean traces of BAG Ca<sup>2+</sup> activity in *npr-1* and *arcip-1; npr-1* animals in response to different CO<sub>2</sub> concentrations. Mutants for *arcip-1* show increased Ca<sup>2+</sup> activity at 1% and 3% CO<sub>2</sub> (A), which is rescued by expressing *arcip-1* either in BAG (*flp-17p*) or URX, AQR, and PQR (*gcy-32p*) (B). n = number of animals. Two-way ANOVA with Sidák test in (A). One-way ANOVA with Holm-Sidák test in (B).

(C–E) CO<sub>2</sub>-evoked turning behavior. (C) Rising CO<sub>2</sub> levels stimulate stronger turning behavior in *JU1249* (n = 85 animals) than in *npr-1*(215F) animals (n = 81). Mann-Whitney U test. (D) CO<sub>2</sub>-evoked turning is also increased in *arcip-1*(db1082); *npr-1*(ad609) animals. BAG-specific expression of a *flp-17p::arcip-1b* transgene rescues this phenotype, whereas expression of *arcip-1b* in URX, AQR, and PQR (*gcy-32p*) does not. One-way ANOVA with Tukey test. n ≥ 5 assays with 20–30 animals per trial. (E) The increased turning of *arcip-1; npr-1* animals in response to CO<sub>2</sub> requires the GCY-9 CO<sub>2</sub> receptor. One-way ANOVA with Tukey test. n = 9 assays with 20–30 animals per trial.

For (A)–(E), solid lines plot mean; shaded areas show SEM; black bars indicate time intervals for statistical comparisons; bar graphs plot mean ± SEM for these intervals. \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001; \*\*\*\*p < 0.0001; ns, not significant. See also Figure S6.

expressed GFP-ARCP-1B and showed that it rescued the enhanced CO<sub>2</sub> response of the *arcip-1* mutant (Figure S7A). We then used anti-GFP nanobodies to pull down GFP-ARCP-1B fusion proteins from *C. elegans* lysates and identified putative interacting proteins by mass spectrometry (Figure 5A; Data S3). As a negative control, we immunoprecipitated other GFP-tagged cytoplasmic proteins in parallel. Across two independent experiments, we identified phosphodiesterase 1 (PDE-1) as the top specific hit (i.e., the protein having the highest number of spectral counts in ARCP-1B immunoprecipitates [IPs] while having none in control IPs) (Figure 5B; Data S3).

PDE-1 is a Ca<sup>2+</sup>-activated cyclic guanosine monophosphate (cGMP)/cyclic AMP (cAMP) phosphodiesterase orthologous to mammalian Ca<sup>2+</sup>/calmodulin-dependent PDE1 and is expressed in many neurons, including BAG (Couto et al., 2013; Hallem et al., 2011). As expected from our biochemical data, PDE-1 and ARCP-1 localize to similar compartments in BAG. GFP-tagged ARCP-1B was enriched at sensory endings (Figure 5C), similar to what we observe and what has been reported for PDE-1 (Martínez-Velázquez and Ringstad, 2018; Figure 5D).

The biochemical interaction of ARCP-1 and PDE-1, and their co-localization at dendritic endings, led us to hypothesize that

ARCP-1 regulates PDE-1 localization. To test this, we compared enrichment of PDE-1 at BAG cilia in *arcip-1* and control animals. Overall, PDE-1 expression was slightly higher in *arcip-1* mutants, but enrichment of PDE-1 at the cilia was reduced by more than half in these animals (Figure 5E). To extend this observation, we investigated the subcellular localization of other signaling components of the gas-sensing neurons in *arcip-1* mutants. We observed a reduction of GCY-9 levels in BAG cilia, as well as reduced levels of the O<sub>2</sub>-sensing guanylate cyclase GCY-35 at the sensory endings of URX (Figures S7B and S7C). These phenotypes were not due to a general defect in dendritic localization, because *arcip-1* mutants showed normal levels of the cGMP-gated channel subunit TAX-4 and the O<sub>2</sub>-sensing guanylate cyclase GCY-33 in BAG cilia (Figures S7D and S7E). *arcip-1* mutants did not exhibit overt defects in dendritic morphology, based on expression of a *flp-17p::gfp* transgene and Dil filling of amphid sensory neurons (Figures S7F and S7G). Together, our data suggest that ARCP-1 acts as a scaffold that helps co-localize signal transduction components at sensory endings of some neurons.

Our behavioral, Ca<sup>2+</sup> imaging and cell biological results led us to speculate that ARCP-1 promotes a Ca<sup>2+</sup>-dependent

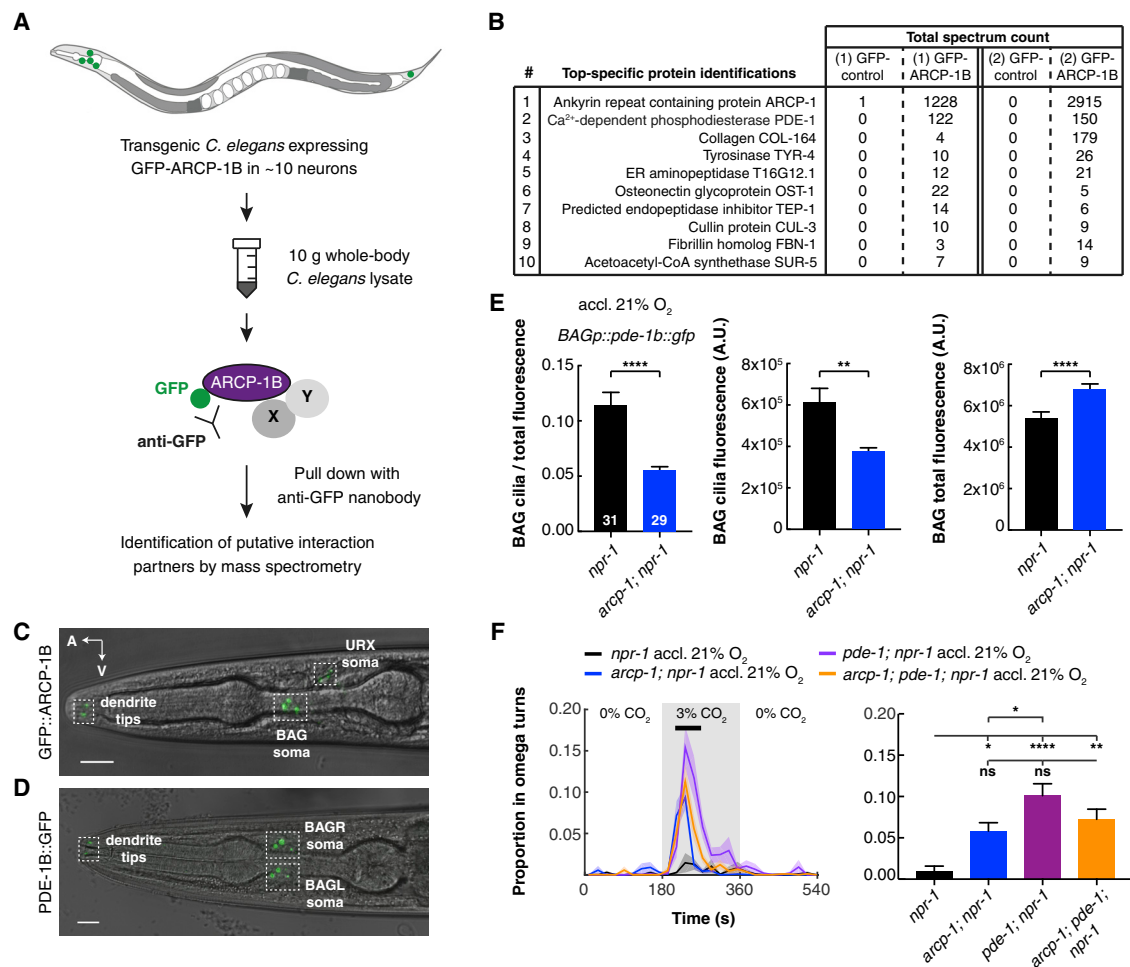

**Figure 5. ARCP-1 Is a Scaffolding Protein that Localizes Phosphodiesterase PDE-1 to Dendritic Endings**

(A) Schematic of coimmunoprecipitation (colP) approach to identify ARCP-1B interactors, by pull-down of an N-terminal GFP tag.

(B) Top ten specific putative interactors of GFP-ARCP-1B identified in two independent colPs. IPs of other cytoplasmic GFP-tagged proteins provide negative controls.

(C and D) GFP-tagged ARCP-1B and PDE-1B proteins are both enriched at the sensory endings of BAG. Scale bar, 10  $\mu$ m; A, anterior; V, ventral.

(E) Disrupting *arcp-1* reduces enrichment of PDE-1, expressed from the *flp-17p*, at BAG cilia. Bars plot mean  $\pm$  SEM *n* (in bars) = number of animals. Mann-Whitney U test.

(F) *pde-1* mutants phenocopy the increased turning frequency of *arcp-1* mutants in response to CO<sub>2</sub>. *pde-1; arcp-1* double mutants do not show an additive phenotype. Solid lines plot mean; shaded areas show SEM; black bars indicate time intervals for statistical comparisons; bar graphs plot mean  $\pm$  SEM for these intervals. One-way ANOVA with Tukey test. *n*  $\geq$  8 assays with 20–30 animals per trial. \**p* < 0.05; \*\**p* < 0.01; \*\*\*\**p* < 0.0001; ns, not significant.

See also Figure S7 and Data S3.

feedback mechanism mediated by PDE-1, which keeps BAG CO<sub>2</sub> responses in check by degrading cGMP following activation of the CO<sub>2</sub> receptor GCY-9. If this is correct, disrupting *pde-1* should phenocopy *arcp-1* and increase the frequency of CO<sub>2</sub>-evoked turns. Moreover, the *arcp-1* and *pde-1* phenotypes should not be additive. As predicted, *pde-1* mutants turned more in response to 3% CO<sub>2</sub> than controls and even *arcp-1* mutants, likely because *pde-1* is more widely expressed and serves broader functions than *arcp-1*. The turning phenotype was comparable for *pde-1*, *arcp-1*, and *pde-1; arcp-1* mutants (Figure 5F). These results are consistent with *pde-1* and *arcp-1* acting in the same genetic pathway to keep CO<sub>2</sub> responses in check.

### PDE-1 and ARCP-1 Inhibit Expression of FLP-19 Neuropeptides

To investigate further how disrupting *arcp-1* alters BAG function, we specifically labeled these neurons with GFP, used fluorescence-activated cell sorting (FACS) to isolate the fluorescent cells from acutely dissociated *arcp-1;npr-1* and *npr-1* control animals, and profiled their gene expression using RNA sequencing (RNA-seq) (see STAR Methods). Genes that are hallmarks of BAG, such as those involved in CO<sub>2</sub> signaling (*gcy-9*, *pde-1*, *flp-17*) and BAG cell fate determination (*ets-5*) (Guillermin et al., 2011; Hallem et al., 2011), were among the top enriched genes in our dataset (Data S4).

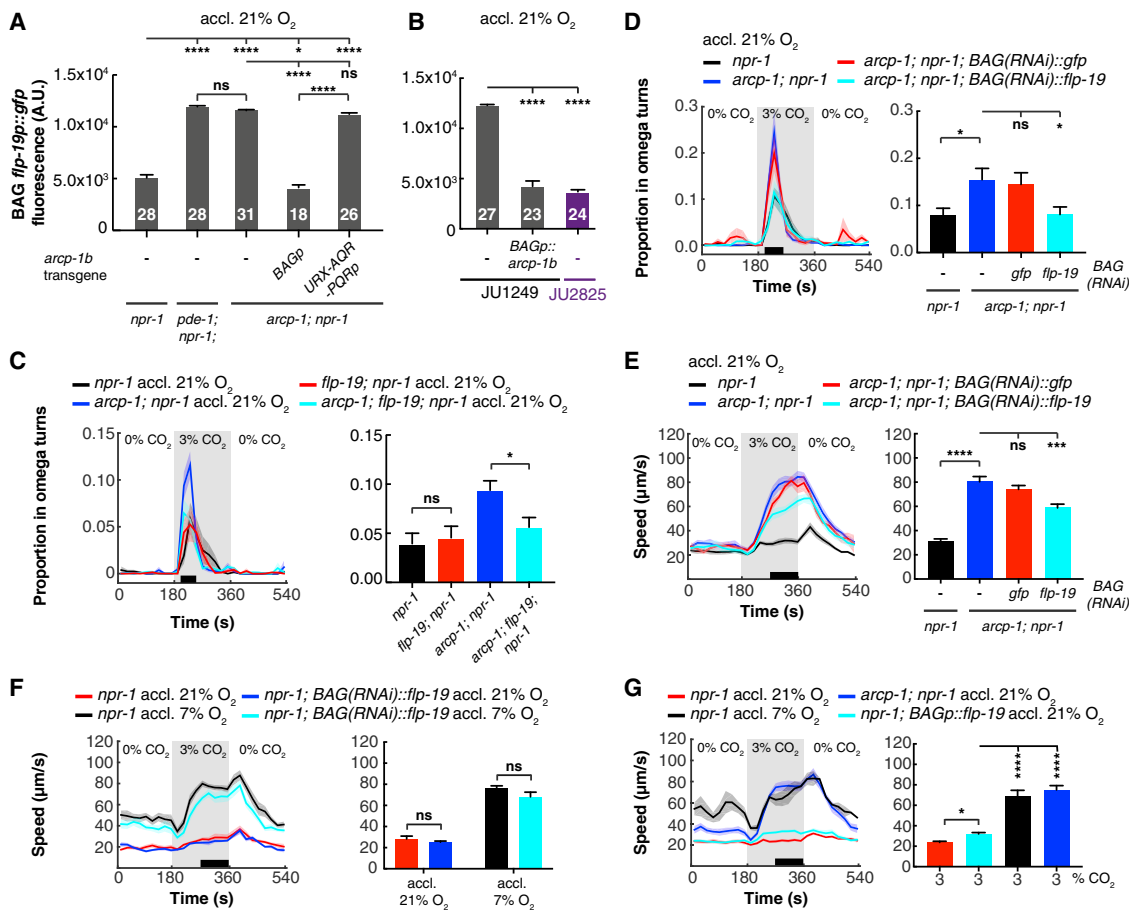

**Figure 6. PDE-1 and ARCP-1 Inhibit BAG Expression of FLP-19 Neuropeptides that Potentiate Behavioral Responses to CO<sub>2</sub>**

(A) Mean fluorescence  $\pm$  SEM of a *flp-19* neuropeptide reporter (*flp-19p::gfp*) in BAG, indicating that PDE-1 and ARCP-1 inhibit *flp-19* expression. BAG-specific expression of *arcp-1b*, using the *flp-17* promoter (*BAGp*), rescues this phenotype, whereas expression in URX, AQR and PQR, using the *gcy-32* promoter (*URX-AQR-PQRp*), does not. *n* (in bars) = number of animals. One-way ANOVA with Tukey test.

(B) Mean fluorescence  $\pm$  SEM of *flp-19* neuropeptide reporter in BAG neurons of JU1249 and JU2825. Increased expression of *flp-19* in JU1249 is rescued by expressing *arcp-1b* from the BAG-specific *flp-17* promoter (*BAGp*). *n* (in bars) = number of animals. Kruskal-Wallis with Dunn test.

(C) Disrupting *flp-19* suppresses the potentiated turning phenotype of *arcp-1; npr-1* animals in response to 3% CO<sub>2</sub>. One-way ANOVA with Holm-Sidak test. *n* = 9 assays.

(D) CO<sub>2</sub>-evoked turning of *arcp-1; npr-1* mutants following cell-specific knock down of *flp-19* expression in BAG. Knock down of *flp-19* in the mutant background suppresses turning at 3% CO<sub>2</sub>, whereas knock down of *gfp* does not. One-way ANOVA with Dunnett's test. *n*  $\geq$  7 assays.

(E) Knock down of *flp-19* expression in BAG partially rescues the increased arousal phenotype of *arcp-1; npr-1* animals at 3% CO<sub>2</sub>. One-way ANOVA with Dunnett's test. *n*  $\geq$  7 assays with 20–30 animals per trial.

(F) BAG-specific knock down of *flp-19* in *npr-1* animals does not affect the plasticity of CO<sub>2</sub> escape in response to previous O<sub>2</sub> experience. Two-way ANOVA with Sidak test. *n* = 7–8 assays.

(G) Animals overexpressing *flp-19* in BAG move significantly faster at 3% CO<sub>2</sub> compared to *npr-1* controls, although their response is still lower than *npr-1* animals grown at 7% O<sub>2</sub> and *arcp-1* mutants. *n*  $\geq$  3 assays. One-way ANOVA with Tukey test.

For (C)–(G), 20–30 animals were tested per assay. Solid lines plot mean; shaded areas show SEM; black bars indicate time intervals for statistical comparisons; bars plot mean  $\pm$  SEM for these intervals. \**p* < 0.05; \*\*\*\**p* < 0.001; \*\*\*\*\**p* < 0.0001; ns, not significant. See also Figure S7 and Data S4.

*arcp-1* itself was among the 100 most highly expressed genes in BAG. The BAG profiles highlighted significant gene expression differences between *arcp-1* mutants and controls, notably changes in the abundance of mRNAs encoding neuropeptides, genes involved in ciliary intraflagellar transport, ion channels, and gap junction subunits (see Discussion; Data S4D). These data suggest that loss of ARCP-1 leads to altered gene expression.

One of the most abundant transcripts expressed in BAG whose expression was significantly altered by defects in *arcp-1* was the neuropeptide *flp-19*. *flp-19* expression was upregulated 2.4-fold in *arcp-1* animals, which would be consistent with increased BAG signaling. Previous work has shown that GCY-9, PDE-1, and the cGMP-gated Ca<sup>2+</sup> channel TAX-4 control *flp-19* expression in BAG (Romanos et al., 2017), making it an interesting candidate for altering CO<sub>2</sub> responses in the

*arcp-1* mutant. To confirm that defects in *arcp-1* increased expression of *flp-19*, we introduced a *flp-19p::gfp* reporter transgene (Kim and Li, 2004) into *arcp-1* mutants and quantified fluorescence in BAG neurons. Disrupting *arcp-1* significantly increased BAG expression of the neuropeptide reporter (Figure 6A). This phenotype was rescued by expressing wild-type *arcp-1* in BAG, but not in the O<sub>2</sub> sensors URX, AQR, and PQR (Figure 6A). Thus, *arcp-1* controls *flp-19* expression cell-autonomously in BAG. We observed a similar increase in expression of the *flp-19* reporter when *pde-1* was mutated (Figure 6A). BAG expression of *flp-19* in mutants lacking both *arcp-1* and *pde-1* was similar to that of the single mutants (Figure S7H). These data suggest that ARCP-1 and PDE-1 together reduce BAG signaling by lowering the expression of some neuropeptides. However, disrupting *arcp-1* does not generally increase BAG neuropeptide expression as judged from our BAG profiling experiments (Data S4) and analysis of a *flp-17* neuropeptide reporter in BAG (Figure S7I).

To ask if *flp-19* expression was elevated in JU1249, we backcrossed the *flp-19p::gfp* transgene ten times to this isolate. We did the same for JU2825 that, unlike JU1249, suppressed CO<sub>2</sub> escape when acclimated to 21% O<sub>2</sub> (Figure S2A). BAG expression of *flp-19* was low in JU2825 and high in JU1249 (Figure 6B). Restoring *arcp-1* in BAG significantly reduced *flp-19* expression (Figure 6B). Thus, disrupting *arcp-1* also increases *flp-19* expression in JU1249.

### FLP-19 Neuropeptide Signaling from BAG Potentiates Behavioral Responses to CO<sub>2</sub>

Does increased BAG expression of *flp-19* in *arcp-1* mutants enhance the behavioral responses of these animals to CO<sub>2</sub>? If increased *flp-19* expression heightened aversion to CO<sub>2</sub> in *arcp-1* animals, then disrupting *flp-19* should reverse this phenotype. Consistent with this hypothesis, deleting *flp-19* restored turning at 3% CO<sub>2</sub> in the *arcp-1* mutant, while it had no effect on this behavior in *npr-1* animals (Figure 6C).

To confirm that FLP-19 release from BAG potentiates CO<sub>2</sub> responses, we knocked down *flp-19* expression specifically in these neurons by expressing RNAi sense and antisense sequences of *flp-19* from a BAG-specific *gcy-33* promoter (Hallem et al., 2011; Yu et al., 1997). As a negative control, we expressed sense and antisense sequences for *gfp* under the same promoter and found it had no effect on CO<sub>2</sub> responses (Figures 6D and 6E). By contrast, BAG-specific knockdown of *flp-19* in *arcp-1* mutants restored the frequency of CO<sub>2</sub>-evoked turns (Figure 6D) and reduced CO<sub>2</sub>-evoked locomotory arousal in animals acclimated to 21% O<sub>2</sub> (Figure 6E). These data suggest increased *flp-19* expression in BAG contributes to the enhanced behavioral responses to CO<sub>2</sub> in *arcp-1* mutants.

The neuropeptide gene *flp-19* is also expressed in URX. However, knock down of *flp-19* in these neurons, using the *gcy-32* promoter, enhanced rather than reduced locomotory arousal at 3% CO<sub>2</sub> in *arcp-1* animals and increased baseline locomotion in the absence of CO<sub>2</sub> (Figure S7K). This result is consistent with previous reports (Carrillo et al., 2013) and suggests that the RNAi effect in BAG is specific to these neurons. We wondered if altered expression of *flp-19* from URX contributes to the enhanced CO<sub>2</sub> aversion in *arcp-1* animals as well. If this

is the case, *flp-19* expression in URX should be reduced in *arcp-1* mutants. Indeed, disrupting *arcp-1* decreased expression of the *flp-19* reporter in URX. This phenotype was rescued by expressing *arcp-1* either in URX or BAG neurons (Figure S7L), suggesting that BAG signaling indirectly influences *flp-19* expression in URX.

Does FLP-19 release from BAG promote escape from CO<sub>2</sub> in animals that retain functional *arcp-1*? In *npr-1* animals, BAG-specific knock down of *flp-19* did not compromise CO<sub>2</sub> escape in animals acclimated to 21% O<sub>2</sub> or 7% O<sub>2</sub> (Figure 6F). Thus, *flp-19* is not required for the O<sub>2</sub>-dependent modulation of CO<sub>2</sub> responses. Consistent with this finding, we observed similar expression of the *flp-19* reporter in *npr-1* animals acclimated to 21% or 7% O<sub>2</sub>, suggesting that *flp-19* expression is not regulated by O<sub>2</sub> experience (Figure S7J).

We next asked if increased *flp-19* expression in BAG is sufficient to boost *C. elegans*' locomotory arousal by CO<sub>2</sub>. To test this, we overexpressed *flp-19* specifically in the BAG neurons of *npr-1* animals, acclimated these transgenic animals to 21% O<sub>2</sub>, and quantified their speed at 3% CO<sub>2</sub>. Animals overexpressing *flp-19* in BAG moved significantly faster at 3% CO<sub>2</sub> than *npr-1* controls, although their locomotory arousal was weaker than that of *arcp-1* animals or of *npr-1* animals grown at 7% O<sub>2</sub> (Figure 6G). Thus, acclimation to 7% O<sub>2</sub> or disrupting *arcp-1* alters other signals besides *flp-19* to heighten CO<sub>2</sub> responses. However, in both scenarios—disruption of *arcp-1* or O<sub>2</sub> acclimation—increasing *flp-19* expression in BAG can potentiate behavioral responses to CO<sub>2</sub>, leading to increased CO<sub>2</sub> aversion.

## DISCUSSION

Individuals differ in how they respond to altered circumstances in their environment. This is generally ascribed to a combination of genetic variation and different life experiences. How neural circuits encoding behavioral plasticity vary across individuals is, however, poorly understood. Here, we show that *Caenorhabditis* species and wild isolates of *C. elegans* can differ in how past O<sub>2</sub> experience influences CO<sub>2</sub> escape behavior. We uncover a genetic variant and neuronal mechanism responsible for this variation in behavioral flexibility in one natural *C. elegans* isolate.

The behavioral phenotypes that we observe are reminiscent of genetic accommodation, when the reaction norm of a flexible phenotype responsive to the environment is altered by genetic change (Figure 7A). Underlying this behavioral change, we find that disrupting ARCP-1 both increases CO<sub>2</sub> sensitivity and alters the effect of previous O<sub>2</sub> experience on CO<sub>2</sub> escape. Animals lacking this dendritic scaffold protein become strongly aroused by CO<sub>2</sub> regardless of previous O<sub>2</sub> experience, and acclimation to 21% O<sub>2</sub> further enhances, rather than suppresses, escape from this aversive cue. We show that loss of *arcp-1* mediates these phenotypes by directly altering CO<sub>2</sub> responses, rather than by affecting the ability to respond to O<sub>2</sub>.

We identify the BAG CO<sub>2</sub> sensors as the main site where ARCP-1 suppresses CO<sub>2</sub> escape in animals acclimated to 21% O<sub>2</sub>. Together with previous work (Couto et al., 2013; Romanos et al., 2017), our results suggest a model (Figure 7B) in which

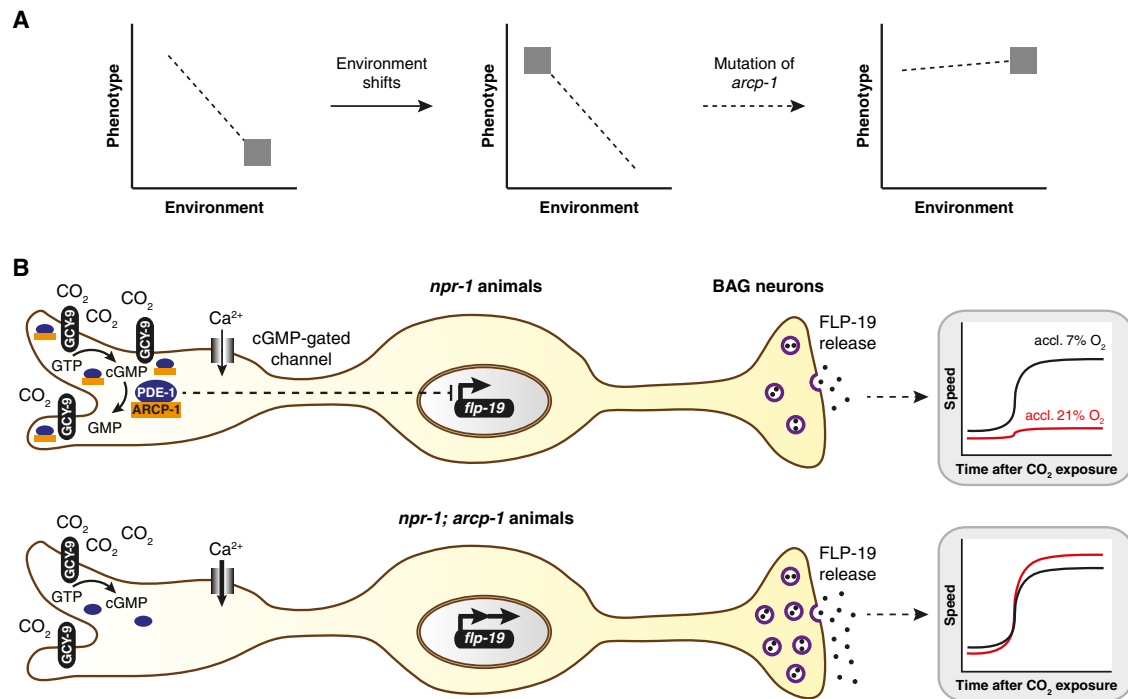

**Figure 7. A Model for How Genetic Variation in *arcp-1* Affects CO<sub>2</sub> Escape Behavior**

(A) Effect of the natural *arcp-1* allele on experience-dependent plasticity, shown as behavioral reaction norms. *C. elegans* wild isolates acclimated to a high (21%) O<sub>2</sub> environment suppress their aversion to CO<sub>2</sub> (left panel). A shift to a low (7%) O<sub>2</sub> environment results in a heightened CO<sub>2</sub> response. A mutation in *arcp-1* alters experience-dependent plasticity and genetically fixes a strong aversive response to CO<sub>2</sub> in part by increasing *flp-19* neuropeptide expression in BAG CO<sub>2</sub> sensors (right panel).

(B) CO<sub>2</sub> is detected by the receptor guanylate cyclase GCY-9, expressed in BAG cilia. The ankyrin-repeat scaffold protein ARCP-1 is also enriched at dendritic sensory endings, interacts with PDE-1, and localizes this phosphodiesterase to the cilia of BAG CO<sub>2</sub>-sensory neurons. PDE-1 and ARCP-1 inhibit CO<sub>2</sub>-evoked Ca<sup>2+</sup> activity and expression of FLP-19 neuropeptide messengers in BAG. In the absence of ARCP-1, less GCY-9 and PDE-1 localize to BAG cilia, and *flp-19* is more strongly expressed. Increased FLP-19 expression in BAG contributes to resetting a strong aversive response to CO<sub>2</sub> in *arcp-1*; *npr-1* animals regardless of previous O<sub>2</sub> experience.

ARCP-1 binds and co-localizes the Ca<sup>2+</sup>-activated phosphodiesterase PDE-1 with guanylyl cyclase receptors for CO<sub>2</sub> at the BAG cilia. ARCP-1 and PDE-1 keep signaling from these neurons in check by suppressing CO<sub>2</sub>-evoked Ca<sup>2+</sup> responses and neuropeptide expression. Natural genetic variation has been found to directly alter sensory systems in other animals (McGrath, 2013; Prieto-Godino et al., 2017). We identify BAG as a major cellular focus for variation in CO<sub>2</sub> responses, but the possibility remains that loss of *arcp-1* disrupts plasticity in other sensory circuits, which may indirectly promote CO<sub>2</sub> aversion as well. Some evidence points to changes in URX, but these are not sufficient to explain the heightened CO<sub>2</sub> escape behavior in *arcp-1* mutants.

Mounting evidence suggests that natural variation in behavioral flexibility is genetically determined (Izquierdo et al., 2007; Mery, 2013; Mery et al., 2007). One well-established example is the natural variation seen at the *foraging* gene in *Drosophila melanogaster*. This polymorphism causes individual variation in learning and memory, among other phenotypes, by altering the activity of cGMP-dependent protein kinase G (Mery et al., 2007). It is notable that, both in flies and worms, genetic variation affecting cGMP signaling underlies inter-individual variation in experience-dependent plasticity. Besides gas sensors,

ARCP-1 is expressed in olfactory, gustatory, and thermosensory neurons that all signal using cGMP, and *arcp-1* mutants show reduced plasticity in a gustatory paradigm. Correlated differences in the plasticity of different sensory modalities have been described as coping styles or behavioral syndromes in other animal models (Coppens et al., 2010) and may also reflect a common genetic or molecular basis. Identifying how loss of *arcp-1* compromises plasticity in other sensory circuits should provide a better understanding of such correlated changes in behavioral flexibility.

We have shown that the absence of ARCP-1 alters expression of a range of genes in BAG. One way this influences CO<sub>2</sub> aversion is by altering the expression of neuropeptide messengers. Neuropeptides are a diverse group of neuromodulators that, both in vertebrates and invertebrates, are involved in circuit plasticity (Jékely et al., 2018; Taghert and Nitabach, 2012). Natural genetic variation in neuropeptide pathways has been linked to individual differences in aging and social behaviors (Donaldson and Young, 2008; Yin et al., 2017). Our results suggest that they also contribute to heritable differences in behavioral plasticity between individuals. In humans and other primates, natural polymorphisms in serotonergic and dopaminergic systems have been associated with individual differences in

memory and cognitive ability (Izquierdo et al., 2007; Zhang et al., 2007). Changing the neuromodulatory tone of circuits likely represents a general mechanism by which genetic variation sculpts individual behavioral plasticity.

How the deposited data were processed for this re-analysis (not part of the article)

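Full-length cDNA libraries from sorted BAG neurons of 6 *arcp-1; npr-1* replicates (*arcp-1* mutants) and 6 *npr-1* replicates (controls) were analysed, 12 in all. The paper describes the preparation as Smart-seq2 from about 4000 sorted events per replicate. Per the paper's methods, the authors removed ribosomal reads with Bowtie2, trimmed reads with Trim Galore, mapped them with STAR to WS255 at a mapping quality of at least 20, and counted reads per gene with HTSeq without regard to strand. The deposited signal values are normalized counts, which the authors made by dividing the HTSeq reads of each library by a DESeq2 size factor, for 22542 genes. The deposited TPM values were computed by the authors over 46766 annotated genes, and every library sums to 1000000. The authors' deposited table of the comparison holds the mean normalized count of each genotype. Its log2 values are the fold changes that the authors fitted with DESeq2, *arcp-1* mutants over controls. Its score column is the Wald statistic that the authors obtained from DESeq2. Its p-value and q-value columns come from the authors' DESeq2 test, the q-value after Benjamini-Hochberg adjustment, with a q-value for 13442 genes. The lists of expressed genes in Data S4 A to D name 8678, 8555, 9104 and 8935 genes, the numbers of genes with a value of at least 1 in all 6 libraries of a genotype; of these lists, 1999, 1999, 735 and 0 genes could be read, so no overlap with them was tested.

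Every normalized count was a whole multiple of the smallest value above 0 in its library, and reads were recovered by dividing by the size factor. The recovered reads ranged from 374550 to 8683395 per library, 4 libraries were below the minimum of the added depth alternative, and the deepest library had 23.2 times the reads of the shallowest. A single read was worth between 0.294 and 6.40 normalized counts, and a gene with at most 3 reads in every library of a genotype was treated as being at the floor, with its fold given as a lower bound. The lowest chi-square per gene between replicates of a genotype was 4.168, so no library is a copy of another of its genotype; libraries of different genotypes were not compared in this way. Positions are those of the authors' loci on WS255, of which 31916 of 46553 compared are identical to the Ensembl annotation of the same assembly; overlapping exons were taken from that annotation.

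The comparison used limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2(normalized count + 1) over all 12 libraries, for the 12096 genes with a CPM of at least 1 in 6 or more libraries, with a Benjamini-Hochberg adjusted p threshold of 0.05. Single genes and list means were compared with two-sided exact permutation tests over all 924 assignments of the libraries, whose smallest p is 0.00216. The neuropeptide, intraflagellar transport, ion channel and gap junction lists were tested as sets with camera at a preset inter-gene correlation of 0.01, adjusted over the 4 lists, and with fry. In all, 18 lists of gene names were written: those 4, cGMP signalling, the stress response, the genes named by the paper, the BAG markers, and markers of body wall muscle, pharyngeal muscle, intestine, germline, hypodermis, glia, coelomocytes, URX, AQR and PQR neurons, AFD, ASE and AWC neurons, and cholinergic and GABAergic motor neurons. Symbols were available for 43769 of the 46766 gene identifiers. The genes named in the text were chosen by a rule: every gene the paper names for BAG expression; the 5 genes with the largest log2 fold change in each direction among those past the threshold, with a mean of at least 100 normalized counts and no overlap between the genotypes; and, in each of the 4 lists tested as sets, the 3 genes with the smallest p past the threshold and the 3 with the highest mean TPM. The tests of the genotypes, the lists, the naming rule and the alternatives were set before the data were examined, apart from the additions named in the closing section. The tests of technical explanations were not: they were written when the most changed genes and the numbers of higher and lower genes had been seen.

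The alternatives were pseudocounts of 0.1 and 10, no filter on low counts, a mean of at least 100 normalized counts, TPM, quantile normalization, limma without the trend, library weights (arrayWeights), edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered reads, the replicate number as a block, and leaving out each library in turn; ranks were also computed from median TPM, from normalized counts and in *arcp-1* mutants. The models were tested on simulated data with 200 of 12096 genes changed. limma recovered 45.5% of the changed genes with 3.19% false calls, edgeR 52% with 3.70%, and DESeq2 63.5% with 13.6%. With no gene changed, limma made 0 calls. The simulation gave every changed gene a change of the same size, larger than that of *flp-19* or *che-3*, and drew genes independently. Its rates therefore do not carry over to smaller changes or to libraries that differ in BAG content. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Experiments of the paper other than this sequencing were not analysed here.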

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

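The tests of *arcp-1* mutant replicate 1, of overlapping genes and of the 4 lists over other splits were chosen after the results were seen; the others were written before their own outcome was seen, but after the most changed genes and the numbers of higher and lower genes were known.

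In each genotype, the gap between the highest or lowest library and its nearest neighbour, divided by the range of the 6 libraries, was compared with Dixon's critical value. Of 106 groups of values, 16 exceeded it, where chance gives 5.3. The libraries standing apart were *arcp-1* mutant replicate 1 in 12 groups and control replicate 1 in 4. The groups share libraries and genes, so they are not independent. *arcp-1* mutant replicate 1 was the lowest library of its genotype for *bbs-5* (gap over range 0.7208), *che-3* (0.8095), *che-7* (0.6478), *ets-5* (0.8208), *ifta-2* (0.6321), *kcnl-4* (0.667), *nlp-58* (0.6947), *osm-1* (0.6302), *osm-5* (0.7331) and *Y71G10AR.4* (0.6876), and for the means of the intraflagellar transport list (0.7389) and the genes named by the paper (0.6341). Control replicate 1 was the lowest of its genotype for *ets-5* (0.8258), *F14D7.8* (0.6609) and *nlp-58* (0.6668), and the highest for the mean of the pharyngeal muscle list (0.7647).

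Shallow sequencing is excluded for *arcp-1* mutant replicate 1, since it was the deepest library, with 8683395 recovered reads. Its mean over the 6 BAG markers differed from the median of the other *arcp-1* mutant libraries by -1.97 on the log2 scale. A smaller share of BAG RNA in that library may therefore account for part of its position. Relative to the same median, the germline, pharyngeal muscle, hypodermis, motor neuron and glia lists differed by 2.21, 1.46, 1.25, 1.15 and 0.961, and body wall muscle by 0.142, while the intestine, AFD, ASE and AWC, and URX, AQR and PQR lists differed by -0.377, -0.798 and -1.59. These lists do not all move alike, a single library excludes little, and a share of BAG RNA cannot be told apart from a change within its cells. A biological difference of that replicate was not tested. Without it, 329 genes passed the threshold in place of 201, and the intraflagellar transport median was 1.02. Control replicate 1, which had the lowest BAG marker mean of the controls (8.495), stayed in that fit, so BAG content was then less alike between the genotypes.

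Outside the 4 families that the paper discusses, 184 genes passed the threshold. Of 100 splits of the 12 libraries into groups of 6, the real one included, 1 gave as many genes past the threshold; the highest count in another split was 2 and the median 0. With the log10 of the recovered reads as a covariate, 183 of the 201 genes stayed past the threshold, which argues against unequal depth. Variants linked to *arcp-1* that act on genes close to them would raise the share of chromosome III. It held 7.96% of the genes past the threshold (16 of 201) and 1989 of the 12096 genes tested. That is fewer than its share (Fisher's exact test, p = 0.000518, adjusted p = 0.00363 over 7 chromosomes). No window around *arcp-1* was tested, and a linked variant could act on genes elsewhere, so linked variants are not excluded. More of the 201 genes than chance gives were neighbours: 63 lay within 50 kb of another, where 10000 random draws had a median of 40 and a 95th percentile of 53. With 1 gene kept of each group of overlapping loci, 59 of 199 did, against a 95th percentile of 52, so reads shared by overlapping genes do not explain it. Of 35 adjacent pairs, 30 changed in the same direction, 85.7% where independent genes would give 68.1%. Neighbouring genes may thus be regulated together, or differ through background variants, which was not tested. The loss of ARCP-1 remains an open biological explanation for the 184 genes.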

How the results depend on the processing

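The covariate for the BAG markers and the omission of the 4 shallowest libraries were chosen after seeing the data. The causes of the changes given here were not tested, except that fewer genes or libraries follow from the alternative itself.

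The number of genes past the threshold, 201, became 99 among genes with a mean of at least 100 normalized counts, 484 with library weights and 389 with DESeq2. Leaving out 1 library gave 124 (without *arcp-1* mutant replicate 6) to 329 (without *arcp-1* mutant replicate 1). It was 363 with the BAG covariate, all 201 among them, and 110 without the 4 shallowest libraries. Over all genes tested, deviations of replicates with the same number correlated by 0.0385 to 0.317 (mean 0.109, over 0.1 in 2 of 6), against a mean of -0.0213 for different numbers, so the libraries were not treated as pairs. The mean of the 6 BAG markers did follow the replicate number (Pearson r = 0.95, exact p = 0.00278; Spearman rho = 0.943, exact p = 0.0167; r = 0.89 without the 2 farthest pairs), a relation tested after it was seen, so libraries with the same number may share their BAG content. With the replicate number as a replicate block, 291 genes passed, 172 of them among the 201, and *flp-17*, *osm-5*, *ifta-2* and *exp-2* passed where they had not.

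*flp-19* passed the threshold with library weights (log2 fold change 1.57), with DESeq2 (1.26) and with the replicate block (1.22), and ranged from 1.00 to 1.46 over the fits leaving out 1 library, passing without *arcp-1* mutant replicate 1. *che-3* did not pass without the 4 shallowest libraries (0.94). The neuropeptide median turned to 0.13 over genes with a mean of at least 100 normalized counts. The intraflagellar transport set, with a median of 0.71, was not called by fry. The ion channel median ran from -0.13 to 0.031 with 1 library left out. *arcp-1* took rank 311 in *arcp-1* mutants.

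Among single genes, the reversed ones were all far from the threshold. The kvs-2 log2 fold change was 0.00929 with library weights, 0.030 with edgeR and 0.021 with DESeq2. With 1 library left out, the log2 fold change ran from -0.52 to 0.080 for *gcy-9*, -0.37 to 0.058 for *che-7*, -0.35 to 0.19 for *ets-5*, -0.42 to 0.035 for *kcnl-4*, -0.25 to 0.21 for *kvs-2*, -0.40 to 0.032 for *unc-7* and -0.039 to 0.43 for *pde-1*; the positive ends, and *pde-1*'s highest, came without *arcp-1* mutant replicate 1. Of 829 comparisons over 36 other results, 31 were weaker, 13 stronger, 9 reversed and 3 moved, and 773 kept their direction and side of the threshold. In the shallowest library 1 read is worth 6.40 normalized counts, which limits changes of genes with low counts.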

Differences from the paper's values

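The paper gives 5.5 as the lowest and 17 as the highest number of reads obtained per sample, in units of Mreads. The reads recovered from the normalized counts were 0.3746 and 8.683 in the same unit. The recovered reads are those assigned to genes after mapping, which is a different measure, and no alternative set before the data were examined changes them.

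The paper counts *flp-19* among the genes that differ in *arcp-1* mutants. Here its adjusted p was 0.103 (limma), although the fold was 2.33. It passed the threshold with library weights, with DESeq2 on the recovered reads, with the replicate number as a block, and without *arcp-1* mutant replicate 1, and not under the other alternatives set before the data were examined.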

Other observations

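The tests with the BAG markers as a covariate and the tests of the 4 lists over other splits were chosen after the results were seen; the other tests of explanations were written when the most changed genes and the numbers of higher and lower genes were known.

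More genes were higher than lower in *arcp-1* mutants, 80.1% of those past the threshold. After quantile normalization the share was 77%, which argues against the authors' size factors. The median log2 fold change of the body wall muscle list was -0.13, and its abundant genes were not raised: *unc-54* had 58452 normalized counts in *arcp-1* mutants and 62282 in controls, *myo-3* 121 and 171, and *unc-15* 710 and 751. The share of the 10 most abundant genes did not differ (two-sided exact permutation test, p = 0.4329). The longest and the shortest genes differed by -0.0773 in median log2 fold change, which leaves little room for a bias by gene length. The BAG list had a median of 0.0458 over 6 genes, of which 3 were higher, and markers that go both ways decide nothing by themselves. With the mean of these markers as a covariate, a level that 1154 genes followed, all 201 genes stayed past the threshold in the same direction, 161 higher and 40 lower, and 68% of the 363 genes then past it were higher. The marker mean was 9.517 ± 0.8249 (SD, n = 6) in *arcp-1* mutants and 9.395 ± 0.5784 (SD, n = 6) in controls. A covariate so alike in both genotypes could hardly change the genotype effects, so that fit does not decide on an unequal share of BAG RNA. No difference of the marker mean was detected (two-sided exact permutation test, p = 0.7814), which covers the share only as far as these markers track it. The stress response list had a median of -0.22, with 1 of 11 genes higher. Its library means were 7.133 ± 1.565 (SD, n = 6) on the log2 scale in *arcp-1* mutants and 7.479 ± 1.332 (SD, n = 6) in controls. They did not differ (two-sided exact permutation test, p = 0.684), but their spread is too wide to decide on stress during dissociation. A response to the loss of ARCP-1 is a candidate explanation, a hypothesis from the libraries it was tested on. After their values were seen, *unc-89* (2901 against 236 normalized counts, log2 fold change 3.51) and *atn-1* (547 against 78.3, log2 fold change 2.82) were noted as muscle genes that rose while the muscle list did not.

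The medians of the other marker lists were -0.10 for pharyngeal muscle (4 genes tested), -0.62 for intestine (8), -0.46 for germline (10), -0.11 for hypodermis (7), 0.40 for glia (5), -1.04 for URX, AQR and PQR neurons (4), 0.82 for AFD, ASE and AWC neurons (4) and -0.50 for motor neurons (7), and no coelomocyte gene was testable. No difference of library means between genotypes was detected for any of the 10 lists (two-sided exact permutation tests, adjusted p from 0.534 to 0.944). With 6 libraries per genotype, this does not show that the means were equal. Genes higher in *arcp-1* mutants were 0 of 8 for intestine, 0 of 10 for germline, 0 of 4 for URX, AQR and PQR neurons and 1 of 8 for body wall muscle. They were 5 of 5 for glia and 3 of 4 for AFD, ASE and AWC neurons. All 6 BAG markers are also in another list and 5 are named by the paper. The genes named by the paper had a median of -0.01 over 10 genes. The cGMP signalling list had a median of -0.01 over 14 genes; *cng-3* (log2 fold change 4.47, limma adjusted p = 0.00258) and *pde-3* (-1.44, limma adjusted p = 0.0105) passed the threshold and were named after their values were seen.

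Intraflagellar transport genes followed the BAG markers between libraries. Within genotypes, deviations of the 2 list means correlated over the 12 libraries (Pearson r = 0.924, permutation p = 4e-05; Spearman rho = 0.846, permutation p = 0.00103), with r = 0.68 without the 2 farthest libraries, replicate 1 of each genotype. These p-values take the libraries as independent, although BAG marker means also followed the replicate number. With the BAG marker mean as a covariate, the median of the list was 0.6361, with 34 of 40 genes higher and 18 past the threshold (limma's fry, adjusted p = 0.00321). The marker mean was close in the 2 genotypes (9.517 in *arcp-1* mutants, 9.395 in controls), so the covariate could remove little of the rise. An unequal share of BAG RNA that these markers do not track is not excluded. Of 100 splits of the libraries, the real one included, 11 gave a camera p as small as the real one for this list, so the shift of the set alone could arise by chance. Counted in the same way, 62 splits did for neuropeptide, 96 for ion channel and 49 for gap junction genes.

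Of the other genes the paper names for BAG, *gcy-9* had a log2 fold change of -0.22 (limma adjusted p = 0.923), *pde-1* 0.15, *tax-4* -0.18, *gcy-33* 0.27 and *gcy-31* -0.50, and none passed the threshold. *VH15N14R.1* (chromosome I from 7781178) had at most 2 reads in any control library and was at least 24.7-fold higher in *arcp-1* mutants (19 to 37.3 with 1 library left out, the latter without control replicate 5). It lies within WBGene00077552, at least 3.91-fold higher (5.92 without control replicate 5). *W04H10.5* was at least 2.45-fold higher (3.70 without control replicate 5). *pqn-8* was at least 2.81-fold lower, but this rested on control replicate 1, without which the control mean was below the floor (0.693 of it). With *ins-35*, these are the 5 past the threshold among 10 genes that had at most 3 reads in every library of a genotype and a mean over 10 reads in the other, and all but *ins-35* were named after their values were seen.

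By chromosome, V held 26.9% of the genes past the threshold and 18% of those tested (Fisher's exact test, p = 0.00162, adjusted p = 0.00435 over 7 chromosomes), X 20.9% and 14.4% (p = 0.011, adjusted p = 0.0193), I 9.45% and 17.4% (p = 0.00186, adjusted p = 0.00435), II 15.4% and 16.7%, and IV 19.4% and 16.9%.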
